# The longevity response to warm temperature is neurally controlled via the regulation of collagen genes

**DOI:** 10.1111/acel.13815

**Published:** 2023-03-09

**Authors:** Sankara Naynar Palani, Durai Sellegounder, Phillip Wibisono, Yiyong Liu

**Keywords:** aging, *C. elegans*, G protein‐coupled receptor, gene expression, lifespan, longevity, metabolic rate, neuroscience, NPR‐8, signal transduction

## Abstract

Studies in diverse species have associated higher temperatures with shorter lifespan and lower temperatures with longer lifespan. These inverse effects of temperature on longevity are traditionally explained using the rate of living theory, which posits that higher temperatures increase chemical reaction rates, thus speeding up the aging process. Recent studies have identified specific molecules and cells that affect the longevity response to temperature, indicating that this response is regulated, not simply thermodynamic. Here, we demonstrate that in *Caenorhabditis elegans*, functional loss of NPR‐8, a G protein‐coupled receptor related to mammalian neuropeptide Y receptors, increases worm lifespan at 25°C but not at 20°C or 15°C, and that the lifespan extension at 25°C is regulated by the NPR‐8‐expressing AWB and AWC chemosensory neurons as well as AFD thermosensory neurons. Integrative transcriptomic analyses revealed that both warm temperature and old age profoundly alter gene expression and that genes involved in the metabolic and biosynthetic processes increase expression at 25°C relative to 20°C, indicating elevated metabolism at warm temperature. These data demonstrate that the temperature‐induced longevity response is neurally regulated and also provide a partial molecular basis for the rate of living theory, suggesting that these two views are not mutually exclusive. Genetic manipulation and functional assays further uncovered that the NPR‐8‐dependent longevity response to warm temperature is achieved by regulating the expression of a subset of collagen genes. As increased collagen expression is a common feature of many lifespan‐extending interventions and enhanced stress resistance, collagen expression could be critical for healthy aging.

## 1 INTRODUCTION

Studies in diverse species have associated lower temperatures with longer lifespan and higher temperatures with shorter lifespan, aside from extreme temperatures that could endanger organism survival (Keil et al., 2015). Most early studies on the longevity response to temperature attempted to interpret the inverse relationship using the rate of living theory, which posits that higher temperatures increase chemical reaction rates, thus speeding up the aging process, whereas lower temperatures do just the opposite (Demetrius, 2013). At the core of this theory is applying the second law of thermodynamics to living organisms, speculating that aging results from increased molecular disorder, and that higher temperatures enhance thermodynamic entropy, thus inducing a faster rate of aging (Demetrius, 2013). Macromolecular disorder or damage indeed accumulates with age, mainly inflicted by mitochondria‐produced reactive oxygen species (ROS; Sohal et al., 2002). However, many studies have found no connections between longevity and antioxidant treatments or antioxidant overexpression, and some have even linked higher levels of oxidative damage with longer lifespan (Lapointe & Hekimi, 2010). Thus, whether ROS or mitochondrial oxidative stress is causal to the aging process remains unresolved, and the molecular basis for the rate of living theory is unsubstantiated.

Although temperatures could alter the accumulation of molecular damage, the view that temperatures thermodynamically change lifespan is overly simplistic. Indeed, recent studies have identified specific cells, cellular molecules, and signaling pathways that are involved in the longevity response to temperature, indicating that this response is a regulated process, not simply thermodynamic (Keil et al., 2015; Kim et al., 2020). In *C. elegans*, the cold‐sensitive TRP channel TRPA‐1 can detect temperature drops in the environment and extend lifespan by inducing calcium influx into the cell and activating protein kinase C, which, in turn, activates the pro‐longevity transcription factor DAF‐16/FOXO (Xiao et al., 2013). Interestingly, TRPA‐1 also mediates lifespan shortening when worms are subjected to low‐temperature treatment during the larval stage (Zhang et al., 2015). Moreover, thermosensory AFD neurons and AIY interneurons were found to be required for maintaining *C. elegans* lifespan at warm temperature (25°C) through the DAF‐9/DAF‐12 steroid‐signaling pathway (Lee & Kenyon, 2009). Such neural regulation was controlled by the worm cyclic AMP‐responsive element‐binding protein (CREB) transcription factor (Chen et al., 2016). DAF‐41, the *C. elegans* homolog of co‐chaperone P23, which has a possible role in protein folding, is also required for the normal longevity responses to both cold and warm temperatures, indicating a potential role of proteostasis in these responses (Horikawa et al., 2015). Several factors involved in lipid metabolism pathways, including MDT‐15/Mediator 15 (Lee, An, et al., 2019), PAQR‐2 (Chen et al., 2019) and prostaglandin (Lee, Noormohammadi, et al., 2019), also modulate longevity in response to low temperatures. Measuring the lifespans of a diverse array of short‐ or long‐lived mutant worms at different temperatures revealed that temperature‐induced lifespan changes are genetically controlled by temperature‐specific gene regulation (Miller et al., 2017). These studies suggest that the longevity response to temperature is a complex and highly regulated process, and that integrative research is needed to define the relationships between temperature, aging mechanisms, and longevity.

Here, using the *C. elegans* model, we demonstrate that functional loss of NPR‐8, a neuronal G protein‐coupled receptor (GPCR) related to mammalian neuropeptide Y receptors, extends worm lifespan at 25°C but not at 20°C or 15°C, and that the extension in lifespan at 25°C is regulated by the NPR‐8‐expressing amphid chemosensory neurons AWB and AWC as well as AFD thermosensory neurons, indicating that the nervous system governs longevity in response to higher temperature. Integrative RNA sequencing analysis to examine the relationships between temperature, aging, and NPR‐8 revealed that both warm temperature and old age profoundly alter gene expression. Genetic manipulation and functional assays further uncovered that NPR‐8‐regulated collagen expression contributes to the extended lifespan of *npr‐8* mutant animals at 25°C and is also required for maintaining the lifespan of wild‐type animals. Since elevated collagen expression is a common feature of many lifespan‐extending interventions and enhanced stress resistance to various environmental stimuli (Ewald et al., 2015; Sellegounder et al., 2019), collagen expression could promote healthy aging.

## 2 RESULTS

### 2.1 Functional loss of NPR‐8 extends *C. elegans* lifespan at warm temperature

Three temperatures (15, 20, and 25°C) are routinely used for *C. elegans* propagation in the laboratory, and their inverse effects on lifespan have been well documented, (i.e., an approximately 75% increase in lifespan occurs with a 5°C drop in temperature) (Van Voorhies & Ward, 1999). During our work on neural regulation of *C. elegans* defense against pathogen infection (Sellegounder et al., 2019), we unexpectedly observed that under noninfectious conditions, *C. elegans* lacking functional NPR‐8 (*npr‐8(ok1439)* animals) lived longer than wild‐type *N2* animals at 25°C, whereas the mutant and wild‐type animals had the same lifespan at 20°C or 15°C (Figure 1a–c, also see Table S1 that summarizes the median lifespan and the percentage of increase in median lifespan relative to controls for all lifespan assays performed in this study). To determine whether the observed longevity phenotype at the warm temperature of 25°C was due to the deletion mutation in *npr‐8*, we performed lifespan assays at 25°C using the transgenic strain JRS17 in which *npr‐8* is re‐expressed under its native promoter in *npr‐8(ok1439)* animals (Sellegounder et al., 2019). Re‐expression of NPR‐8 significantly decreased the extended lifespan of the *npr‐8* deletion mutants (Figure 1d), confirming that the mutation in *npr‐8* is indeed responsible for the extended longevity phenotype at warm temperature. To investigate whether this phenotype is allele‐specific, we performed lifespan assays using another *npr‐8* null strain (*npr‐8(ok1446)* animals) that contains a deletion mutation in the *npr‐8* gene at a different location than the one in *npr‐8(ok1439)* animals (Consortium, 2012). Our results showed that, like *npr‐8(ok1439)* animals, *npr‐8(ok1446)* animals also lived longer than wild‐type animals at 25°C but had wild‐type lifespan at 20 and 15°C (Figure S1), indicating that the extended lifespan phenotype is not allele‐specific but is caused by the general lack of NPR‐8 function. These results suggest that NPR‐8 suppresses lifespan at warm temperature, contributing to the inhibitory effect of warm temperature on longevity.

**FIGURE 1:**
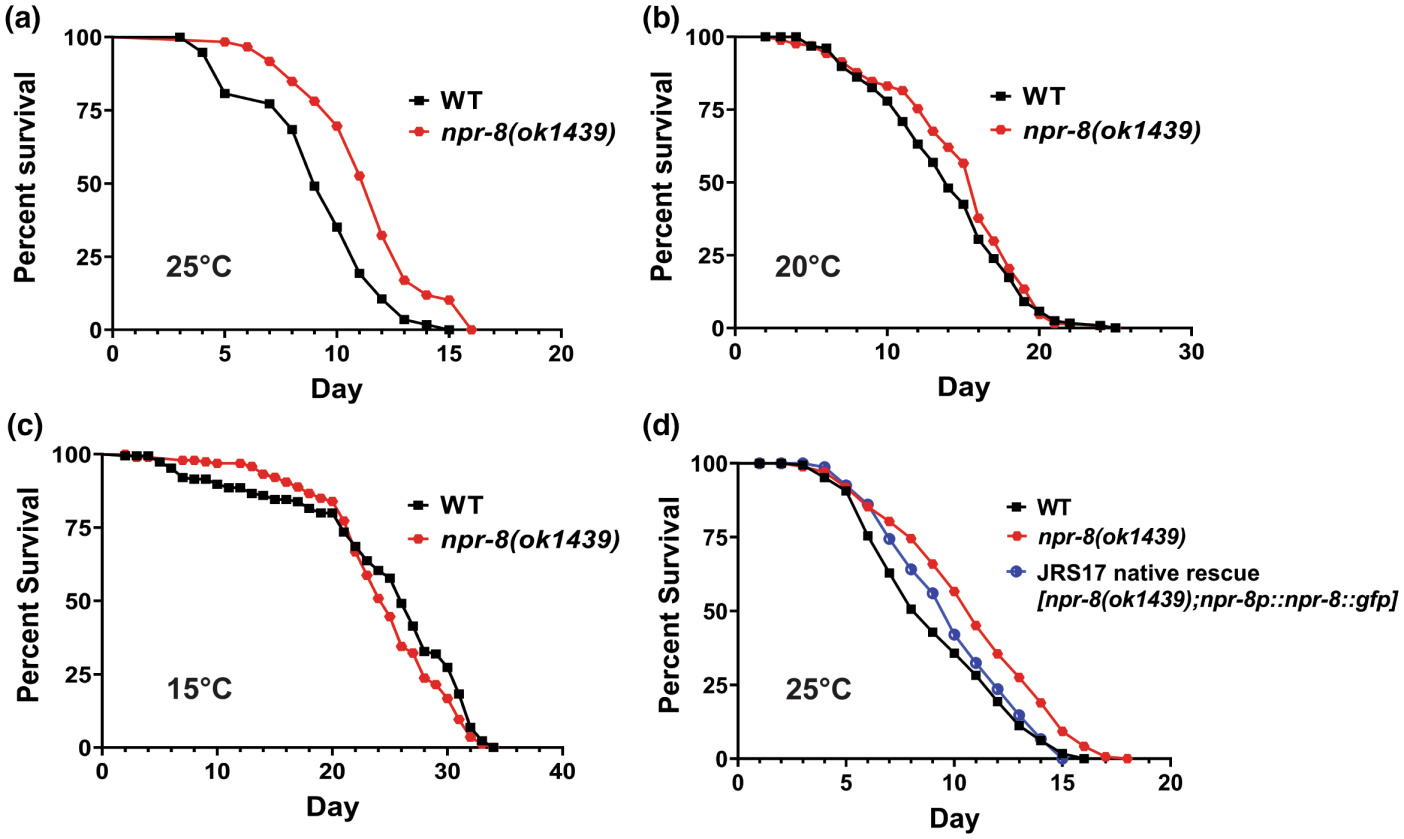
Functional loss of NPR‐8 extends lifespan at 25°C but not at 20°C or 15°C. WT and *npr‐8(ok1439)* animals were grown on *E. coli* strain OP50 at 25°C (a), 20°C (b), or 15°C (c), and scored for survival over time. The graphs are the combined results of three independent experiments. Each experiment included *n* = 60 adult animals per strain. *p*‐Values represent the significance level of the mutants relative to the WT, *p* < 0.0001 in (a), *p* = 0.1640 in (b), and *p* = 0.1126 in (c). (d) WT, *npr‐8(ok1439)*, JRS17 (*npr‐8* expression restored in *npr‐8(ok1439)* under its native promoter, genotype: *npr‐8(ok1439);npr‐8p::npr‐8::gfp*) animals were grown on *E. coli* strain OP50 at 25°C and scored for survival over time. The graphs are the combined results of three independent experiments. Each experiment included *n* = 60 adult animals per strain. *p*‐values are relative to *npr‐8(ok1439)*: WT, *p* < 0.0001; JRS17, *p* < 0.0001.

We next examined whether NPR‐8 is required for heat stress tolerance at 35°C. To this end, synchronized wild‐type and *npr‐8(ok1439)* worms were grown to adulthood at 20°C. One‐day‐old adult worms were then transferred to 35°C and scored for survival over time. Our result showed that *npr‐8(ok1439)* worms survived significantly longer than wild‐type worms (Figure S2 and Table S1), indicating that functional loss of NPR‐8 promotes heat stress tolerance. This is consistent with the improved‐survival phenotype of *npr‐8* mutants under other stress conditions such as the warm temperature 25°C or pathogen infection (Sellegounder et al., 2019).

### 2.2 The NPR‐8‐dependent longevity response to warm temperature is neurally regulated

By using the transcriptional reporter strain *npr‐8p::gfp*, we have previously shown that NPR‐8 is expressed in the amphid sensory neurons AWB, ASJ, and AWC, as well as possibly in the lower gut region (Sellegounder et al., 2019). We were not able to rule out the possibility of the gut fluorescence being background fluorescence conferred by the backbone of the plasmid *pPD95.77* (Sellegounder et al., 2019). To determine whether the expression pattern of NPR‐8 changes with temperature, we performed fluorescent imaging of *npr‐8p::gfp* worms propagated at 20 and 25°C. Our result showed that under both temperatures, NPR‐8 was expressed in AWB, ASJ, and AWC neurons, as well as possibly in the lower gut region (Figure S3), suggesting that the NPR‐8 expression pattern did not change under these temperatures.

Our previous study demonstrated that NPR‐8 functions in the amphid sensory neurons to regulate *C. elegans* defense against pathogen infection (Sellegounder et al., 2019). To determine whether the NPR‐8‐dependent longevity response to warm temperature is also neurally controlled, we took advantage of our established rescue strains that specifically express NPR‐8 in the individual neurons under cell‐specific promoters in *npr‐8(ok1439)* animals (Sellegounder et al., 2019). Lifespan assays at 25°C with these animals showed that re‐expressing NPR‐8 in AWB or AWC neurons (strains JRS18 and JRS19, respectively) rescued the extended lifespan phenotype of the mutants, while re‐expression of NPR‐8 in ASJ neurons (strain JRS20) had no effect on the mutants' lifespan (Figure 2a). Like *npr‐8(ok1439)* animals, all rescue animals exhibited lifespan similar to that of wild‐type animals at 20°C (except the ASJ rescue animals, which displayed slightly longer lifespan than wild type; Figure S4). These results indicate that the lack of functional NPR‐8 in AWB and AWC neurons is responsible for the mutants' extended lifespan at 25°C. In other words, NPR‐8 functions in AWB and AWC neurons to regulate the longevity response to warm temperature. It is worth noting that JRS18 AWB rescue animals and JRS19 AWC rescue animals had shorter lifespan than wild‐type animals, while JRS17 native rescue animals had lifespan comparable to wild‐type animals (Figures 1d and 2a). A plausible explanation for this phenomenon is that the levels of rescued *npr‐8* expression could be higher in JRS18 and JRS19 than that in JRS17, which may inhibit the lifespan in the former two strains. To test this possibility, we performed qRT‐PCR to measure *npr‐8* mRNA levels in these rescue strains as well as in wild‐type animals. Our results showed that compared to wild‐type animals, JRS17, JRS18, and JRS19 expressed 54‐, 226‐, and 273‐fold *npr‐8* mRNA, respectively (Figure S5). On the one hand, re‐expression of *npr‐8* in these JRS strains rescued the extended longevity phenotype of *npr‐8(ok1439)* worms, supporting our conclusion that NPR‐8 functions in AWB and AWC neurons to suppress lifespan at warm temperature. The observation that higher levels of *npr‐8* expression in JRS18 and JRS19 resulted in shorter‐than‐wild‐type lifespan in these worms is consistent with this conclusion. On the other hand, JRS17 had higher *npr‐8* expression than wild‐type animals (Figure S5) despite their comparable lifespan (Figure 1d), suggesting that there could be a threshold of *npr‐8* overexpression in connection with the lifespan phenotype.

**FIGURE 2:**
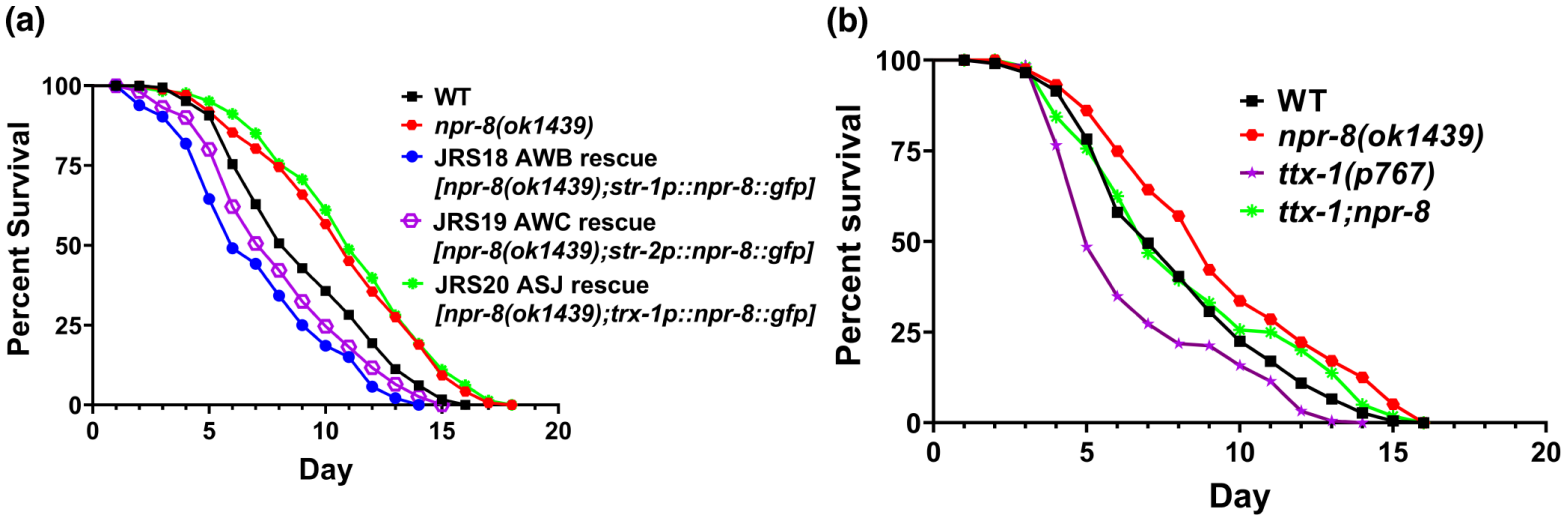
NPR‐8‐dependent longevity response to warm temperature is neurally regulated. (a) WT, *npr‐8 (ok1439)*, and rescue animals were grown at 25°C and scored for survival over time. JRS18, *npr‐8* expression rescued in AWB neurons (genotype: *npr‐8(ok1439);str‐1p::npr‐8::gfp*); JRS19, *npr‐8* expression rescued in AWC neurons (genotype: *npr‐8(ok1439);str‐2p::npr‐8::gfp*); and JRS20, *npr‐8* expression rescued in ASJ neurons (genotype: *npr‐8(ok1439);trx‐1p::npr‐8::gfp*). The graphs are the combined results of three independent experiments. Each experiment included *n* = 60 adult animals per strain. *p*‐values are relative to *npr‐8 (ok1439)*: WT, *p* < 0.0001; JRS18, *p* < 0.0001; JRS19, *p* < 0.0001; JRS20, *p* = 0.3476. (b) WT, *npr‐8(ok1439)*, *ttx‐1(p767)*, *ttx‐1;npr‐8* animals were grown at 25°C and scored for survival over time. The graphs are the combined results of three independent experiments. Each experiment included *n* = 60 adult animals per strain. *p*‐values relative to *npr‐8(ok1439)*: WT, *p* = 0.0001; *ttx‐1(p767)*, *p* < 0.0001; *ttx‐1;npr‐8*, *p* = 0.0101. *p*‐values relative to WT: *ttx‐1(p767)*, *p* < 0.0001; *ttx‐1;npr‐8*, *p* = 0.1872.

As mentioned above, our previous work also showed that NPR‐8 is possibly expressed in the intestine in addition to its expression in the amphid sensory neurons (Sellegounder et al., 2019). To determine whether the lack of NPR‐8 expression in the intestine contributes to the lifespan phenotype of *npr‐8(ok1439)* animals, we used tissue‐specific RNAi to inhibit *npr‐8* expression, if any, in the intestine and then examined the lifespan of these animals at 25°C. To this end, we used VP303 animals that are capable of intestine‐specific RNAi for the experiments (Espelt et al., 2005). As a positive control, we also performed RNAi of *npr‐8* in neurons by using the strain TU3401 that is capable of neuron‐specific RNAi (Calixto et al., 2010). Our results showed that compared to RNAi with an empty vector, RNAi of *npr‐8* in VP303 animals had no effect on their lifespan, whereas RNAi of *npr‐8* in TU3401 animals significantly extended lifespan as expected (Figure S6). These data suggest that the lack of NPR‐8 expression in the intestine does not contribute to the temperature‐induced longevity phenotype of *npr‐8* mutant animals.

In *C. elegans*, AFD thermosensory neurons are required for maintaining lifespan at warm temperature (25°C), and ablation or inactivation of these neurons shortens the worm's lifespan (Chen et al., 2016; Lee & Kenyon, 2009). To test whether AFD neurons also function in the NPR‐8‐dependent longevity response to warm temperature, we examined how a loss‐of‐function mutation in *ttx‐1*, a gene critical for AFD differentiation and function (Satterlee et al., 2001), affected the lifespan of *npr‐8(ok1439)* animals at warm temperature. To this end, we crossed *npr‐8(ok1439)* and *ttx‐1(p767)* animals to generate *ttx‐1;npr‐8* double mutant animals, then subjected the single and double mutant animals, along with wild‐type controls, to lifespan assays at 25°C. Consistent with previous reports (Chen et al., 2016; Lee & Kenyon, 2009), the lives of thermosensory‐defective *ttx‐1(p767)* animals were shorter than those of wild‐type animals (Figure 2b). Interestingly, *ttx‐1;npr‐8* double mutant animals displayed longer lifespan than *ttx‐1(p767)* animals but shorter lifespan than *npr‐8(ok1439)* animals (Figure 2b), indicating that the *ttx‐1* and *npr‐8* mutations reduce each other's effect on longevity at warm temperature. These results suggest that the warm temperature‐induced longevity response is regulated by a circuit of thermosensory and chemosensory neurons working in an antagonistic manner.

Additionally, we also tested if AFD neurons affect the lifespan of *npr‐8(ok1439)* animals at 15°C and 20°C using wild‐type, *npr‐8(ok1439)*, *ttx‐1(p767)*, and *ttx‐1(p767);npr‐8(ok1439)* animals. Consistent with what we have already observed (Figure 1b,c), wild‐type and *npr‐8(ok1439)* animals had similar lifespan at 15°C or 20°C (Figure S7). Interestingly, *ttx‐1(p767)* and *ttx‐1(p767);npr‐8(ok1439)* animals also displayed wild‐type lifespan at 15°C or 20°C, indicating that functional loss of NPR‐8 and/or AFD neurons had no effects on longevity under these temperatures (Figure S7). This result is consistent with an independent study showing that the AFD thermosensory circuit regulates longevity at 25°C but not at 15°C or 20°C (Lee & Kenyon, 2009).

### 2.3 Both warm temperature and old age broadly alter gene expression in *C. elegans*

To gain molecular insights into the NPR‐8‐dependent longevity response to temperature, we employed RNA‐seq to compare gene expression in young and old wild‐type and *npr‐8(ok1439)* animals propagated at different temperatures. To this end, we collected five replicates of eight groups of RNA samples (1‐day‐old and 9‐day‐old wild‐type and *npr‐8(ok1439)* adults propagated at 20°C and 25°C; Table 1). These samples were then submitted to the Washington State University Genomics Core for RNA‐seq analysis. 

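RNA from the 8 groups was sequenced with 5 libraries per group, 40 in all. The young animals are 1-day-old adults in the paper and 0-day-old adults in the sample labels, and the old animals are 9-day-old in both. The authors aligned the reads to the ce10 build of the genome with HISAT2 and obtained fragments per gene and library with Cuffquant and Cuffdiff. The values used here were these fragments before any scaling, rounded to whole numbers. For 9-day-old animals at 20°C, where the authors listed fragments per transcript, the transcripts were summed to genes, which gave values for 12415 (89.6%) of the 13851 genes with a mean of at least 10 fragments in the wild-type libraries. The libraries held between 18690583 and 36883662 fragments on genes, with a median of 26451138. At 20°C the group medians were 26404823 in young wild-type, 26549401 in young *npr-8(ok1439)*, 24944474 in old wild-type and 28026346 in old *npr-8(ok1439)* animals. At 25°C they were 27160491, 24672108, 26379261 and 26778902 in the same order. The groups of each comparison were tested gene by gene with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after edgeR's filter on low counts and TMM scaling of the libraries, and a gene was counted as higher or lower where the adjusted p was under 0.05 and the log2 fold change was at least 1 in size. The levels of other genes are given in CPM after TMM scaling within the comparison at hand. The *npr-8* gene, on chromosome X from 7377273 to 7388160 in ce10, had 2.47 ± 0.162 CPM (fragments per 1000000 of the library, SD, n = 5 libraries, as for the other groups) in young wild-type animals at 20°C and 2.63 ± 0.318 in young *npr-8(ok1439)* animals at 20°C. In young animals at 25°C it had 1.90 ± 0.474 in the wild type and 2.40 ± 0.127 in *npr-8(ok1439)*. In old animals it had 1.65 ± 0.191 and 1.90 ± 0.344 at 20°C, and 1.89 ± 0.136 and 2.50 ± 0.315 at 25°C. With 31 to 93 fragments on the gene in each library, its RNA was not lower in *npr-8(ok1439)* in any of the 4 pairs of groups. Fragments per gene cannot show how much of the transcript the deletion leaves, so the genotype of a library was taken from its label.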

A summary of our RNA‐seq analysis is listed in Table 2.

**TABLE 1:** Grouping of RNA‐seq samples.

Sample group	Strain	Propagation temperature (°C)	Adult age
1	*N2*	20	1‐day‐old
2	*N2*	20	9‐day‐old
3	*N2*	25	1‐day‐old
4	*N2*	25	9‐day‐old
5	*npr‐8(ok1439)*	20	1‐day‐old
6	*npr‐8(ok1439)*	20	9‐day‐old
7	*npr‐8(ok1439)*	25	1‐day‐old
8	*npr‐8(ok1439)*	25	9‐day‐old

**TABLE 2:** Summary of RNA‐seq analysis.

Influencing factor	Comparison	Sample group	Number of regulated genes	Gene ontology (GO) analysis		Data location
Effects of temperature on gene expression	1‐day‐old wild‐type animals at 25°C relative to 20°C	Group 3 vs. Group 1	2265 genes upregulated	340 enriched biological processes	Cell cycle, reproduction, metabolic/biosynthetic processes, organelle organization, development, DNA replication/repair/transcription/recombination, and other processes	Table S2 Table S8, ^a^
			5069 genes downregulated	68 attenuated biological processes	Signaling, phosphorylation/dephosphorylation, immune response, ion/transmembrane transport, and other processes	Table S3 Table S4 Table S9, ^a^ Table S14, ^a^
Effects of aging on gene expression	Wild‐type animals at 20°C day 9 relative to day 1	Group 2 vs. Group 1	3792 genes upregulated	428 enriched biological processes	Cell cycle, reproduction/development, metabolism, organelle organization, DNA replication/repair/transcription, and other processes	Table S5 Table S10, ^a^
			4937 genes downregulated	56 attenuated biological processes	Ion/transmembrane transport, phosphorylation/dephosphorylation, signaling, immune response, and other processes	Table S6 Table S11, ^a^
				65 attenuated molecular functions	“Structural constituent of cuticle” is the most significantly reduced	Table S7 Table S12, ^a^
Effects of *npr‐8* mutation on gene expression	1‐day‐old *npr‐8(ok1439)* animals at 20°C relative to wild‐type controls	Group 5 vs. Group 1	643 genes upregulated	7 enriched molecular functions	“Structural constituent of cuticle” is the most significantly enriched	Table S15
			272 genes downregulated	No attenuated GO terms		
	9‐day‐old *npr‐8(ok1439)* animals at 20°C relative to wild‐type controls	Group 6 vs. Group 2	1487 genes upregulated	33 enriched biological processes	Phosphorylation/dephosphorylation, metabolic process	Table S16
			1305 genes downregulated	13 attenuated molecular functions	“Structural constituent of cuticle” is the most significantly reduced	Table 3
	1‐day‐old *npr‐8(ok1439)* animals at 25°C relative to wild‐type controls	Group 7 vs. Group 3	1482 genes upregulated	17 enriched molecular functions	“Structural constituent of cuticle” is the most significantly enriched	Table S17
			419 genes downregulated	No attenuated GO terms		
	9‐day‐old *npr‐8(ok1439)* animals at 25°C relative to wild‐type controls	Group 8 vs. Group 4	1307 genes upregulated	29 enriched biological processes	Phosphorylation/dephosphorylation, metabolic process	Table S18
			631 genes downregulated	No attenuated GO terms		

a Tables were generated based on RNA‐seq analysis with 1% FDR. All other tables and all other data in Table 2 were generated based on RNA‐seq analysis with 5% FDR.

Using the RNA‐seq data, we first assessed how propagation temperature affects gene expression by comparing the expression profiles of 1‐day‐old wild‐type adults grown at 25°C with those at 20°C (Group 3 vs. Group 1 in Table 1). 

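In the 5 libraries of young wild-type animals grown at 20°C and the 5 of those grown at 25°C, 14976 genes passed the filter on low counts and were tested. Of these, 13374 had an unadjusted p under 0.05 from edgeR's quasi-likelihood test. The common biological coefficient of variation between libraries of a group was 0.124.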

In total, 16,135 genes were identified and quantified with a false discovery rate (FDR) of 5%. Among these genes, 2265 were upregulated and 5069 were downregulated at least twofold in animals grown at 25°C relative to those grown at 20°C. The changes in expression of almost half of the total identified genes (45%) indicate that growth temperature profoundly affects gene expression in *C. elegans*. This might explain, at the molecular level, why temperature is so crucial for life in that even modest variations in temperature can alter many aspects of behavior and physiology including aging (Keil et al., 2015). 

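By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3198 genes were higher and 5213 genes were lower at 25°C than at 20°C in young wild-type animals. The setting that moved the higher genes most was limma's test on the log2 of the authors' FPKM plus 1, with 1322 genes higher and 4639 lower. The FPKM of 1 library at 25°C depart from its fragment counts. With that library left out, a choice made after the data were seen, limma's test gave 3566 genes higher and 4118 lower. DESeq2 gave 4081 genes higher and 5661 lower, and without a filter on low counts 6160 were lower. The counts also moved with the scaling of the libraries. With RLE size factors in place of TMM the median log2 fold change of all genes moved by 0.11, and 3589 genes were higher and 4925 lower. With library size alone it moved by −0.17, and 2610 genes were higher and 5633 lower. The genes with the largest increases were *skr-8* and *sea-1*. No fragment of *skr-8* (chromosome IV, 17165214 to 17165798) was counted in the 5 libraries at 20°C, and its 12.6 ± 3.60 CPM (SD, n = 5) at 25°C were at least 117-fold higher than the level that 3 fragments in a library would give. For *sea-1*, 1 fragment was counted at 20°C and 4117 at 25°C, a ratio of 4799.7 with a 95% counting interval from 861 to 189624. Its interval in the authors' table spans 1835832 bases of chromosome II and overlaps other genes. Among the genes with the largest decreases, W08G11.1, listed over 743428 bases of chromosome V, had 25.4 ± 7.83 CPM (SD, n = 5) at 20°C and no fragment at 25°C, at least 210.0-fold lower. For *abu-6* (chromosome V, 5160605 to 5161877), 6040 fragments were counted at 20°C and 1 at 25°C, a ratio of 5181 with a 95% counting interval from 929.5 to 204667. These intervals and limits cover counting error only. From the share of genes that changed, the paper concludes that growth temperature profoundly affects gene expression.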

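The gene ontology annotation was not used here, and 14 named sets of genes were tested in its place with limma's camera test, with Benjamini-Hochberg adjustment over the 154 tests of sets and comparisons. Each set's median log2 fold change at 25°C relative to 20°C in young wild-type animals is given. Of 29 cell cycle genes tested, 28 were higher at 25°C, with a median of 1.91 (camera adjusted p = 9.1e-20). All 24 genes of oocytes and embryos were higher, with a median of 3.86 (camera adjusted p = 7.3e-33). The 4 vitellogenin genes tested were all higher, with a median of 4.58, but as a set they did not pass the threshold (camera adjusted p = 0.231). Ribosomal protein genes had a median of −0.10 (75 genes, camera adjusted p = 0.766), which became 0.01 with RLE size factors and −0.27 with library size alone. The cell cycle and the oocyte and embryo sets kept their direction with RLE size factors and with library size alone. All 85 sets and comparisons called by camera, which uses a preset correlation of 0.01 between genes, were also called by limma's fry test, which called 126.

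**Figure D1:**
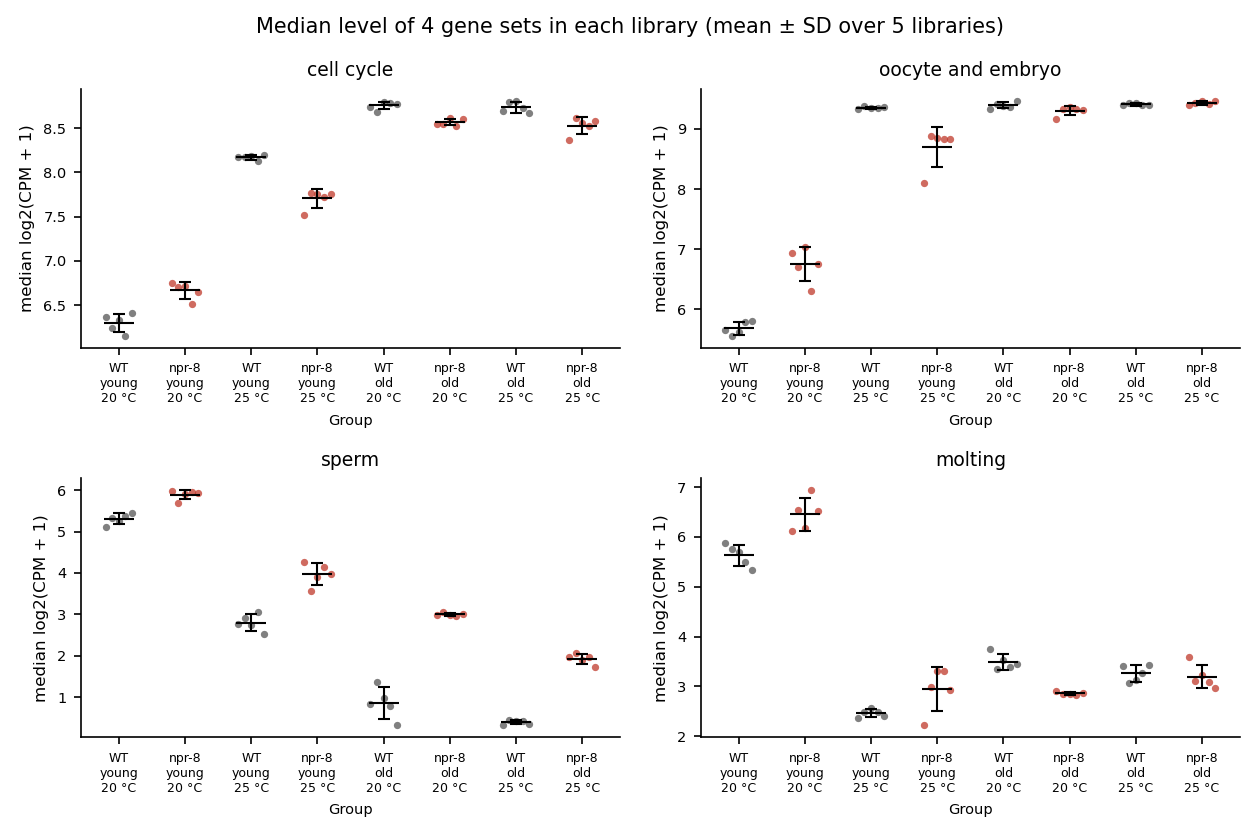
Median log2(CPM + 1) of the cell cycle, oocyte and embryo, sperm, and molting genes in each of the 40 libraries. Points are single libraries of the 8 groups, with the mean and SD of each group's 5 libraries. In young wild-type animals the cell cycle and oocyte and embryo genes are higher at 25°C than at 20°C, and the sperm and molting genes are lower.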

Gene ontology (GO) analysis of the 2265 upregulated genes identified 340 significantly enriched biological processes, which can be loosely divided into seven categories: cell cycle, reproduction, metabolic/biosynthetic processes, organelle organization, development, DNA replication/repair/transcription/recombination, and other processes (Table S2). GO analysis of the 5069 downregulated genes identified 68 significantly attenuated biological processes, which can be loosely divided into five categories: signaling, phosphorylation/dephosphorylation, immune response, ion/transmembrane transport, and other processes (Table S3). It is not clear which regulated biological processes are responsible for the shortened lifespan of *C. elegans* at warm temperature. 

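Among the named sets that were lower at 25°C in young wild-type animals, kinase and phosphatase genes expressed in sperm had a median log2 fold change of −3.53, with 11 of 13 genes lower (camera adjusted p = 3.2e-06). Sperm genes had a median of −2.82, with 47 of 48 genes lower (camera adjusted p = 2.7e-09). Molting genes had a median of −3.82, with 21 of 30 genes lower and 3 higher (camera adjusted p = 4.0e-05). Body wall muscle genes had a median of −1.08, with 10 of 16 genes lower (camera adjusted p = 0.0036). Of the 5 heat shock genes tested, 3 were lower, with a median of −1.13 (camera adjusted p = 0.716). The directions of these sets held with RLE size factors and with library size alone.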

The enrichment of genes involved in metabolic/biosynthetic processes may reflect an increased rate of metabolism at 25°C relative to 20°C (Table S2), which could provide a molecular basis for the rate of living theory. It is worth noting that among the downregulated biological processes (Table S3), signaling is the most significantly reduced and includes reduction in GPCR signaling pathway (GO term GO:0007186), neuropeptide signaling pathway (GO:0007218), synaptic signaling (GO:0099536), nervous system process (GO:0050877), and other signaling processes. A total of 523 genes encoding signaling molecules such as GPCRs and neuropeptides as well as enzymes involved in the metabolism of neurotransmitters or neurohormones contribute to the downregulation of signaling processes (Table S4). These data demonstrate that signaling processes, especially those controlled by the nervous system, are reduced in animals propagated at 25°C compared to those propagated at 20°C, indicating a potential connection between neural signaling and longevity in *C. elegans*. Indeed, signaling from AFD thermosensory neurons and their downstream AIY interneurons are required for maintaining lifespan at 25°C (Chen et al., 2016; Lee & Kenyon, 2009). However, detailed information about neural circuits that control the longevity response to temperature is lacking.

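Of the 523 genes of Table S4, 492 were tested in young wild-type animals, and all 492 had a negative log2 fold change at 25°C, with a median of −1.69 and a range from −11.13 to −0.65. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 439 of them were lower, and 439 when adjusted over the list alone. The study chose this list on the same libraries, so neither count is independent evidence. Neuropeptide genes of the *flp* and *nlp* families had a median of −1.38, with 52 of 67 genes lower and 3 higher (camera adjusted p = 0.0092). Pan-neuronal genes had a median of −1.15, with 12 of 19 genes lower (camera adjusted p = 0.106). Chemoreceptor genes went both ways, with 23 of 57 lower and 14 higher and a median of −0.45 (camera adjusted p = 0.929). These medians stayed negative with RLE size factors and with library size alone. From the reduced signaling terms and the genes of Table S4, the paper concludes that signaling processes, and those of the nervous system above all, are lower at the warm temperature. Body wall muscle genes, with a median of −1.08, fell about as far as the pan-neuronal ones. A change in tissue proportions therefore stays open for these sets.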

We next examined how aging affects gene expression by comparing the expression profiles of 9‐day‐old wild‐type adult animals with those of 1‐day‐old adults grown at 20°C (Group 2 vs. Group 1 in Table 1). We found that 3792 genes were upregulated, and 4937 genes were downregulated at least twofold in old animals relative to young adults. 

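In wild-type animals at 20°C, 15329 genes were tested between 9-day-old and 1-day-old adults, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment found 4100 genes higher and 5621 lower in old animals. With RLE size factors the median log2 fold change of all genes moved by 0.14, and 4519 genes were higher and 5334 lower. The largest increases were in *skr-8*, at 32.0 ± 2.12 CPM (SD, n = 5) in old animals, and C08F1.10 (chromosome II, 1785336 to 1786271), at 27.3 ± 2.57 (SD, n = 5). Neither had a fragment in the 5 young libraries, so they were at least 281-fold and 239.8-fold higher. The largest decreases were in *pqn-2* (chromosome V, 10382455 to 10383953), with 3866 fragments in young animals and 2 in old animals, and F26F2.10 (chromosome V, 20593337 to 20594797), with 3674 and 2. Their ratios were 1809 (95% counting interval from 500.5 to 14943) and 1719 (from 475.6 to 14201).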

The changes in expression of more than half of the total identified genes indicate that, like temperature, age also has profound effects on *C. elegans* behavior and physiology. 

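In old relative to young wild-type animals at 20°C, all 29 cell cycle genes tested were higher, with a median log2 fold change of 2.26 (camera adjusted p = 9.0e-20). The 24 genes of oocytes and embryos were all higher too, with a median of 3.80 (camera adjusted p = 2.9e-24). P granule genes had a median of 0.85, with 5 of 10 genes higher (camera adjusted p = 0.0051). All 6 vitellogenin genes were higher, with a median of 2.37, without passing the threshold as a set (camera adjusted p = 0.458). No direction of these sets changed with RLE size factors or with library size alone.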

GO analysis of the 3792 upregulated genes identified 428 significantly enriched biological processes, which can be loosely divided into six categories: cell cycle, reproduction/development, metabolism, organelle organization, DNA replication/repair/transcription, and other processes (Table S5). GO analysis of the 4937 downregulated genes identified 56 significantly attenuated biological processes, which can be loosely divided into five categories: ion/transmembrane transport, phosphorylation/dephosphorylation, signaling, immune response, and other processes (Table S6). These data show that similar biological processes are regulated by old age and warm temperature, suggesting that both conditions could be stressful to *C. elegans*. 

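Of the sperm kinase and phosphatase genes, 10 of 12 were lower in old wild-type animals at 20°C, with a median log2 fold change of −5.03 (camera adjusted p = 7.0e-05), and 47 of 48 sperm genes were lower, with a median of −5.76 (camera adjusted p = 2.7e-07). All 16 body wall muscle genes were lower, with a median of −3.40 (camera adjusted p = 7.6e-07). Molting genes had a median of −3.18, with 17 of 30 genes lower and 6 higher (camera adjusted p = 0.0236). Neuropeptide genes had a median of −1.03 and pan-neuronal genes one of −0.97, and neither set passed the threshold (camera adjusted p = 0.123 and 0.442). All of these medians stayed negative with RLE size factors and with library size alone.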

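Across the 14815 genes tested in both comparisons, the log2 fold changes with temperature in young wild-type animals and with age in wild-type animals at 20°C had a Pearson correlation of 0.923 and a Spearman correlation of 0.913. Genes are not independent replicates, and both comparisons share the 5 libraries of young wild-type animals at 20°C. In 20 simulations with no gene changed in either comparison, the shared libraries alone gave a mean correlation of 0.506, with a range from 0.483 to 0.529. When the 5 shared libraries were divided between the comparisons in 10 ways, so that they shared none, the correlation had a median of 0.916, with a range from 0.904 to 0.920. Divided or not, both comparisons had young wild-type animals at 20°C as reference. Whatever sets that group apart moves both, so the correlation cannot show that age and temperature act alike. The effects of age at 20°C and at 25°C, which share no library, had a Pearson correlation of 0.524 across 13683 genes. Of the genes called in both comparisons, 4502 were lower in both, 2825 were higher in both and 84 went in opposite directions. From the like processes changed by age and by temperature, the paper proposes that both conditions could be stressful to the animals.

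**Figure D2:**
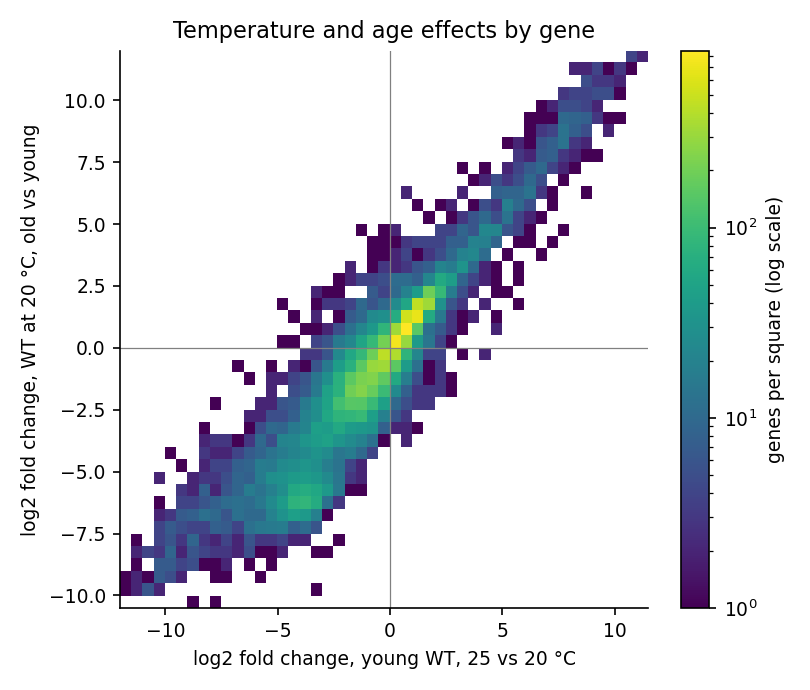
Log2 fold change with temperature (25°C relative to 20°C, young wild-type animals) on the horizontal axis against log2 fold change with age (old relative to young, wild-type animals at 20°C) on the vertical axis. The colour gives the number of genes in each square of 0.5 by 0.5 on a log scale, and most of the 14815 genes lie along the rising diagonal.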

Interestingly and importantly, GO analysis of the downregulated genes also revealed 65 attenuated molecular functions, with “structural constituent of cuticle” being the most significantly reduced (Table S7A). One hundred and seven downregulated genes contribute to the reduction in cuticle structure activity, among which 88 encode cuticular collagens (Table S7B), indicating that cuticular collagens could be essential for aging and longevity. Indeed, previous studies have shown that the expression levels of collagen genes decline with age and that increased collagen expression is a common feature of multiple conserved longevity pathways and essentially every longevity intervention (Budovskaya et al., 2008; Ewald et al., 2015). 

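Of the 107 genes of Table S7B, 106 were tested in wild-type animals at 20°C, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment found all 106 lower in old animals, with a median log2 fold change of −7.01 and a range from −9.99 to −1.27. The count was 106 as well when adjusted over the list alone, which is not independent evidence, since the study chose the list on these libraries. Of the 125 genes named *col-* and a number that were tested, 103 were lower and 12 were higher, with a median of −6.25 and quartiles of −8.29 and −2.18. The median stayed negative with RLE size factors (−6.11) and with library size alone (−6.24). The share of lower genes was 82.4% among these *col-* genes and 36.3% among all other genes tested (Fisher's exact test, two-sided, odds ratio 8.22, adjusted p = 3.3e-25 over the 14 tests of this kind). In the authors' tables 23 of 133 *col-* genes have intervals over 100000 bases that overlap other genes. From this reduction, the paper proposes that cuticular collagens could be essential for aging and longevity. At 25°C the median log2 fold change with age was −0.61 for the 98 *col-* genes tested, with 47 lower and 15 higher. It was −0.17 for the 90 genes of Table S7B tested there. The median log2(CPM + 1) of *col-* genes had a mean of 6.60 in young wild-type animals at 20°C and 1.01 in those at 25°C. In old wild-type animals it was 1.38 at 20°C and 1.14 at 25°C.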

Cuticular collagens have also been implicated in lengthening *C. elegans* lifespan under stress such as pathogen infection and oxidative stress (Ewald et al., 2015; Sellegounder et al., 2019).

The above‐described RNA‐seq analyses were done with an FDR of 5%. We also performed similar analyses with a more stringent FDR of 1%. 

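At an adjusted p under 0.01 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and with the same size of change, 3176 genes were higher and 5192 lower at 25°C than at 20°C in young wild-type animals. In old relative to young wild-type animals at 20°C, 4093 genes were higher and 5592 lower.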

As expected, the numbers of upregulated and downregulated genes decreased. GO analysis of these upregulated and downregulated genes revealed essentially the same enriched and attenuated biological processes, respectively, as in the analysis with 5% FDR (for the temperature effects, compare Table S2 vs. Table S8 and Table S3 vs. Table S9; for the age effects, compare Table S5 vs. Table S10 and Table S6 vs. Table S11). Importantly, GO analysis of the downregulated genes in the dataset for assessing the age effects (9‐day‐old vs. 1‐day‐old wild‐type adults grown at 20°C) also revealed 65 attenuated molecular functions, with “structural constituent of cuticle” being the most significantly reduced (Table S12). 

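Among the 125 *col-* genes tested in wild-type animals at 20°C, 100 were lower and 12 higher in old animals at an adjusted p under 0.01 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In young wild-type animals, 92 of 121 *col-* genes were lower at 25°C than at 20°C at that level, and 22 were higher.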

One hundred collagen genes were downregulated and contributed to the attenuation of cuticle structure activity (Table S12). These results recapitulated the age effects from the analysis with 5% FDR (Table S7). Taken together, both analyses with 1% and 5% FDRs revealed the same important gene regulations exerted by temperature or age.

To identify the most highly and significantly changed genes, we generated two volcano plots: one plot from the dataset for assessing the age effects (9‐day‐old vs. 1‐day‐old wild‐type adults grown at 20°C) and the other from the dataset for assessing the temperature effects (1‐day‐old wild‐type animals grown at 20°C vs. 25°C) (Figure S8). We arbitrarily set *p*‐value cutoff at 10e‐100 and log2FoldChange cutoff at 5 on the volcano plots (Figure S8). 

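At a log2 fold change of at least 5 in size and an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 558 genes were higher and 1525 genes were lower in old than in young wild-type animals at 20°C. The quasi-likelihood test put no gene at an unadjusted p at or under 10e-100, where 13950 genes had an unadjusted p under 0.05. With DESeq2's p at or under 10e-100 in its place, 112 genes were higher and 623 lower.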

From the dataset for assessing the age effects, we obtained 126 and 687 genes that were upregulated and downregulated, respectively (Figure S8A and Table S13). 

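With log2 fold changes of at least 5 in size, 76 *col-* genes were lower and 4 were higher in old than in young wild-type animals at 20°C at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Where DESeq2's p also had to be at or under 10e-100, 54 were lower and 1 was higher. The 687 lower genes that the study listed in Table S13 were all lower here, at a median log2 fold change of −6.27, and 684 of them passed the size of 5. The 126 higher genes of that table were all higher, at a median of 6.24, and 113 passed the size of 5. The counts were 687 and 126 as well when adjusted over the list alone, which is not independent evidence, as the study chose these genes on the same libraries.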

While GO analysis of the 126 upregulated genes did not yield significantly enriched GO terms, a similar analysis of the 687 downregulated genes revealed “structural constituent of cuticle” being the most significantly attenuated molecular function, with 62 collagen genes contributing to such attenuation (Table S13). These collagen genes were among those contributing to the attenuation of the same molecular function in the RNA‐seq analysis with 1% FDR (compare Table S12 vs. Table S13), indicating that the changes in collagen gene expression are important and that the volcano plot recapitulated these changes in the RNA‐seq data.

Similarly, from the volcano plot for assessing the temperature effects, we obtained 85 and 234 genes that were upregulated and downregulated, respectively (Figure S8B and Table S13). 

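At 25°C relative to 20°C in young wild-type animals, 381 genes were higher and 763 lower by at least 5 on the log2 scale at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2's p at or under 10e-100 left 74 higher and 221 lower genes. All 85 higher genes of the temperature list in Table S13 were higher, at a median log2 fold change of 5.89, and 79 passed the size of 5. Its 234 lower genes were all lower, at a median of −7.004, and all of them passed the size of 5. Adjusted over the list alone, the counts were again 85 and 234, on genes that the study chose from these libraries.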

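Of 10 P granule genes tested in young wild-type animals, 5 were higher at 25°C, and the median log2 fold change of the 10 was 1.15 (camera adjusted p = 6.0e-05), positive with RLE size factors and with library size alone as well. The largest increases in this set were in *meg-1* and *meg-2*. Read counts of *meg-1* (chromosome X, 13927401 to 13929545) rose from 2.59 ± 0.730 to 204 ± 5.70 CPM (SD, n = 5 per group), a log2 fold change of 6.30 (standard error 0.13, adjusted p = 1.6e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Those of *meg-2* (chromosome X, 13923004 to 13926040) rose from 0.741 ± 0.139 to 54.6 ± 2.16, a log2 fold change of 6.19 (standard error 0.10, adjusted p = 1.2e-14 from the same test by edgeR). Every library at 25°C was above every library at 20°C for both genes.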

GO analysis of the 85 upregulated genes revealed only one enriched biological process, namely P granule organization, with four genes contributing to such enrichment (Table S13). P granules are germ granules in *C. elegans* that contain a heterogeneous mixture of RNAs and proteins associated with germ line proliferation and gametogenesis (Updike & Strome, 2010). Given the inherent sensitivity of the germ line to temperature, it is not surprising that P granule components changed dramatically under the different propagation temperatures (Spike et al., 2008). Despite its great change determined by the volcano plot, P granule organization was not an enriched GO term in our RNA‐seq analysis with 1% FDR (Table S8), possibly due to the unranked differentially expressed gene (DEG) lists being used in that analysis, whereas DEGs were ranked based on fold change and significance in the volcano plot analysis (Eden et al., 2009). Nonetheless, this important finding warrants further investigation. GO analysis of the 234 downregulated genes revealed the GO term “structural constituent of cuticle” being the most significantly attenuated molecular function, with 61 collagen genes contributing to the attenuation (Table S13). Such reduction in collagen gene expression under warm temperature was also discovered in our RNA‐seq analysis with 1% FDR, although “structural constituent of cuticle” was not the most significantly attenuated GO term or molecular function in this analysis (Table S14), likely due to the unranked DEG lists being used in the analyses (Eden et al., 2009). 

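Of the 121 *col-* genes tested in young wild-type animals, 92 were lower and 22 higher at 25°C by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a median log2 fold change of −6.24 and quartiles of −8.88 and −1.38. With the 2 of these genes that had no fragment in one group set at their bound, the median was −5.98. The median stayed negative with RLE size factors (−6.12) and with library size alone (−6.42). By at least 5 on the log2 scale, 67 were lower and 7 higher, and 47 and 4 of the *col-* genes met DESeq2's p at or under 10e-100. The share of lower genes was 76.0% among *col-* genes and 34.5% among the other genes (Fisher's exact test, two-sided, odds ratio 6.03, adjusted p = 6.6e-20). For higher genes the odds ratio was 0.817 (adjusted p = 0.470 from the same test). Of the 89 genes of Table S14B, 88 were lower, at a median of −8.17, and 88 when adjusted over the list alone, on libraries from which the study chose the list. Both with temperature and with age, 88 *col-* genes were lower.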

Taken together, the volcano plots highlighted the changes of collagen expression being important gene regulation impacted by both temperature and age.

To determine how gene expression differed among the samples and which factor had the greatest effect on gene expression, we performed principal component analysis (PCA) of our RNA‐seq data from all 40 samples (five replicates of eight groups of samples, i.e., young and old wild‐type and *npr‐8(ok1439)* animals propagated at 20 and 25°C, Table 1). 

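Principal components were computed from log2(CPM + 1) of the 19738 genes with a fragment in any of the 40 libraries. The first component held 75.4% of the variance and the second 11.5%. With only the 500 most variable genes, the shares were 84.3% and 7.78%. Young animals at 20°C lay at −157.39 ± 1.85 (wild type) and −147.05 ± 4.00 (*npr-8(ok1439)*) on the first component (mean ± SD, n = 5 libraries per group, here and for the other groups). Young animals at 25°C lay at 37.05 ± 5.26 (wild type) and −16.67 ± 4.65 (*npr-8(ok1439)*), with all 5 libraries of *npr-8(ok1439)* below all 5 of the wild type. At 20°C the young genotypes did not overlap either (−158.79 to −154.51 in the wild type and −152.86 to −143.12 in *npr-8(ok1439)*). No young library lay above 45.47 and no old library below 55.18. With the 500 most variable genes, however, the highest young library (31.64) lay above the lowest old one (27.29). On the second component, young animals at 25°C lay at 55.79 ± 1.00 (wild type) and 55.42 ± 2.29 (*npr-8(ok1439)*), and those at 20°C at −18.73 ± 6.51 and −6.41 ± 4.76.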

Our PCA result showed that young animals were separated from old animals by age in the first component (88% variance), and that the young animals were further separated among themselves in the second component based on propagation temperatures (7% variance) (Figure S9A). *npr‐8(ok1439)* animals were separated from wild‐type animals in the first component only at young age at 25°C, possibly reflecting the mutants' younger‐than‐wild‐type biological age (Figure S9A). At the old age, however, all 20 samples of old age were clustered together regardless of propagation temperature or mutation (Figure S9A). These results suggest that among all the factors influencing gene expression, the old age had the greatest effect and was a converging point of various impacts on gene expression. 

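The old wild-type animals lay at 81.27 ± 4.11 (20°C) and 84.65 ± 1.67 (25°C) on the first component, and the old *npr-8(ok1439)* animals at 57.10 ± 1.43 and 61.04 ± 3.37 (mean ± SD, n = 5 libraries per group). The old genotypes did not overlap on it (77.08 to 87.71 and 55.5 to 59.25 at 20°C, 82.5 to 86.77 and 55.18 to 63.33 at 25°C). On the second component the old wild-type animals lay at −0.03 ± 1.80 and −0.18 ± 1.06, and the old *npr-8(ok1439)* animals at −52.25 ± 1.07 (20°C) and −33.61 ± 5.12 (25°C). Thus old libraries covered a range of 32.52 on the first component and 56.10 on the second, against 204 and 87.41 for young libraries. From the clustering, the paper proposes that old age had the greatest effect of the factors on gene expression and was a point at which the others converged. On the first component, however, young wild-type animals at 25°C (37.05) lay nearer to old ones at 25°C (84.65) than to young ones at 20°C (−157.39). This component therefore does not follow age alone. In wild-type animals, 8411 genes were called with temperature in young animals, 9721 with age at 20°C and 3390 with age at 25°C.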

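In young wild-type animals at 20°C, replicate 2 in the order of the authors' tables, which nothing ties to the replicates of the sample labels, lay at −28.66 on the second component, and the other 4 replicates lay between −19.98 and −11.67. Each of the 40 libraries was nearer to the mean of its own group than to that of any other group, over the genes with a fragment in any library.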

Of note, replicate #2 in sample group 1 (young wild‐type worms propagated at 20°C) appeared to distance itself from the group, and all other samples were closely clustered within their own groups, indicating overall good consistency and similarity among the sample replicates (Figure S9A). To determine whether replicate #2 in group 1 was a true outlier, we calculated the mean of read counts of all the genes in each of the five replicates in group 1 and then performed *t*‐tests to compare the replicates following our established method of assessing concordance between replicate samples (Wang et al., 2022). As shown in Figure S9B, the gene read counts were comparable among the five replicates, and the *t*‐tests did not find a significant difference between any two replicates. These data indicate that replicate #2 in group 1 was not an outlier and that it should be included in data analysis as we did in our study.

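The mean number of fragments per gene in the 5 replicates of this group was 1088, 1093, 1215, 1180 and 1035, with replicate 2 at 1093.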

### 2.4 NPR‐8 differentially regulates collagen genes in an age‐ and temperature‐dependent manner

To assess the role of NPR‐8 in the temperature‐induced longevity response, we compared the expression profiles of young and old *npr‐8(ok1439)* animals with those of wild‐type animals maintained at the different propagation temperatures. For 1‐day‐old adults grown at 20°C, 643 genes were upregulated and 272 genes were downregulated at least twofold in *npr‐8(ok1439)* animals relative to wild‐type controls. 

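In 1-day-old adults at 20°C, 14872 genes were tested, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment found 653 genes higher and 218 lower in *npr-8(ok1439)* than in wild-type animals. The settings that moved the higher genes most were DESeq2 and the test without a filter on low counts, with 860 each, and limma's test on log2(FPKM + 1) gave 528 higher and 122 lower. The largest increases were in ZK970.7 (chromosome II, 10310340 to 10316159), from 1.36 ± 0.0828 to 24.8 ± 1.86 CPM (SD, n = 5), and in *frm-5.2* (chromosome IV, 32953 to 48844), with log2 fold changes of 4.18 (standard error 0.09) and 4.10 (standard error 0.27). The largest decreases were in *srw-85* (chromosome V, 19429468 to 19431658), from 3.64 ± 0.928 to 0.307 ± 0.0467 (SD, n = 5), and in *ptr-11* (chromosome I, 160404 to 166816), with log2 fold changes of −3.55 (standard error 0.23) and −2.89 (standard error 0.19). For none of the 4 genes did the 5 libraries of one genotype overlap those of the other. Genes of oocytes and embryos had a median of 1.16, with 16 of 23 genes higher (camera adjusted p = 4.1e-25).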

While GO analysis of the 272 downregulated genes did not yield significantly attenuated biological processes or molecular functions, a similar analysis of the 643 upregulated genes identified seven significantly enriched molecular functions, with the GO term “structural constituent of cuticle” being the most significantly enriched (Table S15A). Sixteen upregulated genes were related to cuticle structure activity, nine of which encoded cuticular collagens (Table S15B). These data indicate that at the normal growth temperature of 20°C, NPR‐8 suppresses the expression of a subset of cuticular collagen genes in young wild‐type animals. This result is consistent with our previous study showing that NPR‐8 suppresses the basal expression of collagen genes (Sellegounder et al., 2019). 

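Of the 16 genes of Table S15B, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment found 15 higher in young *npr-8(ok1439)* animals at 20°C, with a median log2 fold change of 2.29 for the 16 and a range from 0.99 to 3.19. The count was also 15 when adjusted over the list alone, which is not independent evidence, since the study chose the list on these libraries. Of its 9 *col-* genes, 8 were higher, with a median of 1.86. Among the 123 *col-* genes tested, 13 were higher and 2 lower, and their median was −0.09 with quartiles of −0.41 and 0.39, and the family as a whole did not pass the threshold (camera adjusted p = 0.757). Its median was also −0.09 with RLE size factors and was −0.11 with library size alone. The share of higher genes was 10.6% among *col-* genes and 4.34% among the others (Fisher's exact test, two-sided, odds ratio 2.61, adjusted p = 0.0051 over the 14 tests of this kind). From the increase in the mutant, the paper concludes that NPR-8 suppresses a subset of cuticular collagen genes in young wild-type animals at 20°C.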

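Between 9-day-old *npr-8(ok1439)* and wild-type adults at 20°C, 12920 genes were tested, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment found 1421 genes higher and 1226 lower in *npr-8(ok1439)* animals. With limma's test on log2(FPKM + 1), 1317 genes were higher and 756 lower. The largest increases were in K09C6.2 (chromosome V, 856850 to 858454), with 275 fragments in *npr-8(ok1439)* and 2 in wild-type animals, and F20D6.1, listed over 838319 bases of chromosome V, with 271 and 3. Their ratios were 130.3 (95% counting interval from 35.7 to 1081) and 85.6 (from 29.0 to 418). The largest decreases among genes with a mean of at least 50 fragments were in *rol-1* and in *col-175* (chromosome X, 9233620 to 9234541), the latter from 2.51 ± 0.839 to 0.195 ± 0.166 CPM (SD, n = 5), a log2 fold change of −3.63 (standard error 0.41, adjusted p = 1.4e-06 from the same test by edgeR).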

For 9‐day‐old adult animals grown at 20°C, 1487 genes were upregulated and 1305 genes were downregulated at least twofold in *npr‐8(ok1439)* animals relative to wild‐type controls. The total number of regulated genes tripled at old age compared to young age, indicating that the effects of NPR‐8 on *C. elegans* physiology are amplified by aging. GO analysis of the 1487 upregulated genes identified 33 significantly enriched biological processes, which can be divided into three categories: phosphorylation/dephosphorylation, metabolic process, and other processes (Table S16). 

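Of the kinase and phosphatase genes expressed in sperm, 10 of 12 were higher in old *npr-8(ok1439)* than in old wild-type animals at 20°C, with a median log2 fold change of 3.30 (camera adjusted p = 3.8e-12). Sperm genes had a median of 3.22, with 42 of 43 genes higher (camera adjusted p = 1.3e-13). Both medians were positive with RLE size factors and with library size alone.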

GO analysis of the 1305 downregulated genes revealed 13 attenuated molecular functions, with the GO term “structural constituent of cuticle” being the most significantly reduced (Table 3a). Seventy‐three downregulated genes contributed to the decrease in cuticle structure activity, 60 of which encoded cuticular collagens (Table 3b). These data indicate that at old age, NPR‐8 upregulates the expression of cuticular collagens in wild‐type animals, which is surprising and is in direct contrast with NPR‐8's function at young age when it suppresses cuticular collagens (Table S15). 

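Of the 73 genes of Table 3b, 66 were tested in old animals at 20°C, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment found all 66 lower in *npr-8(ok1439)* animals, with a median log2 fold change of −2.41 and a range from −4.02 to −1.18. Adjusted over the list alone, the count was again 66, which is not independent evidence, as the study chose the list on these libraries. Of its 60 *col-* genes, 53 were tested and 53 were lower, at a median of −2.39. Of all 94 *col-* genes tested, 69 were lower and 2 higher, with a median of −1.92 and quartiles of −2.83 and −0.76. The median was −1.90 with RLE size factors and −1.93 with library size alone. The share of lower genes was 73.4% among *col-* genes and 9.02% among the other genes (Fisher's exact test, two-sided, odds ratio 27.8, adjusted p = 2.6e-49 over the 14 tests of this kind).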

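Whether the difference between the genotypes itself changed with age was tested in wild-type and *npr-8(ok1439)* animals at 20°C with the interaction of genotype and age in edgeR's quasi-likelihood model. At an adjusted p under 0.05 (Benjamini-Hochberg) and a term of at least 1 in size, 1639 genes had a positive and 1848 a negative term. Of the 124 *col-* genes tested, 69 had a negative term, that is, a lower level in *npr-8(ok1439)* relative to the wild type in old than in young animals, and 4 had a positive term. Their median was −1.79, and it was −1.74 with RLE size factors and with library size alone. All 16 genes of Table S15B had a negative term, at a median of −4.14, and 60 of the 70 genes of Table 3b tested did, at a median of −2.81. Adjusted over the list alone, these counts were 16 and 61, on lists that the study chose from these libraries. Across the 11953 genes tested at both ages, the effects of *npr-8(ok1439)* in young and old animals had a Pearson correlation of −0.178 (genes are not independent replicates). From the opposite directions at the 2 ages, the paper concludes that NPR-8 raises cuticular collagen expression in old wild-type animals and suppresses it in young ones.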

More surprisingly, eight of the nine collagen genes (except *col‐98*) that changed expression at young age were also regulated at old age (compare Table 3b to Table S15B). These results are unexpected and raised a perplexing question, that is, how does NPR‐8, a single type of GPCR, exerts opposite effects on collagen expression at different stages of the *C. elegans* life cycle? 

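Of the 13 *col-* genes that were higher in young *npr-8(ok1439)* animals at 20°C, 11 were tested in old animals and 10 of these were lower. For the 9 *col-* genes of Table S15B, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment found all 9 lower in old *npr-8(ok1439)* animals, with a median log2 fold change of −2.23, and all 9 had a negative interaction of genotype and age, at a median of −4.40. In young animals *col-98* rose from 11.1 ± 4.20 to 101 ± 9.78 CPM (SD, n = 5), a log2 fold change of 3.19 (standard error 0.24, adjusted p = 1.3e-05 from this test by edgeR). In old animals it fell from 43.2 ± 13.7 to 10.9 ± 1.44 (SD, n = 5), a log2 fold change of −1.99 (standard error 0.23, adjusted p = 3.6e-05 from this test by edgeR). Its interaction of genotype and age was −5.20 (standard error 0.32, adjusted p = 1.1e-10 from this test by edgeR). The interval of *col-98* in the authors' table spans chromosome III from 12784716 to 13607695 and overlaps other genes.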

Does *npr‐8* influence both fitness and aging similar to genes described in George Williams' antagonistic pleiotropic theory that have beneficial effects on fitness in early life but are detrimental in later life (Williams, 1957)?

**TABLE 3:** GO analysis of downregulated genes in 9‐day‐old *npr‐8(ok1439)* animals grown at 20°C relative to wild‐type animals.

(A) Attenuated molecular functions				
GO term	Description	*p*‐Value^a^	FDR q‐value^b^	Enrichment (*N*, *B*, *n*, *b*)^c^
GO:0042302	Structural constituent of cuticle	4.74E‐49	1.22E‐45	7.67 (10804, 131, 785, 73)
GO:0005198	Structural molecule activity	9.30E‐22	1.20E‐18	3.19 (10804, 349, 785, 81)
GO:0008239	Dipeptidyl‐peptidase activity	5.97E‐06	5.12E‐03	8.03 (10804, 12, 785, 7)
GO:0005201	Extracellular matrix structural constituent	3.81E‐05	2.45E‐02	4.95 (10804, 25, 785, 9)
GO:0000978	RNA polymerase II proximal promoter sequence‐specific DNA binding	5.50E‐05	2.83E‐02	1.94 (10804, 269, 785, 38)
GO:0030246	Carbohydrate binding	6.65E‐05	2.85E‐02	2.23 (10804, 167, 785, 27)
GO:0000987	Proximal promoter sequence‐specific DNA binding	7.01E‐05	2.57E‐02	1.92 (10804, 272, 785, 38)
GO:0000977	RNA polymerase II regulatory region sequence‐specific DNA binding	7.47E‐05	2.40E‐02	1.82 (10804, 333, 785, 44)
GO:0001012	RNA polymerase II regulatory region DNA binding	7.47E‐05	2.13E‐02	1.82 (10804, 333, 785, 44)
GO:0016634	Oxidoreductase activity, acting on the CH‐CH group of donors, oxygen as acceptor	9.31E‐05	2.39E‐02	8.60 (10804, 8785, 5)
GO:0016491	Oxidoreductase activity	1.45E‐04	3.39E‐02	1.62 (10804, 502, 785, 59)
GO:0097602	Cullin family protein binding	1.93E‐04	4.14E‐02	4.59 (10804, 24, 785, 8)
GO:0000981	DNA‐binding transcription factor activity, RNA polymerase II‐specific	2.04E‐04	4.03E‐02	1.77 (10804, 327, 785, 42)

(B) Downregulated genes related to the reduced cuticle structure activity					
Genes	Fold change	Adjusted *p*‐value^d^	Genes	Fold change	Adjusted *p*‐value^d^
rol‐1	15.3	1.73E‐02	col‐125	4.7	1.61E‐04
col‐139	9.3	1.61E‐04	col‐101	4.5	1.61E‐04
col‐73	9.2	1.61E‐04	col‐144	4.2	1.61E‐04
col‐146	8.9	3.24E‐02	col‐169	4.2	1.61E‐04
col‐77	8.3	1.61E‐04	col‐41	4.2	5.99E‐04
col‐179	8.1	1.61E‐04	sqt‐3	4	1.61E‐04
col‐49	7.9	1.61E‐04	col‐103	3.9	1.61E‐04
dpy‐13	7.7	2.89E‐02	col‐10	3.8	1.61E‐04
col‐129	7.6	1.61E‐04	col‐122	3.7	1.61E‐04
col‐156	7.5	2.86E‐02	sqt‐2	3.7	1.61E‐04
col‐20	7.5	1.61E‐04	col‐161	3.7	1.61E‐04
bli‐6	7.4	1.61E‐04	col‐181	3.6	1.61E‐04
col‐138	7.4	1.61E‐04	col‐143	3.6	1.61E‐04
col‐124	7.3	1.61E‐04	col‐184	3.6	1.61E‐04
col‐90	7.2	1.61E‐04	Y69H2.14	3.5	1.61E‐04
dpy‐4	7.2	1.61E‐04	col‐166	3.4	1.61E‐04
col‐147	7.2	1.61E‐04	col‐110	3.4	1.08E‐02
col‐140	7.2	1.61E‐04	cut‐2	3.4	1.61E‐04
col‐168	7.1	1.61E‐04	col‐145	3	1.61E‐04
dpy‐5	7	1.61E‐04	col‐12	3	1.61E‐04
col‐119	7	1.61E‐04	col‐155	2.9	1.61E‐04
col‐159	6.9	1.61E‐04	col‐88	2.8	1.61E‐04
col‐80	6.7	1.61E‐04	col‐14	2.8	1.61E‐04
col‐160	6.6	1.61E‐04	col‐99	2.8	1.61E‐04
col‐178	6.4	1.61E‐04	col‐54	2.6	1.80E‐02
rol‐6	6.3	1.61E‐04	col‐65	2.5	5.99E‐04
rol‐8	6.3	1.61E‐04	col‐153	2.4	1.61E‐04
col‐142	6.3	1.61E‐04	let‐653	2.4	1.61E‐04
col‐92	6.2	4.70E‐02	col‐118	2.2	1.61E‐04
col‐94	6.2	4.42E‐02	dpy‐8	2.2	1.61E‐04
col‐19	5.8	1.61E‐04	col‐173	2.1	4.38E‐03
col‐133	5.7	1.61E‐04	col‐176	2	5.44E‐03
col‐149	5.5	1.61E‐04	col‐157	2	3.12E‐04
col‐167	5.2	1.61E‐04	col‐62	2	8.26E‐03
col‐170	5.2	9.91E‐03	col‐130	2	3.07E‐02
col‐13	5.1	1.02E‐02	col‐150	2	2.18E‐03
col‐180	4.8	1.61E‐04			

^a^ *P*‐Value is computed according to the mHG model.

^b^ FDR *q*‐value is the correction of the above *p*‐value for multiple testing using the Benjamini and Hochberg method.

^c^ Enrichment (*N*, *B*, *n*, *b*) is defined as follows: *N*—total number of genes; *B*—total number of genes associated with a specific GO term; *n*—number of genes in the target set; *b*—number of genes in the intersection;Enrichment = (*b*/*n*)/(*B*/*N*).

^d^ Adjusted *p* value is the correction of the *p* value for multiple testing using the Benjamini and Hochberg method.

We next examined the gene expression profiles of young and old *npr‐8(ok1439)* and wild‐type animals grown at 25°C. For 1‐day‐old adults, 1482 genes were upregulated and 419 genes were downregulated at least twofold in *npr‐8(ok1439)* animals relative to wild‐type animals. 

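In 1-day-old adults at 25°C, 13959 genes were tested, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment found 2014 genes higher and 396 lower in *npr-8(ok1439)* than in wild-type animals. These counts changed most with limma's test on log2(FPKM + 1), which gave 110 genes higher and 9 lower. The FPKM of 1 library in each of these groups depart from its fragment counts. With those libraries left out, a choice made after the data were seen, it gave 880 genes higher and 329 lower. With library size alone the median log2 fold change of all genes moved by 0.17, and 2620 genes were higher and 324 lower. The largest increases were in C55C3.7 (chromosome IV, 5678836 to 5682628), with 307 fragments in *npr-8(ok1439)* and 1 in wild-type animals, a ratio of 282 (95% counting interval from 50.2 to 11165), and in *frm-5.2*, from 0.0327 ± 0.0339 to 2.11 ± 0.517 CPM (SD, n = 5). The largest decreases were in Y102A5C.36 (chromosome V, 16926963 to 16927247), which had no fragment in *npr-8(ok1439)* animals and was at least 28.1-fold lower, and in *hch-1* (chromosome X, 14696449 to 14699895), from 3.23 ± 0.767 to 0.186 ± 0.0973 (SD, n = 5).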

GO analysis of the 1482 upregulated genes identified 17 enriched molecular functions, with the GO term “structural constituent of cuticle” being the most significantly enriched (Table S17A). Seventy upregulated genes were related to cuticle structure activity, 56 of which encoded cuticular collagens (Table S17B). These data indicate that, similar to 1‐day‐old adults grown at 20°C (Table S15), NPR‐8 also suppresses the expression of cuticular collagen genes in young adults grown at 25°C. However, there are many more collagen genes suppressed at 25°C than at 20°C (56 genes vs. 9 genes, compare Table S17B with Table S15B), indicating that warm temperature broadens NPR‐8's inhibitory effect on collagen gene expression in young animals. 

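All 70 genes of Table S17B were higher in young *npr-8(ok1439)* animals at 25°C by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a median log2 fold change of 3.83 and a range from 1.20 to 5.13, and all 70 when adjusted over the list alone, which is not independent evidence, as the study chose the list on these libraries. Its 56 *col-* genes had a median of 3.82. Of the 110 *col-* genes tested, 77 were higher and 1 was lower, with a median of 2.27 and quartiles of 0.81 and 3.88. The median was 2.21 with RLE size factors and 2.41 with library size alone. The share of higher genes was 70.0% among *col-* genes and 14.0% among the other genes (Fisher's exact test, two-sided, odds ratio 14.3, adjusted p = 3.4e-39 over the 14 tests of this kind). Of the 77 higher *col-* genes, 72 were lower at 25°C than at 20°C in young wild-type animals.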

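The interaction of genotype and temperature in young animals was tested in edgeR's quasi-likelihood model with Benjamini-Hochberg adjustment. It was positive, that is, the level in *npr-8(ok1439)* relative to the wild type was higher at 25°C than at 20°C, for 2453 genes and negative for 852. Of the 126 *col-* genes tested, 84 had a positive and 10 a negative term, with a median of 2.38 (2.33 with RLE size factors and 2.57 with library size alone, which moved the median of all genes by 0.21). Of the 77 *col-* genes that were higher in *npr-8(ok1439)* animals at 25°C, 71 had a positive term. For the 56 *col-* genes of Table S17B, 55 had a positive term, and 55 when adjusted over the list alone, on a list the study chose from these libraries. At 20°C, 2 of these 56 genes were higher in *npr-8(ok1439)* animals. Conversely, 5 of the 9 *col-* genes of Table S15B had a negative term and 2 a positive one. From the larger number of collagen genes at 25°C, the paper concludes that warm temperature broadens the inhibitory effect of NPR-8 on collagen genes in young animals.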

For 9‐day‐old adults, 1307 genes were upregulated and 631 genes were downregulated at least twofold in *npr‐8(ok1439)* animals relative to wild‐type animals. 

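In 9-day-old adults at 25°C, 14380 genes were tested, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment found 1451 genes higher and 503 lower in *npr-8(ok1439)* than in wild-type animals. Limma's test on log2(FPKM + 1) gave 1053 genes higher and 309 lower. The largest increases were in C55C3.3 (chromosome IV, 5685326 to 5688244), from 1.03 ± 0.263 to 38.0 ± 4.85 CPM (SD, n = 5), and in C55C3.7, from 0.0920 ± 0.0358 to 3.44 ± 0.235 (SD, n = 5), with log2 fold changes of 5.21 (standard error 0.14) and 5.14 (standard error 0.19). The largest decreases were in Y102A5C.36, which again had no fragment in *npr-8(ok1439)* animals and was at least 28.4-fold lower, and in Y38H6C.19 (chromosome V, 20552322 to 20553008), at a log2 fold change of −4.86 (standard error 0.27).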

GO analysis of the 1307 upregulated genes revealed 29 significantly enriched biological processes, which can be divided into three categories: phosphorylation/dephosphorylation, metabolic process, and other processes (Table S18). These data demonstrate that in old animals, the biological processes suppressed by NPR‐8 at 25°C are similar to those suppressed by NPR‐8 at 20°C (compare Table S18 with Table S16), indicating that these specific NPR‐8 effects are age‐related, not temperature‐dependent. 

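Across the 12556 genes tested in old animals at both temperatures, the effects of *npr-8(ok1439)* at 20°C and at 25°C had a Pearson correlation of 0.906 and a Spearman correlation of 0.764 (genes are not independent replicates, and these comparisons share no library). Of the genes called at both temperatures, 1101 were higher at both, 370 were lower at both and 6 went in opposite directions. In old animals at 25°C, 8 of 11 sperm kinase and phosphatase genes were higher in *npr-8(ok1439)*, with a median log2 fold change of 2.62 (camera adjusted p = 1.6e-12), and 38 of 40 sperm genes, with a median of 3.19 (camera adjusted p = 2.5e-33). The interaction of genotype and temperature in old animals was negative for 2 of the 12 sperm kinase and phosphatase genes, with a median of −0.69 (camera adjusted p = 0.0072). For sperm genes its median was 0.01 (camera adjusted p = 0.442). From the like processes at both temperatures, the paper concludes that these effects of NPR-8 go with age and not with temperature. In young *npr-8(ok1439)* animals at 25°C the median was also positive, at 1.26 for sperm genes and 1.29 for sperm kinase and phosphatase genes. In young animals at 20°C the medians were 0.58 and −0.33. The paper's Table S17 also lists phosphatase and kinase activity as enriched in young mutants at 25°C. The increase was thus not confined to old animals.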

GO analysis of the 631 downregulated genes did not yield any significantly enriched biological processes or molecular functions. This is in striking contrast with old worms grown at 20°C in which a large number of cuticular collagen genes (60 genes) were downregulated in *npr‐8(ok1439)* animals relative to wild‐type animals (Table 3b). 

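Of the 98 *col-* genes tested in old animals at 25°C, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment found 5 lower and 2 higher in *npr-8(ok1439)*, with a median log2 fold change of −0.28 and quartiles of −0.58 and 0.09. The median was −0.27 with RLE size factors and −0.18 with library size alone. The share of lower genes was 5.10% among *col-* genes and 3.49% among the others (Fisher's exact test, two-sided, odds ratio 1.49, p = 0.397, adjusted p = 0.463 over the 14 tests of this kind). Of the 69 *col-* genes that were lower at 20°C, 64 were tested at 25°C and 3 of these were lower. The count of 5 rested partly on single libraries and ran from 3, without *npr-8(ok1439)* replicate 4, to 9, without replicate 1, over the 10 fits that each left out 1 library. Of the 73 genes of Table 3b, 65 were tested at 25°C and 5 were lower, or 4 when adjusted over the list alone, with a median of −0.43. The difference between the temperatures was tested as the interaction of genotype and temperature in old animals in the same model. It was positive for 631 genes and negative for 343 (820 and 261 with library size alone), and among the 103 *col-* genes tested it was positive for 56 and negative for 0 (61 and 0 at an unadjusted p under 0.05), with a median of 1.59. Of the 69 genes of Table 3b tested, 52 had a positive term, or 57 when adjusted over the list alone, on a list that the study chose from the libraries at 20°C.

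**Figure D3:**
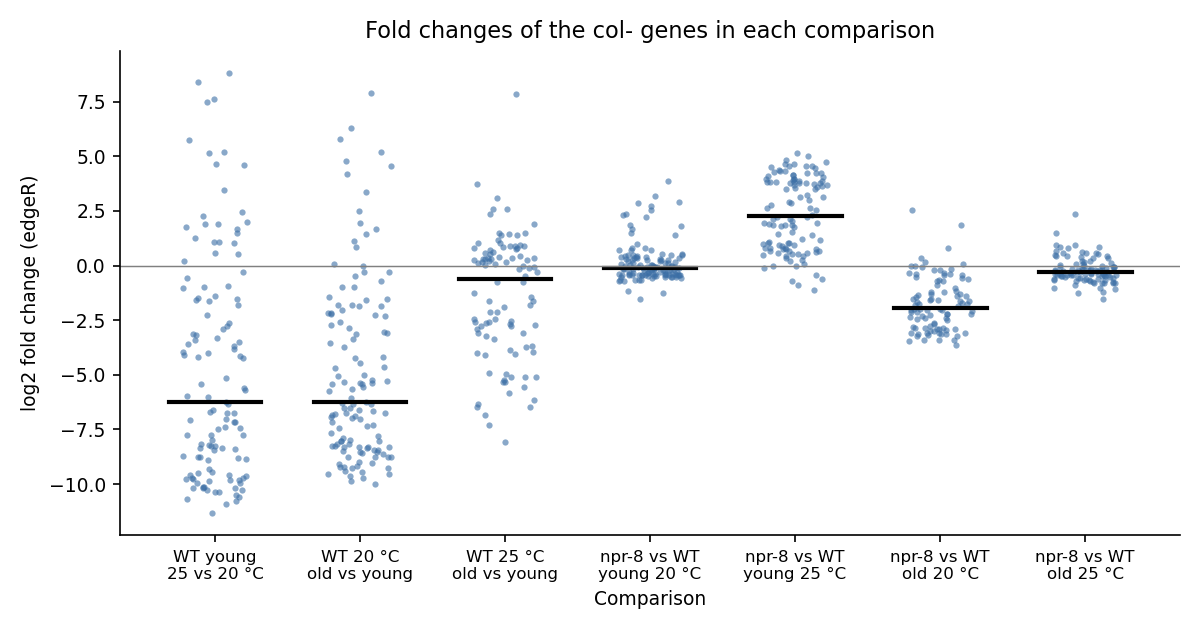
Log2 fold change of each *col-* gene tested in 7 comparisons, with 1 point per gene and a bar at the median. The median of the effect of *npr-8(ok1439)* in old animals is −1.92 at 20°C and −0.28 at 25°C.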

Because collagen expression promotes longevity (Budovskaya et al., 2008; Ewald et al., 2015), this lack of downregulation of collagen expression at 25°C may explain the extended lifespan of *npr‐8(ok1439)* animals at warm temperature.

### 2.5 NPR‐8‐regulated collagen genes contribute to the extended lifespan of *npr‐8(ok1439)* animals at 25°C

To determine whether collagen expression plays a role in *npr‐8(ok1439)* animals' extended lifespan at warm temperature, we inactivated NPR‐8‐regulated collagen genes using RNA interference (RNAi) or deletion mutation in *npr‐8(ok1439)* and wild‐type animals and then performed lifespan assays at 25°C on these animals. 

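The CPM of *rol-1* fell from 3.41 ± 0.988 in old wild-type to 0.201 ± 0.0946 in old *npr-8(ok1439)* animals at 20°C (SD, n = 5 libraries per group, here and for the genes after it), a log2 fold change of −4.02 (standard error 0.30, adjusted p = 3.8e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The interval of *rol-1* in the authors' table spans chromosome II from 11948522 to 12404254 and overlaps other genes. For *col-49* (chromosome I, 3137211 to 3138413) the level fell from 2.14 ± 0.907 to 0.231 ± 0.205, a log2 fold change of −3.12 (standard error 0.47). For *col-77* (chromosome II, 8358251 to 8359295) it fell from 4.80 ± 2.08 to 0.496 ± 0.382, a log2 fold change of −3.23 (standard error 0.49). For *col-139* (chromosome V, 4652896 to 4653944) it fell from 27.4 ± 14.5 to 2.62 ± 1.06, a log2 fold change of −3.39 (standard error 0.52). For *col-179* (chromosome X, 11201474 to 11202377) it fell from 35.2 ± 11.0 to 3.72 ± 0.860, a log2 fold change of −3.24 (standard error 0.25). The adjusted p of these 4 genes lay between 2.0e-06 and 3.2e-04 by the same test with edgeR. At 25°C, old *npr-8(ok1439)* animals differed from old wild-type animals by a log2 fold change of −0.85 (standard error 0.59) in *rol-1*, −0.53 (0.60) in *col-49*, −0.49 (0.53) in *col-77* and 0.44 (0.57) in *col-139*, none of them past the threshold (adjusted p from 0.239 to 0.527 with edgeR). In *col-179* the level was still lower at 25°C, at 16.6 ± 1.10 and 7.35 ± 2.86, a log2 fold change of −1.20 (standard error 0.20, adjusted p = 2.2e-04 with edgeR). The interaction of genotype and temperature in old animals was 3.15 for *rol-1*, 2.57 for *col-49*, 2.72 for *col-77*, 3.81 for *col-139* and 2.02 for *col-179* (edgeR adjusted p = 0.0185, 0.0492, 0.0196, 0.0018 and 1.7e-04). The term of *col-49* passed the threshold in only 6 of the 20 fits that each left out 1 library.

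**Figure D4:**
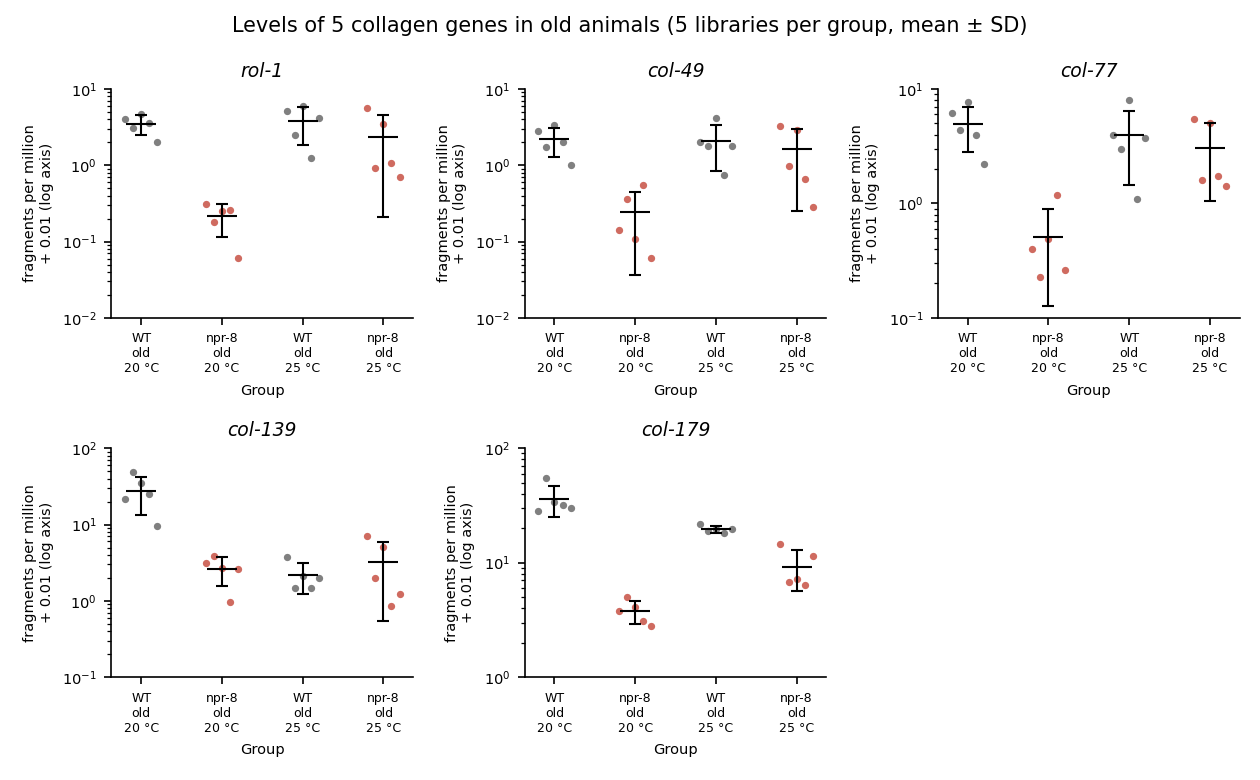
CPM (without TMM scaling) of *rol-1*, *col-49*, *col-77*, *col-139* and *col-179* in old wild-type and *npr-8(ok1439)* animals at 20°C and 25°C, on a log axis after adding 0.01. Points are single libraries, with the mean and SD of the 5 in each group. At 20°C the *npr-8(ok1439)* libraries lie below the wild-type ones, and at 25°C the genotypes overlap in *rol-1*, *col-49*, *col-77* and *col-139*.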

For the five most‐regulated collagen genes tested (downregulated most in *npr‐8(ok1439)* animals at 20°C but lacking such downregulation at 25°C, Table 3b), inactivation of each of them (*rol‐1*, *col‐49*, *co‐77*, *col‐139*, or *col‐179*) significantly suppressed the extended lifespan of *npr‐8* mutant animals at 25°C (Figure 3a,c). Inactivation of *col‐49* and *col‐179* also suppressed the lifespan of wild‐type animals (Figure 3b). These results indicate that the expression of NPR‐8‐regulated collagen genes contributes to the extended lifespan of *npr‐8(ok1439)* animals at 25°C and is also essential for maintaining the lifespan of wild‐type animals at warm temperature. This is consistent with the longevity‐promoting role of collagens in the aging process (Budovskaya et al., 2008; Ewald et al., 2015).

**FIGURE 3:**
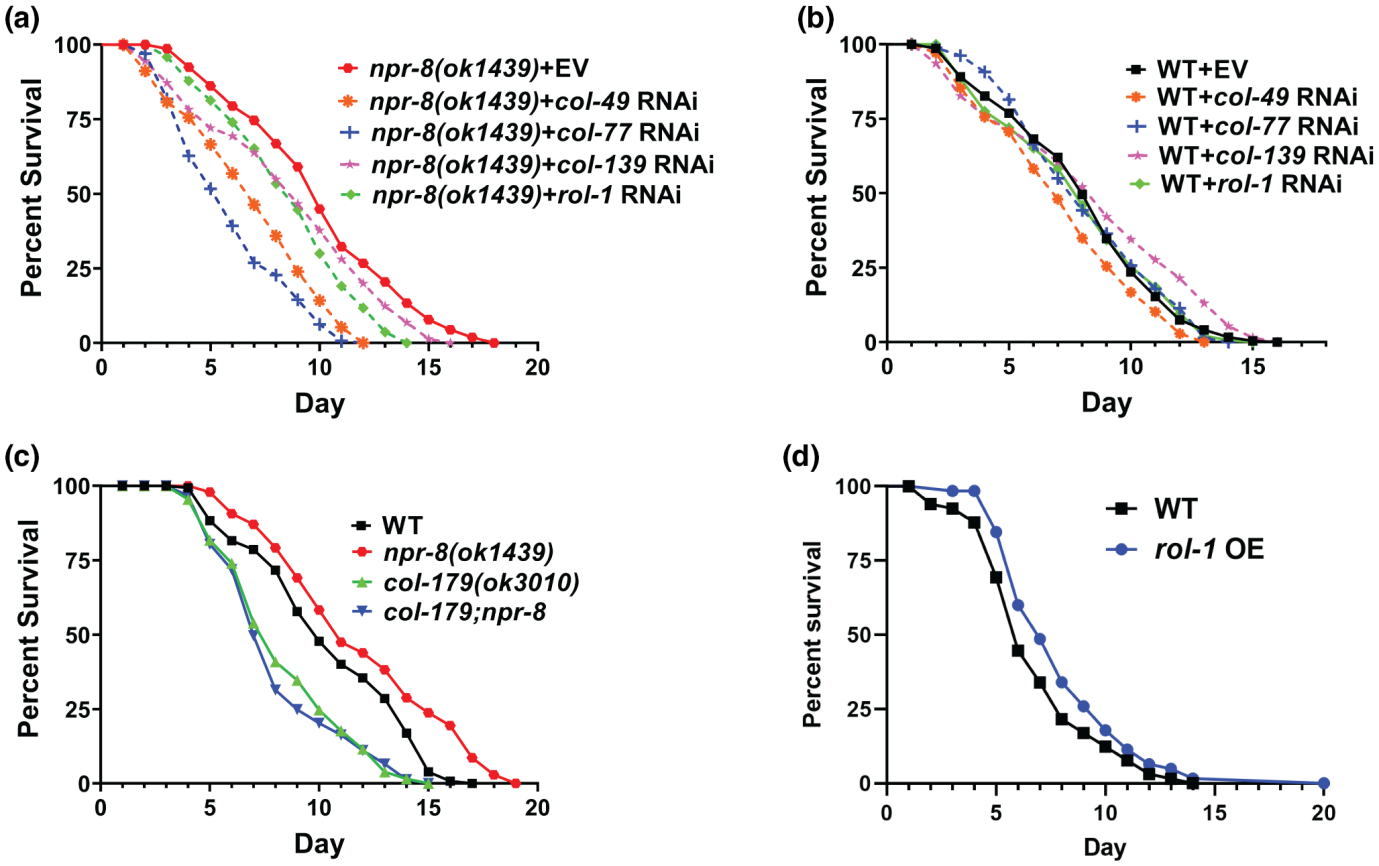
NPR‐8‐regulated collagen genes are required for warm temperature‐induced lifespan extension in *npr‐8(ok1439)* animals. *npr‐8(ok1439)* animals (a) and WT animals (b) were grown on dsRNA for empty vector (EV) or for *rol‐1*, *col‐49*, *col‐77*, or *col‐139* at 25°C and scored for survival over time. The graphs are the combined results of three independent experiments. Each experiment included *n* = 60 adult animals per strain. *p*‐values are relative to *npr‐8(ok1439)* + EV in (a): *npr‐8(ok1439)* + *col‐49*, *p* < 0.0001; *npr‐8(ok1439)* + *col‐77*, *p* < 0.0001; *npr‐8(ok1439)* + *col‐139*, *p* = 0.0009; *npr‐8 (ok1439)* + *rol‐1*, *p* < 0.0001. *p*‐values are relative to WT + EV in (b): WT + *col‐49*, *p* = 0.0039; WT + *col‐77*, *p* = 0.9225; WT + *col‐139*, *p* = 0.0261; WT + *rol‐1*, *p* = 0.8383. (c) WT, *npr‐8(ok1439)*, *col‐179(ok3010)*, *npr‐8;col‐179* animals were grown at 25°C and scored for survival over time. The graphs are the combined results of three independent experiments. Each experiment included *n* = 60 adult animals per strain. *p‐*values relative to *npr‐8(ok1439)*: WT, *p* < 0.0001; *col‐179(ok3010)*, *p* < 0.0001; *npr‐8;col‐179*, *p* < 0.0001. *p‐*values relative to WT: *col‐179(ok3010)*, *p* < 0.0001; *npr‐8;col‐179*, *p* < 0.0001. (d) WT and *rol‐1* overexpressing strain LYY13 (genotype: *rol‐1p::rol‐1gDNA::gfp*) were grown at 25°C and scored for survival over time. The graphs are the combined results of three independent experiments. Each experiment included *n* = 60 adult animals per strain. The *p*‐value between the two strains is 0.0453.

To further investigate the roles of NPR‐8‐regulated collagens in longevity, we attempted to generate two transgenic worm strains that overexpress *rol‐1* and *col‐49*, two of the most highly regulated collagen genes examined in our gene inactivation experiment. These strains were constructed using our published protocol (Sellegounder et al., 2019), and stable lines were established (i.e., strain LYY13 for *rol‐1* and strain LYY14 for *col‐49*). However, compared to the wild‐type expression levels, only *rol‐1* overexpression in LYY13 was significant, whereas *col‐49* overexpression in LYY14 was not, as confirmed by qRT‐PCR (Figure S10A). Lifespan assays at 25°C showed that LYY13 worms lived significantly longer than wild‐type worms (Figure 3d) while LYY14 had the same lifespan as wild‐type worms (Figure S10B). These data indicate that overexpression of NPR‐8‐regulated collagen genes was sufficient to extend lifespan at 25°C. In contrast to the lifespan assays at 25°C, however, lifespan assays at 20°C showed no impact of overexpressing *rol‐1* on worm lifespan (Figure S10C). Taken together, these data suggest that collagen expression preferentially enhances survival at the warm temperature, consistent with its role in enhanced stress resistance to various environmental stimuli such as oxidative stress and pathogen infection (Ewald et al., 2015; Sellegounder et al., 2019).

In addition to collagen genes, the genes upregulated in *npr‐8(ok1439)* animals at 25°C but not at 20°C in Day 1 could also contribute to the mutants' extended lifespan at warm temperature. To test this possibility, we first identified such genes by comparing the upregulated genes in *npr‐8(ok1439)* animals relative to wild‐type animals at 25°C in Day 1 with those upregulated at 20°C in Day 1 and obtained 1331 genes that were only upregulated at 25°C (Table S19). 

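By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1859 genes were higher in young *npr-8(ok1439)* than in young wild-type animals at 25°C and not at 20°C, and 155 were higher at both temperatures. Of the 1859 genes, 1824 were also tested at 20°C. Since passing a threshold at one temperature only does not show a difference between them, the interaction of genotype and temperature was also required, and 1679 of the 1859 genes had a positive one at an adjusted p under 0.05. With DESeq2 in place of edgeR, 2056 genes were higher at 25°C and not at 20°C, and 1572 of them were in both lists.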

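Among the 1859 genes that edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment found higher in young *npr-8(ok1439)* animals at 25°C and not at 20°C, 71 were *col-* genes, and 70 of these had a positive interaction of genotype and temperature. All 65 genes of Table S20B were higher at 25°C, at a median log2 fold change of 3.87, and all 65 had a positive interaction, at a median of 4.10. Both counts were 65 when adjusted over the list alone, on a list that the study chose from these libraries. At 20°C the log2 fold changes of these genes ran from −0.67 to 0.54. Of the genes named *grl-21*, C42D4.3, *cut-2*, *col-7* and *col-88*, *grl-21* (chromosome IV, 10737473 to 10738034) had 0.118 ± 0.105 CPM in young wild-type and 6.18 ± 1.55 in young *npr-8(ok1439)* animals at 25°C (SD, n = 5 libraries per group, as for the other 4), a log2 fold change of 5.61 (standard error 0.33). C42D4.3 (chromosome IV, 7179250 to 7180319) had 0.716 ± 0.381 and 26.0 ± 4.48, a log2 fold change of 5.19 (standard error 0.25). The level of *cut-2* (chromosome V, 13415087 to 13415923) was 0.187 ± 0.0768 and 4.99 ± 2.39, a log2 fold change of 4.69 (standard error 0.48). That of *col-7* (chromosome I, 7401694 to 7402705) was 0.660 ± 0.374 and 23.5 ± 2.81, a log2 fold change of 5.13 (standard error 0.27), and that of *col-88* (chromosome III, 41062 to 41970) was 0.346 ± 0.319 and 11.5 ± 3.39, a log2 fold change of 5.02 (standard error 0.39). Their adjusted p lay between 1.3e-07 and 1.4e-05 by the same test with edgeR. At 20°C the log2 fold changes were 0.55 (standard error 0.67) for *grl-21*, −0.27 (0.38) for C42D4.3, −0.15 (0.19) for *cut-2*, 0.54 (0.67) for *col-7* and −0.44 (0.18) for *col-88*, none past the threshold. The interaction of genotype and temperature was between 4.57 and 5.44 for the 5 genes (edgeR adjusted p from 2.8e-09 to 9.5e-04) and passed the threshold in all 20 fits that each left out 1 library. In replicate 2 of young wild-type animals at 20°C, *col-7* had 150 fragments and *grl-21* 30, against up to 5231 and 1589 in the other replicates.

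**Figure D5:**
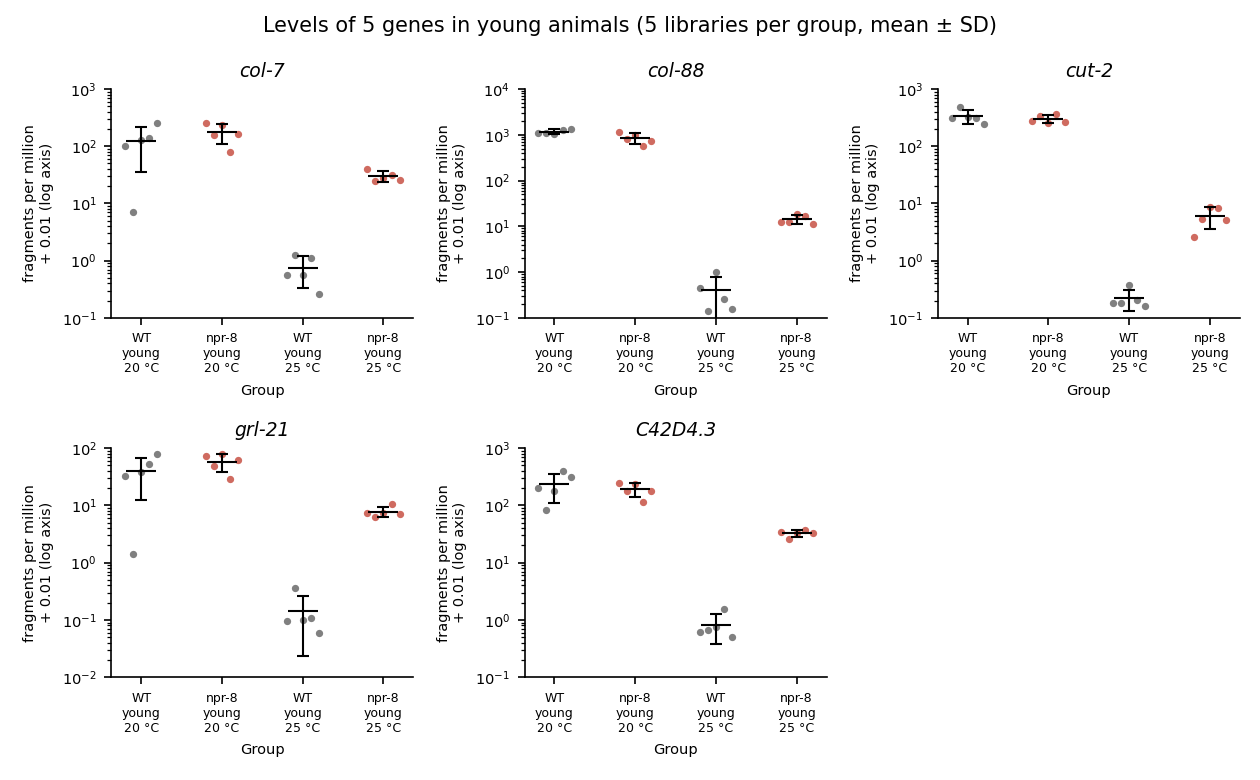
CPM (without TMM scaling) of *col-7*, *col-88*, *cut-2*, *grl-21* and C42D4.3 in young wild-type and *npr-8(ok1439)* animals at 20°C and 25°C, on a log axis after adding 0.01. Points are single libraries, with the mean and SD of the 5 in each group. The wild-type libraries at 25°C lie below all libraries of the other 3 groups.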

GO analysis of these 1331 genes revealed that “structural constituent of cuticle” was the most significantly enriched molecular function with 65 collagen genes contributing to such enrichment (Table S20), indicating a potential connection between collagen upregulation and lifespan extension at 25°C. To determine whether the upregulated gene expression in *npr‐8(ok1439)* animals at 25°C but not at 20°C in Day 1 contributed to the mutants' lifespan extension at 25°C, we inactivated five most upregulated genes individually by RNAi in wild‐type and *npr‐8(ok1439)* animals and then assayed their lifespan at 25°C. These include genes encoding the Hedgehog‐like protein GRL‐21, the fibronectin‐like protein C42D4.3, the cuticlin CUT‐2, and the two collagens COL‐7 and COL‐88 (Table S19). Our lifespan assays showed that compared to the control RNAi with an empty vector, RNAi of each of these genes shortened the extended lifespan of *npr‐8(ok1439)* animals at 25°C and that RNAi of four genes also suppressed the lifespan of wild‐type animals, although to a lesser extent compared to that of *npr‐8* mutants (Figure S11). These results indicate that the upregulated gene expression in *npr‐8(ok1439)* animals at 25°C but not at 20°C in Day 1 contributed to the mutants' lifespan extension at 25°C, and that some of the gene expression was also essential for maintaining the lifespan of wild‐type animals at warm temperature. The lifespan data derived from collagen genes *col‐7* and *col‐8*, as well as from *cut‐2* (like collagen genes, *cut‐2* encodes a component of the cuticle), support the notion that collagen expression promotes longevity. The physiological functions of GRL‐21 and C42D4.3 are largely unknown. GRL‐21 is expressed in the hypodermis and has been implicated in pathogen resistance (Lin & Wang, 2017; Zarate‐Potes et al., 2022). C42D4.3 is a component of extracellular matrix (ECM) and is also involved in the innate immune response to pathogen infection (Burton et al., 2021; Styer et al., 2008). In short, like collagens, GRL‐21 and C42D4.3 are ECM‐related and are involved in stress resistance. Our data revealed that all these ECM‐related genes were regulated by NPR‐8 and promoted longevity at 25°C.

We also investigated which transcription factors control the gene expression in the NPR‐8‐dependent response. To this end, two common longevity‐regulatory transcription factors DAF‐16 and SKN‐1 were tested (Uno & Nishida, 2016). Our results showed that inactivating *skn‐1* through RNAi had no effects on the lifespan of *npr‐8(ok1439)* animals at 25°C, whereas a *daf‐16* deletion mutation shortened the extended lifespan of *npr‐8* mutant animals to below the wild‐type level (Figure S12), indicating that DAF‐16 is involved in the NPR‐8‐dependent longevity response to warm temperature.

To analyze the subcellular localization of DAF‐16 in *npr‐8(ok1439)* worms, we crossed *npr‐8(ok1439)* worms with the DAF‐16::GFP reporter strain TJ356 (Henderson & Johnson, 2001) to create strain LYY15 [*npr‐8(ok1439);zls356*] that expresses DAF‐16::GFP in a *npr‐8* mutant background. We then imaged DAF‐16::GFP in LYY15 worms at both 20°C and 25°C. Our results showed that at 20°C, the GFP fluorescence was largely dispersed in the cytosol, whereas at 25°C, the GFP was mainly localized in the nucleus (Figure S13). These results indicate that under the propagation temperature of 25°C, DAF‐16 translocated to the nucleus, thus becoming active in regulating gene expression.

To examine whether DAF‐16 is required for the elevated expression of collagen genes in *npr‐8(ok1439)* worms at 25°C, we performed qRT‐PCR to measure the mRNA levels of three collagen genes (*col‐49*, *col‐77*, and *rol‐1*) in wild‐type, *npr‐8(ok1439)*, and the double mutant *daf‐16(mu86);npr‐8(ok1439)* worms grown at 25°C. Our results showed that the expression of these collagen genes was significantly decreased in the double mutant worms compared to *npr‐8(ok1439)* worms (Figure S14), indicating that *daf‐6* is required for their enhanced expression in *npr‐8(ok1439)* worms. It is worth noting that the expression of these collagen genes in the double mutant worms was higher than that in wild‐type worms (Figure S14), suggesting that additional pathways could be involved in elevating the expression of NPR‐8‐regulated collagen genes in *npr‐8(ok1439)* worms at 25°C.

### 2.6 *npr‐8(ok1439)* animals have a less‐wrinkled cuticle and appear younger than age‐matched wild‐type animals

During our study, we observed that *npr‐8* mutant animals appeared categorically younger than age‐matched wild‐type animals by exhibiting fewer wrinkles in the cuticle. To investigate this phenomenon in detail, we performed scanning electron microscopy (SEM) to examine the cuticle of wild‐type and *npr‐8(ok1439)* animals at various ages (3‐, 6‐, and 9‐day‐old adults) under the two different propagation temperatures of 20°C and 25°C. Characteristic structural features of the *C. elegans* cuticle include small circumferential furrows separated by broader ridges called annuli and longitudinally oriented ridges called alae (Figure 4a) (Lints & Hall, 2009). Distinct alae are considered an indicator of worm adulthood (Altun & Hall, 2009). Indeed, we observed that 3‐day‐old and 6‐day‐old wild‐type adult animals propagated at 20°C exhibited smooth cuticle with distinct alae structures (Figure 4a,b). At the same temperature, 9‐day‐old wild‐type adults displayed a wrinkled cuticle with distorted alae (Figure 4c), whereas 9‐day‐old *npr‐8(ok1439)* animals maintained distinct alae structures on a smooth surface (Figure 4i). These results demonstrated that there are NPR‐8‐dependent differences in the cuticles of mutant and wild‐type animals. In contrast to what was observed at 20°C, wrinkled cuticles and disintegrated alae were observed among 6‐day‐old wild‐type adults at 25°C (Figure 4e), and by day 9, alae were disrupted (Figure 4f), suggesting that warm temperature speeds up aging. Compared to wild‐type adults, both 6‐day‐old and 9‐day‐old *npr‐8(ok1439)* animals displayed a smooth cuticle with distinct structural morphology at 25°C (Figure 4k,l), indicating younger‐than‐wild‐type physiological age and perhaps better overall health.

**FIGURE 4:**
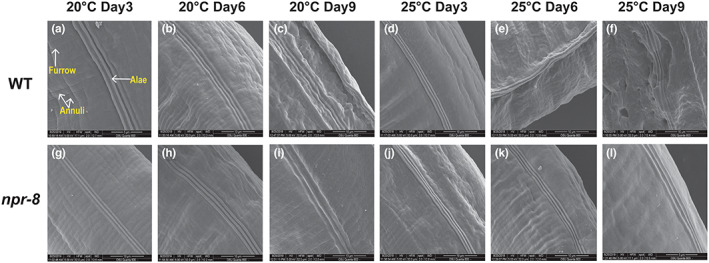
Cuticle of *npr‐8(ok1439)* animals was less wrinkled than that of WT animals at old ages at 20 and 25°C. Adult animals were collected at Days 3, 6, and 9 and imaged using FEI Quanta 600 FEG scanning electron microscope.

## 3 DISCUSSION

As in many other invertebrate and vertebrate animals, temperature has inverse effects on longevity in *C. elegans*. Mechanistically, this inverse relationship is not well understood. In the current study, we have demonstrated that functional loss of NPR‐8 increases *C. elegans* lifespan at 25°C but not at 20°C and 15°C, indicating that NPR‐8 is involved in the longevity response to warm temperature. Further investigation revealed that such regulation is achieved by altering the expression of a subset of collagen genes, and that this regulation is controlled by the NPR‐8‐expressing amphid chemosensory neurons AWB and AWC as well as AFD thermosensory neurons. Evidence in the literature indicates that these neurons may play different roles in NPR‐8‐dependent temperature sensing. On the one hand, AWC neurons are heat sensitive. AWC can sense thermal gradients directly and have been shown to mediate *C. elegans* thermotactic behavior in a way distinct from AFD neurons, a major sensor of temperature and regulator of thermotaxis (Biron et al., 2008). On the other hand, AWB neurons are not heat sensitive but are part of the AFD thermosensory circuit (Mori & Ohshima, 1995). AWB can interact with AFD, AIZ, and RIA neurons in this circuit via chemical synapses. AWB neurons do not directly sense thermal gradients in the physiological range (Mori & Ohshima, 1995), nor can they sense noxious temperatures exceeding 33°C (Liu et al., 2012; Wittenburg & Baumeister, 1999). Together with these findings, our study suggests that NPR‐8 functions redundantly in AWB and AWC neurons to regulate the longevity response to warm temperature, and that AWC neurons likely sense the warm temperature directly while AWB neurons could be part of the AFD thermosensory circuit that can also detect the warm temperature but is independent of AWC‐mediated temperature sensing. Nonetheless, an NPR‐8‐dependent neural‐longevity regulatory mechanism has emerged whereby the nervous system controls the longevity response to warm temperature by regulating collagen expression. However, many details of this regulatory mechanism are lacking. For example, which neurons form a network with AWB, AWC, and AFD neurons to control longevity at warm temperature? What neuroendocrine signaling pathways are used to relay neural signals to non‐neural tissues, since we have previously found that NPR‐8‐regulated collagens are primarily expressed in the cuticle and hypodermal and rectal cells (Sellegounder et al., 2019)? How does collagen expression influence aging? Addressing these questions will provide important mechanistic insights into the temperature‐induced longevity response and define the role of the nervous system in this process.

The inverse relationship between longevity and temperature has long been explained using the rate of living theory, which posits that higher temperatures increase chemical reaction rates, thus speeding up the aging process (Demetrius, 2013). However, recent research has identified specific molecules, cells, and signaling pathways that are involved in the longevity response to temperature, indicating that this response is a regulated process and not simply due to changes in thermodynamics (Keil et al., 2015; Kim et al., 2020). The actual mechanisms behind the inverse relationship seem not quite that clear. On the one hand, our study provides further evidence supporting that the temperature‐induced longevity response is indeed a regulated process. We have identified the neuronal GPCR NPR‐8 and the AWB, AWC, and AFD neurons that function in the *C. elegans* longevity response to warm temperature, indicating that this response is controlled by the nervous system. On the other hand, our RNA‐seq data revealed the enrichment of many genes involved in metabolic/biosynthetic processes in wild‐type animals at 25°C relative to 20°C (Table S2), reflecting increased metabolism at warm temperature. Thus, our data provide a partial molecular basis for the rate of living theory, supporting the idea that there is some scientific truth in this theory. As the rate of living theory and the view of the temperature‐induced longevity response being a regulated process are not mutually exclusive, we propose a hybrid hypothesis in which higher temperatures speed up chemical reactions and the aging process in both thermodynamic and neurally regulated manners in living organisms.

An important finding of our current study is that the expression of NPR‐8‐regulated collagen genes is required for maintaining the lifespan of wild‐type animals at 25°C, and that the expression of these genes contributes to the extended lifespan of *npr‐8(ok1439)* animals at warm temperature (Figure 3). Collagen expression has also been implicated in enhanced resistance to pathogen infection (Sellegounder et al., 2019) and oxidative stress (Ewald et al., 2015). In fact, elevated collagen expression is a common feature of multiple conserved longevity pathways and essentially every longevity intervention (Ewald et al., 2015; Myllyharju & Kivirikko, 2004; Varani et al., 2006). These findings indicate a general role of collagen in aging. Indeed, we observed that *npr‐8* mutant animals with increased collagen expression had a less‐wrinkled cuticle and appeared younger than age‐matched wild‐type animals (Figure 4). Given these younger traits of the mutants, it is paradoxical that *npr‐8(ok1439)* animals had the same lifespan as wild‐type animals at 20°C (Figure 1). We reasoned that in addition to enhanced collagen expression, functional loss of NPR‐8 might cause other unidentified physiological changes in *C. elegans* that negate the positive effect of collagen on aging. However, under stressful conditions, such as pathogen infection (Sellegounder et al., 2019), oxidative stress (Ewald et al., 2015), and warm temperatures (this study), the beneficial effects of elevated collagen gene expression could outweigh other effects of the *npr‐8* mutation, resulting improved survival and longevity. As stress resistance is a critical parameter for assessing healthy lifespan, or healthspan (Bansal et al., 2015), collagen expression likely promotes healthy aging. Therefore, research deciphering how collagen expression promotes longevity may hold the key to the human request for long and healthy life.

## 4 MATERIALS AND METHODS

### 4.1 *Caenorhabditis elegans* strains

*Caenorhabditis elegans* strains were cultured under standard conditions and fed *E. coli* OP50. Wild‐type animals were *C. elegans N2* Bristol. *npr‐8 (ok1439)*, *npr‐8(ok1446)*, *ttx‐1 (p767)* (AFD‐defective mutant), and *col‐179(ok3010)* animals were obtained from the Caenorhabditis Genetics Center (University of Minnesota, Minneapolis, MN) and backcrossed with wild‐type N2 for 3–8 times. JRS30 [*npr‐8(ok1439);col‐179(ok3010)*], LYY11 [*ttx‐1(p767);npr‐8(ok1439)*], LYY12 [*daf‐16(mu86);npr‐8(ok1439)*], LYY13 [*rol‐1p::rol‐1gDNA::gfp*]; LYY14 [*col‐49p::col‐49gDNA::gfp*], LYY15 [*npr‐8(ok1439);zls356*], JRS17 [*npr‐8p(2 kb)::npr‐8 gDNA::gfp*] (native NPR‐8 rescue strain), JRS18 [*str‐1p(1.3 kb)::npr‐8 gDNA::gfp*] (NPR‐8 rescue in AWB neurons), JRS19 [*str‐2p(2 kb)::npr‐8 gDNA::gfp*] (NPR‐8 rescue in AWC neurons), JRS20 [*trx‐1p(1.1 kb)::npr‐8 gDNA::gfp*] (NPR‐8 rescue in ASJ neurons), and transcriptional reporter strain *npr‐8p::gfp* were generated using standard genetic techniques (Sellegounder et al., 2019).

### 4.2 Lifespan assay

Wild‐type and mutant worms were maintained at 20°C and fed *E. coli* OP50 on NGM medium. For temperature‐specific assays at 15 and 25°C, worm strains were maintained for at least two generations at the respective temperature before being used for egg synchronization. For egg synchronization, 3 × 20 gravid adult worms per strain were used. The time window of egg synchronization was set for 1 h, during which all animals were maintained at the respective assay temperature (15°C, 20°C, or 25°C). *E. coli OP50* lawn was prepared by spreading a 50‐μL drop of an overnight culture of bacteria on the NGM medium (3.5‐cm petri plates). Plates were incubated at 37°C for 16 hrs and then cooled down at room temperature for at least 1 h before seeding with synchronized worms. 3 × 20 synchronized worms for each group were transferred onto the live *E. coli* OP50 plates. Worms were counted and transferred to fresh, live *E. coli* OP50 culture daily until death. All assays were performed in triplicates for each strain.

### 4.3 Heat stress assay

Wild‐type and *npr‐8 (ok1439)* gravid adult animals were bleached to isolate eggs. Synchronized L1 worms were plated on *E. coli* OP50 and maintained at 20°C until they reached adulthood. One‐day‐old adult worms were then transferred to 35°C on NGM medium and scored for survival every 2 h until all worms were dead.

### 4.4 RNA isolation

To gain molecular insights into the NPR‐8‐dependent longevity response to temperature, we employed RNA‐seq to compare gene expression in young and old wild‐type and *npr‐8(ok1439)* animals propagated at different temperatures. To this end, we collected five replicates of eight groups of RNA samples (young (1‐day‐old) and 9‐day‐old wild‐type and *npr‐8(ok1439)* adults propagated at 20 and 25°C) (Table 1). The temperature‐specific worm cultivation and synchronization steps were performed as described in the lifespan assay section. A portion of synchronized adult animals were collected at the age of 1 day old, and the remaining animals were grown till Day 9 before collection. These animals were washed every day using M9 buffer, and the adult animals were filtered using cell strainer (40‐μm nylon filter, Falcon) and transferred to *E. coli* OP50‐seeded NGM plates. Worms were washed and collected with M9 buffer then snap‐frozen in the TRIzol reagent (Thermo Fisher Scientific) and stored at −80°C until RNA isolation. RNA was extracted using the QIAzol lysis reagent (Qiagen) and purified with the RNeasy Plus Universal Kit (Qiagen).

### 4.5 RNA sequencing

Total RNA samples were obtained as described above and submitted to the WSU Genomics Core for RNA‐seq analysis. RNA‐seq and related bioinformatic analyses were performed following our published protocols with modifications (Sellegounder et al., 2019). Specifically, after alignment of FASTQ files to the *C. elegans* reference genome (ce10, UCSC) using HISAT2 (Kim et al., 2015), gene expression quantification and differential expression were analyzed using Cuffquant and Cuffdiff, respectively (Trapnell et al., 2012). Principal component analysis (PCA) was done following our previously described protocol (Wang et al., 2022). Volcano plot analysis was done following the protocol of EnhancedVolcano (Blighe et al., 2022). To identify the most highly and significantly changed genes, *p‐*value cut‐off and log2FoldChange cut‐off were arbitrarily set at 10e‐100 and 5, respectively. The raw sequence data (FASTQ files) were deposited in the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) database through the Gene Expression Omnibus (GEO). The processed gene quantification files and differential expression files were deposited in the GEO. All of these data can be accessed through the GEO with the accession number GSE186202.

### 4.6 Fluorescence imaging

Fluorescence microscopy imaging of *C. elegans* was performed as previously described (Sellegounder et al., 2019). Briefly, animals were anesthetized with 30 mM sodium azide, placed on a freshly prepared 2% agarose pad, and covered with a 1 mm glass coverslip. Images were taken using a Zeiss Axio Imager M2 fluorescence stereomicroscope with a 40× objective lens and a 1.6× Tube lens.

### 4.7 DAF‐16 nuclear localization assay

To analyze the subcellular localization of DAF‐16 in *npr‐8(ok1439)* worms, *npr‐8(ok1439)* worms were crossed with the DAF‐16::GFP reporter strain TJ356 (genotype: *zls356* [*daf‐16p::daf‐16a/b::GFP + rol‐6(su1006)*], (Henderson & Johnson, 2001)) to create strain LYY15 [*npr‐8(ok1439);zls356*] that expresses DAF‐16::GFP in a *npr‐8* mutant background. LYY15 worms were maintained at 20°C. To image DAF‐16::GFP at both 20 and 25°C, LYY15 worms were propagated under these two temperatures for at least two generations, synchronized using the bleaching method, and grown to the L4 stage. L4 worms were anesthetized with 30 mM sodium azide, transferred onto a freshly prepared 2% agarose pad, and then covered with a 1‐mm glass coverslip. Images were taken using a Zeiss Axio Imager M2 fluorescence stereomicroscope with a 10× objective lens.

### 4.8 Plasmid construction and overexpression strain generation

Transgenic animals were generated following our published protocol (Sellegounder et al., 2019). Briefly, to generate *rol‐1* overexpression strain, the *rol‐1* promotor including 5′UTR (2030 bp) and its coding region including introns and 3′UTR (3776 bp) were PCR amplified from the genomic DNA of 1‐day‐old wild‐type *C. elegans* adults and cloned into the plasmid *pPD95.77* between *Pst I* and *Xma I* sites to generate *pPSN01*. A mixture of *pPSN01* (5 ng/μL), co‐injection marker *pCFJ104* (*myo‐3::mCherry*) (10 ng/μL), carrier DNA *pNU1254* (*HygR*) (15 ng/μL), and salmon testes DNA (STD, filler DNA) (70 ng/μL) were injected into wild‐type animals to create the *rol‐1* overexpression strain LYY13.

To generate *col‐49* overexpression strain, the *col‐49* promotor including 5′UTR (1353 bp) and its coding region including introns and 3′UTR (1238 bp) were PCR amplified from the genomic DNA of 1‐day‐old wild‐type *C. elegans* adults and cloned into *pPD95.77* between *Sph I* and *Xma I* sites to generate the plasmid *pPSN03*. A mixture of *pPSN03* (5 ng/μL), co‐injection marker *pCFJ104* (*myo‐3::mCherry*) (10 ng/μL), carrier DNA *pNU1254* (*HygR*) (15 ng/μL), and STD (70 ng/μL) were injected into wild‐type animals to create the *col‐49* overexpression strain LYY14.

### 4.9 Scanning electron microscopy (SEM) analysis

To determine age‐ and temperature‐dependent structural changes in the cuticle, we performed SEM to examine wild‐type and *npr‐8 (ok1439)* animals at different ages (3‐, 6‐, and 9‐day‐old adults) propagated at 20°C or 25°C. Temperature‐specific worm maintenance and synchronization were the same as described in the lifespan assay. Sample preparation and image acquisition were performed as we previously described (Sellegounder et al., 2019).

### 4.10 RNA interference

The collagen genes *col‐77*, *col‐49*, *col‐139*, and *rol‐1* were individually silenced using RNAi in wild‐type and *npr‐8 (ok1439)* animals at 25°C. The temperature‐specific worm cultivation and synchronization steps were performed as described in the above lifespan assay section. The RNAi protocol was performed as we previously described (Sellegounder et al., 2019). The impact of collagen gene silencing on *C. elegans* lifespan was assessed using lifespan assays.

### 4.11 Statistical analysis

For *C. elegans* lifespan assays, animal survival was plotted as a non‐linear regression curve using the PRISM computer program (version 9; GraphPad Software, Inc.). Lifespan curves were considered different than the appropriate controls when *p*‐values were <0.05. Prism uses the product limit or Kaplan–Meier method to calculate survival fractions and the logrank test (equivalent to the Mantel‐Heanszel test) to compare survival curves. All of the experiments were repeated at least three times, unless otherwise indicated.

The median lifespan and the percentage increase in median lifespan relative to controls for all lifespan assays performed in this study were calculated using the PRISM computer program. The median lifespan was calculated based on the time of death for 50% of the total worm population (Machin et al., 2006). The percentage increase in median lifespan was calculated by dividing the median lifespan of a particular strain by that of its control strain and converting to a percentage. The results were summarized in Table S1.

## AUTHOR CONTRIBUTIONS

Sankara Naynar Palani, Durai Sellegounder, Phillip Wibisono, and Yiyong Liu designed and performed experiments and analyzed data. Sankara Naynar Palani and Yiyong Liu wrote the paper.

## FUNDING INFORMATION

This work was supported by the Department of Translational Medicine and Physiology, Elson S. Floyd College of Medicine, WSU‐Spokane (Startup to Y.L.). The funder had no role in study design, data collection and interpretation, or the decision to submit the work for publication.

## CONFLICT OF INTEREST STATEMENT

The authors declare that they have no competing interests.

## Supporting information

Fig. S1
Click here for additional data file.

Table S1
Click here for additional data file.

Table S2
Click here for additional data file.

Table S3
Click here for additional data file.

Table S4
Click here for additional data file.

Table S5
Click here for additional data file.

Table S6
Click here for additional data file.

Table S7
Click here for additional data file.

Table S8
Click here for additional data file.

Table S9
Click here for additional data file.

Table S10
Click here for additional data file.

Table S11
Click here for additional data file.

Table S12
Click here for additional data file.

Table S13
Click here for additional data file.

Table S14
Click here for additional data file.

Table S15
Click here for additional data file.

Table S16
Click here for additional data file.

Table S17
Click here for additional data file.

Table S18
Click here for additional data file.

Table S19
Click here for additional data file.

Table S20
Click here for additional data file.

## Data Availability

The RNA sequencing data have been deposited in NCBI's Sequence Read Archive (SRA) database through the Gene Expression Omnibus (GEO). Processed gene quantification files and differential expression files have been deposited in GEO. All of these data can be accessed through the GEO with the accession number GSE186202. All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supporting Information. Additional data are available from the authors upon request. The *C. elegans* strains and plasmids constructed by us and the primer sequences used for their construction are available upon request.

# Supplementary material for: The longevity response to warm temperature is neurally controlled via the regulation of collagen genes
**Source:** Aging Cell. 2023 Mar 9;22(5):e13815. doi: 10.1111/acel.13815
**Supplement:** Supplementary file 1 — Fig. S1

## Supplementary Figures

Fig. S1

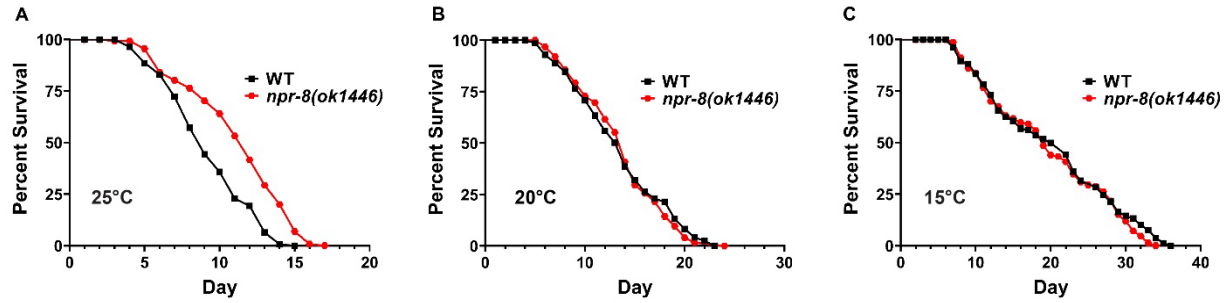

**Fig. S1. *npr-8(ok1446)* animals live longer than WT animals at 25°C but not at 20°C or 15°C.** WT and *npr-8(ok1446)* animals were grown on *E. coli* strain OP50 at 25°C (A), 20°C (B), or 15°C (C), and scored for survival over time. The graphs are the combined results of three independent experiments. Each experiment included  $n = 60$  adult animals per strain.  $p$ -values represent the significance level of the mutants relative to the WT,  $p < 0.0001$  in (A),  $p = 0.8114$  in (B), and  $p = 0.2202$  in (C).

Fig. S2

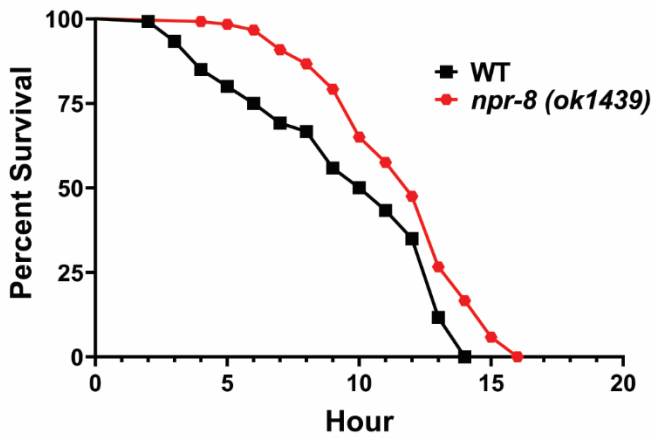

**Fig. S2. *npr-8(ok1439)* animals were more resistant to heat stress at 35°C than wild-type animals.** One-day-old adult wild-type and *npr-8(ok1439)* animals were transferred from 20°C to 35°C and scored for survival over time. The graphs are the combined results of two independent experiments. Each experiment included  $n = 60$  adult animals per strain.  $p$ -value  $< 0.0001$

**Fig. S3**

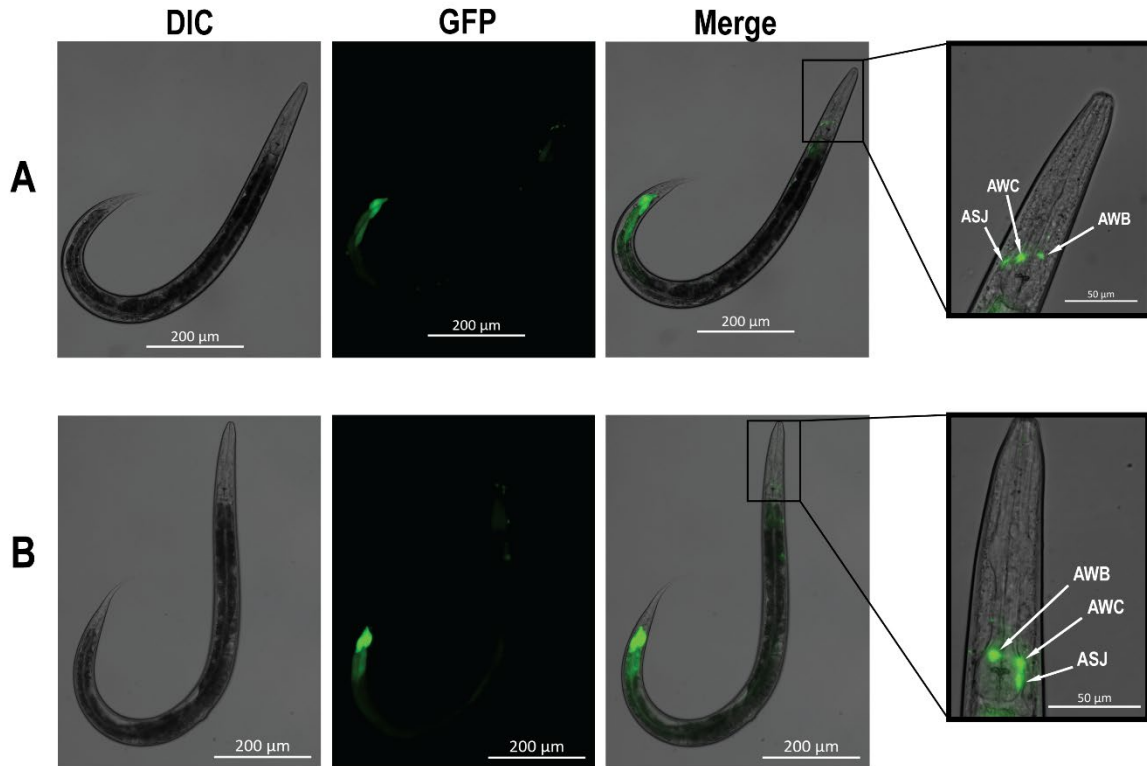

**Fig. S3. NPR-8 is expressed in the amphid sensory neurons AWB, ASJ, and AWC, as well as possibly in the lower gut region under both the propagation temperatures of 20°C and 25°C.** Young-adult *npr-8p::gfp* animals were grown at 20°C (A) or 25°C (B), anesthetized with 30 mM sodium azide, placed on a freshly prepared 2% agarose pad, and covered with a 1 mm glass coverslip. Images were taken using a Zeiss Axio Imager M2 fluorescence stereomicroscope with a 40x objective lens and a 1.6x Tube lens. The fluorescence in the lower gut region could be background fluorescence conferred by the backbone of the plasmid *pPD95.77* but could also result from GFP expression driven by the *npr-8* promoter.

Fig. S4

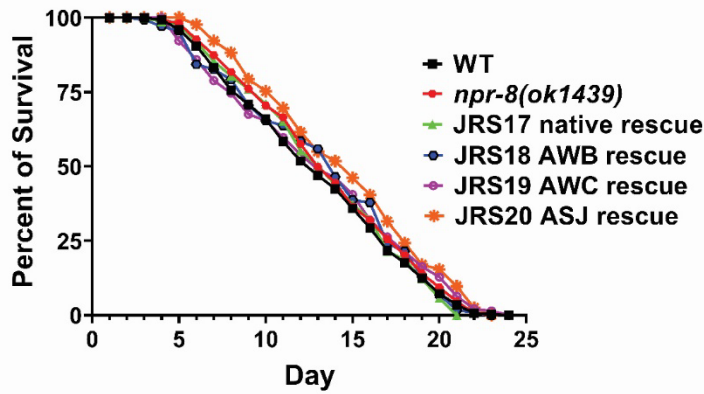

**Fig. S4. NPR-8 rescue animals exhibited lifespan similar to that of wild-type animals at 20°C.** WT, *npr-8 (ok1439)*, and rescue animals were grown at 20°C and scored for survival over time. JRS17, *npr-8* expression restored in *npr-8(ok1439)* under its native promoter; JRS18, *npr-8* expression rescued in AWB neurons; JRS19, *npr-8* expression rescued in AWC neurons; and JRS20, *npr-8* expression rescued in ASJ neurons. The graphs are the combined results of three independent experiments. Each experiment included  $n = 60$  adult animals per strain.  $p$ -values are relative to WT: *npr-8 (ok1439)*,  $p = 0.3424$ ; JRS17,  $p = 0.9600$ ; JRS18,  $p = 0.6348$ ; JRS19,  $p = 0.9119$ ; JRS20,  $p = 0.0066$ .

Fig. S5

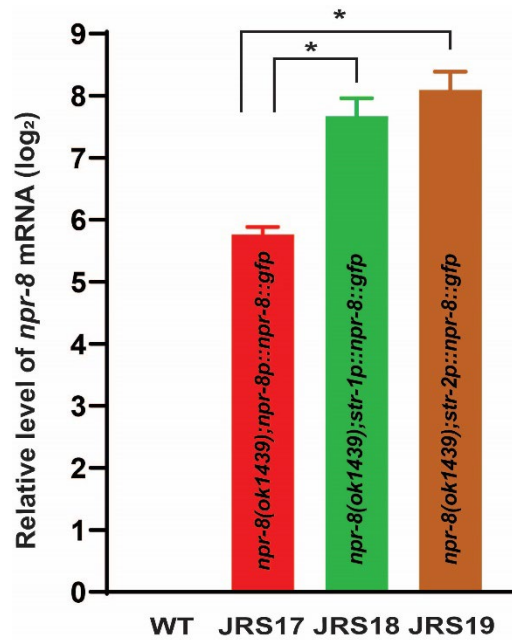

**Fig. S5. The levels of *npr-8* expression were higher in JRS18 and JRS19 worms than that in JRS17 worms.** qRT-PCR was performed to measure *npr-8* mRNA levels in WT, JRS17 [*npr-8(ok1439);npr-8p::npr-8::gfp*], JRS18 [*npr-8(ok1439);str-1p::npr-8::gfp*], and JRS19 [*npr-8(ok1439);str-2p::npr-8::gfp*] worms propagated at 25°C. In all assays, pan-actin was used as an internal control, and *npr-8* expression was normalized against WT. Bars represent mean  $\pm$  SEM, and values are the average of three independent experiments. An asterisk (\*) denotes a significant difference ( $p < 0.0001$ ) in expression between JRS17 and JRS18 or between JRS17 and JRS19.

Fig. S6

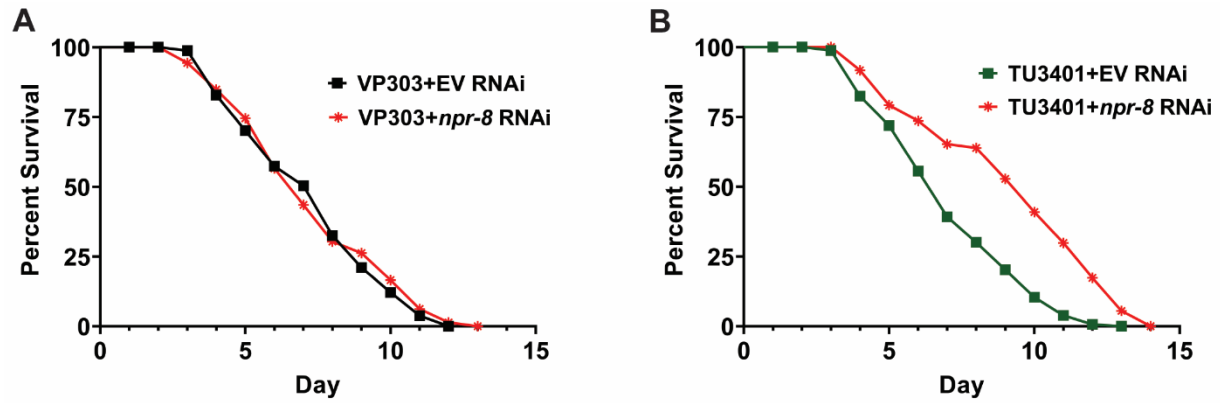

**Fig. S6. Inactivation of *npr-8* in neurons, but not in the intestine, extends worm lifespan at 25°C.** VP303 animals (capable of intestine-specific RNAi) (A) and TU3401 animals (capable of neuron-specific RNAi) (B) were grown on dsRNA for empty vector (EV) or for *npr-8* at 25°C and scored for survival over time. The graphs are the combined results of three independent experiments. Each experiment included  $n = 60$  adult animals per strain.  $p$ -values are  $p = 0.5544$  in (A) and  $p < 0.0001$  in (B).

Fig. S7

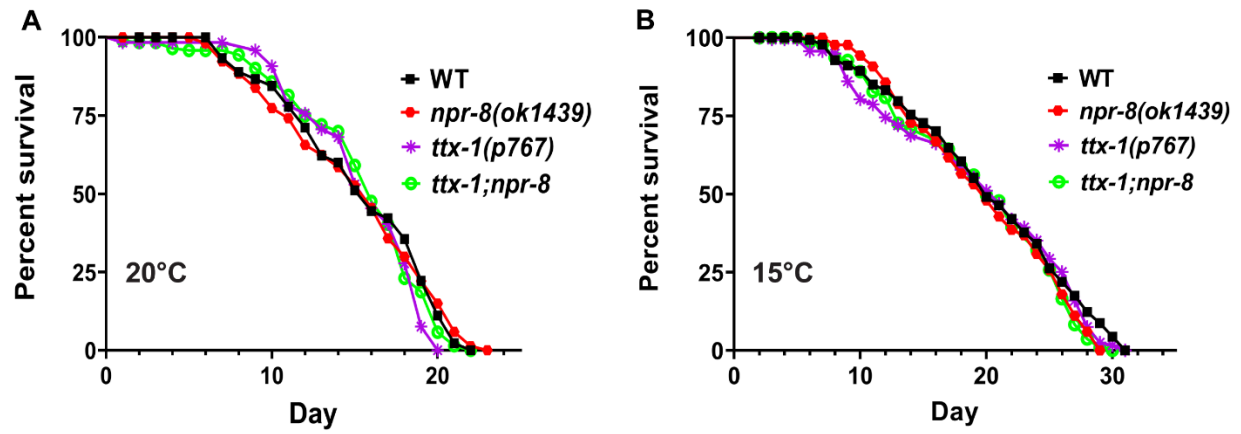

**Fig. S7. Functional loss of NPR-8 and/or AFD neurons had no effects on longevity under the propagation temperature 20°C or 15°C.** WT, *npr-8(ok1439)*, *ttx-1(p767)*, *ttx-1;npr-8(lyy11)* animals were grown at 20°C (A) or 15°C (B) and scored for survival over time. The graphs are the combined results of three independent experiments. Each experiment included  $n = 60$  adult animals per strain. In (A),  $p$ -values are relative to WT: *npr-8(ok1439)*,  $p = 0.2186$ ; *ttx-1(p767)*,  $p = 0.3196$ ; *ttx-1;npr-8*,  $p = 0.6794$ . In (B),  $p$ -values are relative to WT: *npr-8(ok1439)*,  $p = 0.1633$ ; *ttx-1(p767)*,  $p = 0.4349$ ; *ttx-1;npr-8*,  $p = 0.1313$ .

**Fig. S8**

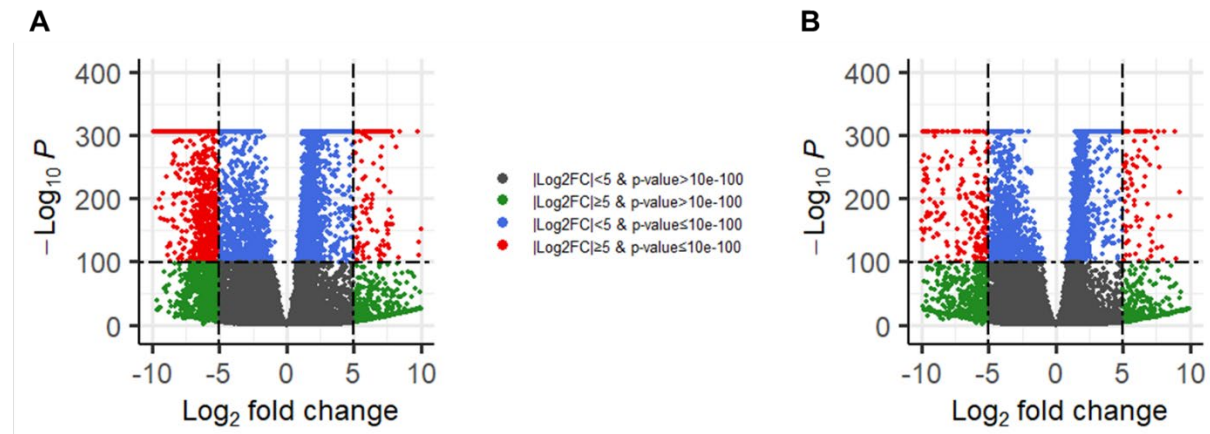

**Fig. S8. The most highly and significantly changed genes impacted by age or temperature were determined by volcano plots.** The volcano plots were generated following the protocol of EnhancedVolcano (Blighe et al. 2022 <https://github.com/kevinblighe/EnhancedVolcano>). **(A)** was made from the dataset for assessing the age effects (9-day-old vs. 1-day-old wild-type adults grown at 20°C), and **(B)** was made from the dataset for assessing the temperature effects (1-day-old wild-type adults grown at 20°C vs. 25°C).  $p$ -value cut-off and  $\log_2\text{FoldChange}$  cut-off were arbitrarily set at  $10e-100$  and 5, respectively. The most highly and significantly changed genes were listed in Table S12.

**Fig. S9**

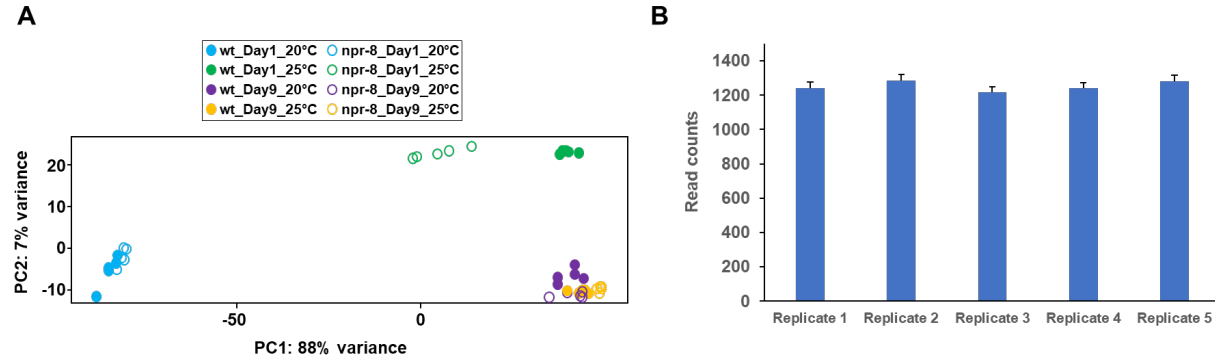

**Fig. S9. Principal component analysis (PCA) of RNA-seq data.** (A) PCA of RNA-seq data from 40 samples (five replicates of eight groups of samples listed in Table 1) was performed using  $\log_2(\text{cpm}+1)$  values. (B) The mean read counts of all genes detected in each of the five replicates in group 1 were plotted. The values were compared between replicates using the two-sample  $t$ -test, and no significant difference was found between any two replicates. Error bars represent the standard error of the mean (SEM).

Fig. S10

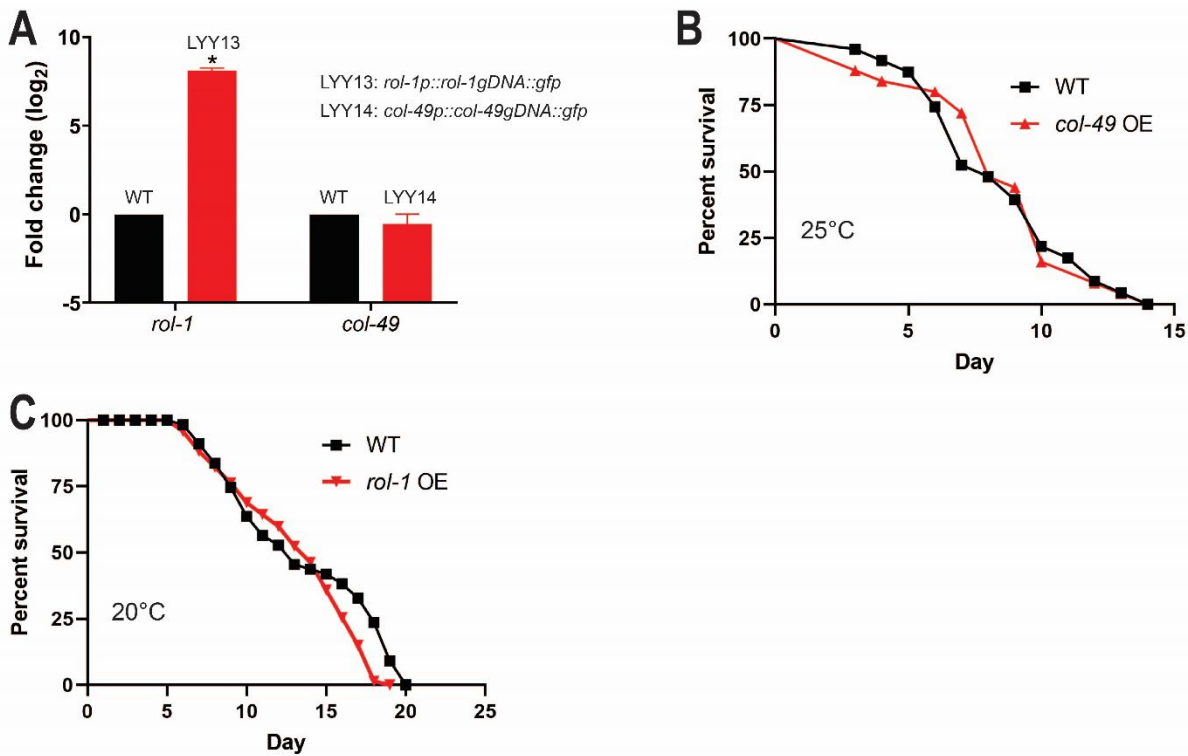

**Fig. S10. The roles of NPR-8-regulated collagen genes in longevity were assessed using collagen gene overexpression and lifespan assays. (A)** qRT-PCR analysis was performed to measure *rol-1* expression in WT worms and the transgenic LYY13 (*rol-1p::rol-1gDNA::gfp*) worms and to measure *col-49* expression in WT worms and the transgenic LYY14 (*col-49p::col-49gDNA::gfp*) worms. The graphs are combined results of three independent experiments. Bars represent mean  $\pm$  SEM. An asterisk (\*) denotes a significant difference ( $p < 0.0001$ ) in expression between WT and LYY13 worms. **(B)** WT and *col-49* overexpressing strain LYY14 were grown at 25°C and scored for survival over time. The graphs are the combined results of three independent experiments. Each experiment included  $n = 60$  adult animals per strain. The  $p$ -value between the two strains is 0.845. **(C)** WT and *rol-1* overexpressing strain LYY13 were grown at 20°C and scored for survival over time. The graphs are the combined results of three independent experiments. Each experiment included  $n = 60$  adult animals per strain. The  $p$ -value between the two strains is 0.4107.

Fig. S11

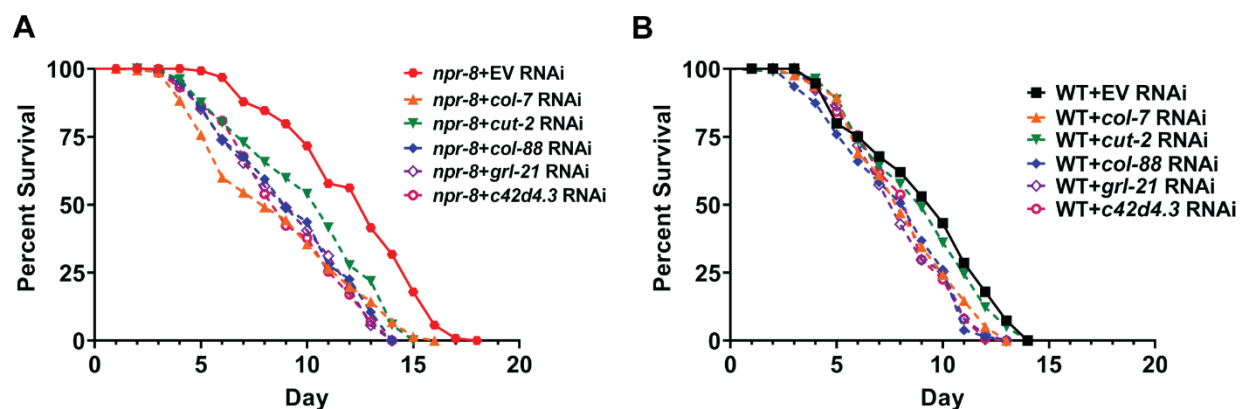

**Fig. S11. Genes upregulated in *npr-8(ok1439)* animals at 25°C but not at 20°C in Day 1 contributed to the mutants' extended lifespan at 25°C.** *npr-8(ok1439)* animals (A) and WT animals (B) were grown on dsRNA for empty vector (EV) or for *col-7*, *cut-2*, *col-88*, *grl-21*, or *C42D4.3* at 25°C and scored for survival over time. The graphs are the combined results of three independent experiments. Each experiment included  $n = 60$  adult animals per strain.  $p$ -values are relative to *npr-8+EV* in (A): *npr-8+col-7*,  $p < 0.0001$ ; *npr-8+cut2*,  $p < 0.0001$ ; *npr-8+col-88*,  $p < 0.0001$ ; *npr-8+grl-21*,  $p < 0.0001$ ; and *npr-8+C42D4.3*,  $p < 0.0001$ .  $p$ -values are relative to WT+EV in (B): WT+*col-7*,  $p = 0.0004$ ; WT+*cut 2*,  $p = 0.3035$ ; WT+*col-88*,  $p < 0.0001$ ; WT+*grl-21*,  $p < 0.0001$ ; WT+*C42D4.3*,  $p < 0.0001$ .

Fig. S12

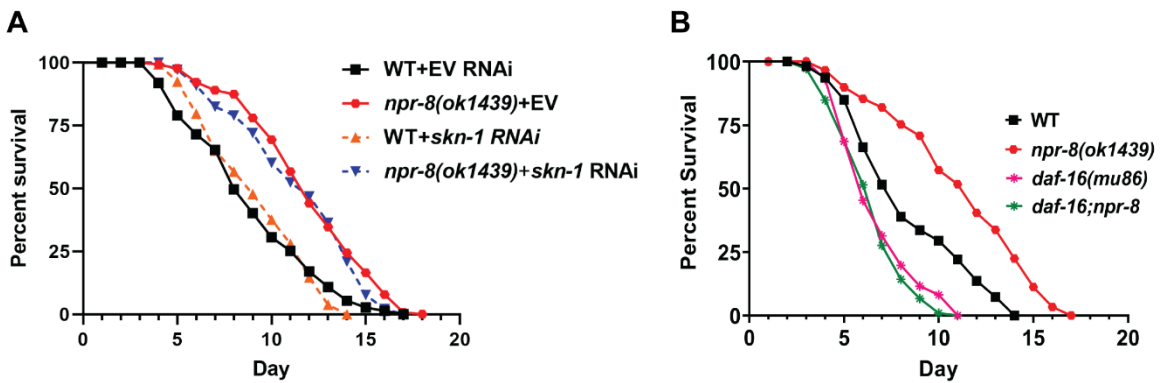

**Fig. S12. SKN-1 is not involved in the NPR-8-dependent longevity response to warm temperature, while DAF-16 is.** (A) *npr-8(ok1439)* animals and WT animals were grown on dsRNA for empty vector (EV) or for *skn-1* at 25°C and scored for survival over time. The graphs are the combined results of three independent experiments. Each experiment included  $n = 60$  adult animals per strain. The  $p$ -value between *npr-8(ok1439)*+EV and *npr-8(ok1439)*+*skn-1* is 0.1312, and the  $p$ -value between WT+EV and WT+*skn-1* is 0.8456. (B) WT, *npr-8(ok1439)*, *daf-16(mu86)*, and *daf-16;npr-8* animals were grown at 25°C and scored for survival over time. The graphs are the combined results of two independent experiments. Each experiment included  $n = 60$  adult animals per strain. The  $p$ -values relative to *npr-8(ok1439)* are: *daf-16(mu86)*,  $p < 0.0001$  and *daf-16;npr-8*,  $p < 0.0001$ . The  $p$ -values relative to WT are: *daf-16(mu86)*,  $p < 0.0001$  and *daf-16;npr-8*,  $p < 0.0001$ .

**Fig. S13**

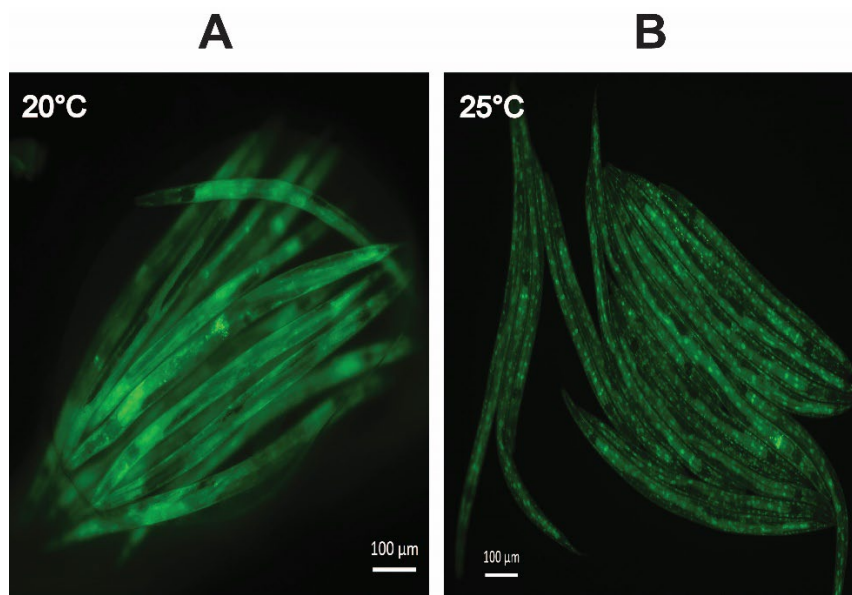

**Fig. S13. DAF-16 translocated to the nucleus under the propagation temperature of 25°C.** LYY15 [*npr-8(ok1439);zls356*] worms that express DAF-16::GFP in a *npr-8* mutant background were propagated at 20°C (**A**) or 25°C (**B**) for at least two generations, synchronized using the bleaching method, and grown to the L4 stage. L4 worms were anesthetized with 30mM sodium azide, placed on a 2% agarose pad and covered with a 1-mm glass coverslip, and imaged using a Zeiss Axio Imager M2 fluorescence stereomicroscope with a 10X objective lens.

Fig. S14

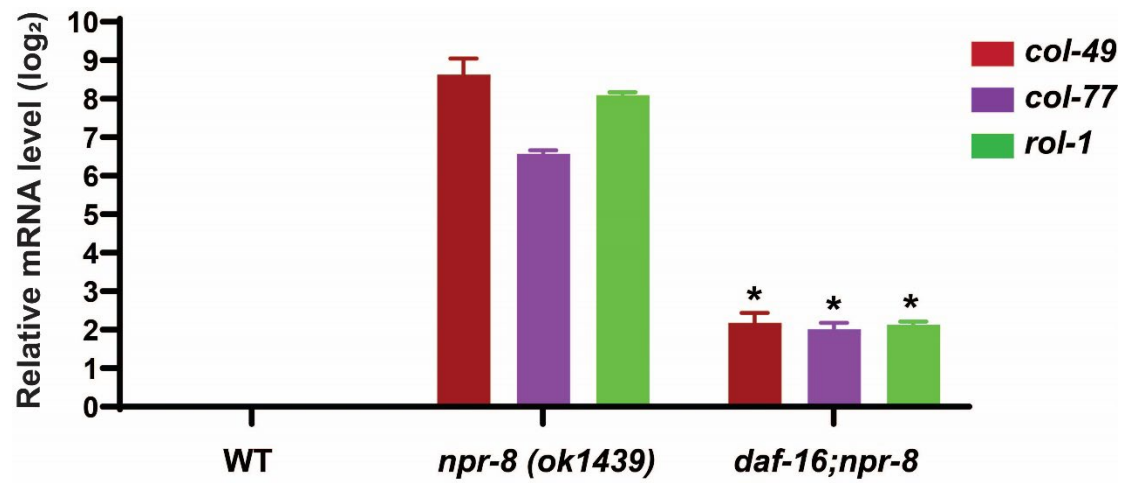

**Fig. S14. DAF-16 is required for the enhanced expression of collagen genes in *npr-8(ok1439)* worms at 25°C.** qRT-PCR analysis were performed to measure the expression of collagen genes (*col-49*, *col-77*, and *rol-1*) in WT, *npr-8(ok1439)*, and *daf-16(mu86);npr-8(ok1439)* worms propagated at 25°C. In all assays, pan-actin was used as an internal control, and collagen gene expression was normalized against WT. Bars represent mean  $\pm$  SEM, and values are the average of three independent experiments. Asterisks (\*) denote significant difference ( $p < 0.0001$ ) in expression between *npr-8(ok1439)* and *daf-16(mu86);npr-8(ok1439)* worms.

# Supplementary material for: The longevity response to warm temperature is neurally controlled via the regulation of collagen genes
**Source:** Aging Cell. 2023 Mar 9;22(5):e13815. doi: 10.1111/acel.13815
**Supplement:** Supplementary file 2 — Table S1

**Table S1. Median lifespan and percentage increase in median lifespan of all lifespan assays performed in this study**

| Figure | Strain | Assay Temperature | Median Lifespan  (days) | % Increase in Median Lifespan |
| --- | --- | --- | --- | --- |
| Fig.1A | WT | 25°C | 10 | control |
|  | *npr-8 (ok1439)* |  | 13 | 30.0% |
| Fig.1B | WT | 20°C | 14 | control |
|  | *npr-8 (ok1439)* |  | 16 | 14.3% |
| Fig.1C | WT | 15°C | 25 | control |
|  | *npr-8 (ok1439)* |  | 23 | -8.0% |
| Fig.1D | WT | 25°C | 9 | control |
|  | *npr-8 (ok1439)* |  | 11 | 22.3% |
|  | JRS17 |  | 10 | 11.2% |
| Fig.2A | WT | 25°C | 9 | control |
|  | *npr-8 (ok1439)* |  | 11 | 22.2% |
|  | JRS18 |  | 6 | -33.4% |
|  | JRS19 |  | 8 | -11.1% |
|  | JRS20 |  | 11 | 22.3% |
| Fig.2B | WT | 25°C | 7 | control |
|  | *npr-8 (ok1439)* |  | 9 | 28.5% |
|  | *ttx-1 (p767)* |  | 5 | -28.6% |
|  | *ttx-1;npr-8* |  | 7 | 0.0% |
| Fig.3A | *npr-8 (ok1439)* + EV RNAi | 25°C | 10 | control |
|  | *npr-8 (ok1439)* + *col-49* RNAi |  | 7 | -30.0% |
|  | *npr-8 (ok1439)* + *col-77* RNAi |  | 6 | -40.0% |
|  | *npr-8 (ok1439)* + *col-139* RNAi |  | 9 | -10.0% |
|  | *npr-8 (ok1439)* + *rol-1* RNAi |  | 9 | -10.0% |
| Fig.3B | WT + EV RNAi | 25°C | 8 | control |
|  | WT + *col-49* RNAi |  | 7 | -12.5% |
|  | WT + *col-77* RNAi |  | 8 | 0.0% |
|  | WT + *col-139* RNAi |  | 9 | 12.5% |
|  | WT + *rol-1* RNAi |  | 8 | 0.0% |
| Fig.3C | WT | 25°C | 9 | control |
|  | *col-179 (ok3010)* |  | 7 | -22.2% |
|  | *npr-8 (ok1439)* |  | 11 | 22.2% |
|  | *col-179;npr-8* |  | 7 | -22.2% |
| Fig.3D | WT | 25°C | 6 | control |
|  | *rol-1* OE |  | 7 | 16.7% |

| Fig.S1A | WT | 25°C | 9 | control |
| --- | --- | --- | --- | --- |
|  | *npr-8 (ok1446)* |  | 12 | 33.3% |
| Fig.S1B | WT | 20°C | 11 | control |
|  | *npr-8 (ok1446)* |  | 12 | 9.9% |
| Fig.S1C | WT | 15°C | 20 | control |
|  | *npr-8 (ok1446)* |  | 19 | -5.0% |
| Fig.S3 | WT | 20°C | 13 | control |
|  | *npr-8 (ok1439)* |  | 13 | 0.0% |
|  | JRS17 |  | 13 | 0.0% |
|  | JRS18 |  | 14 | 7.7% |
|  | JRS19 |  | 12 | -7.7% |
|  | JRS20 |  | 15 | 15.4% |
| Fig.S4A | VP303 + EV RNAi | 25°C | 8 | control |
|  | VP303 + *npr-8* RNAi |  | 7 | -12.5% |
| Fig.S4B | TU3401 + EV RNAi | 25°C | 7 | control |
|  | TU3401 + *npr-8* RNAi |  | 10 | 42.9% |
| Fig.S5A | WT | 20°C | 16 | control |
|  | *npr-8 (ok1446)* |  | 16 | 0.0% |
|  | *ttx-1 (p767)* |  | 16 | 0.0% |
|  | *ttx-1;npr-8* |  | 16 | 0.0% |
| Fig.S5B | WT | 15°C | 20 | control |
|  | *npr-8 (ok1446)* |  | 20 | 0.0% |
|  | *ttx-1 (p767)* |  | 21 | 5.0% |
|  | *ttx-1;npr-8* |  | 20 | 0.0% |
| Fig.S8B | WT | 25°C | 8 | control |
|  | *col-49* OE |  | 8 | 0.0% |
| Fig.S8C | WT | 20°C | 13 | control |
|  | *rol-1* OE |  | 14 | 7.7% |
| Fig.S9A | *npr-8 (ok1439)* + EV RNAi | 25°C | 13 | control |
|  | *npr-8 (ok1439)* + *col-7* RNAi |  | 8 | -38.5% |
|  | *npr-8 (ok1439)* + *cut-2* RNAi |  | 11 | -15.4% |
|  | *npr-8 (ok1439)* + *col-88* RNAi |  | 9 | -30.8% |
|  | *npr-8 (ok1439)* + *grl-21* RNAi |  | 9 | -30.8% |
|  | *npr-8 (ok1439)* + *c42d4.3* RNAi |  | 9 | -30.8% |

| Fig.S9B | WT + EV RNAi | 25°C | 10 | control |
| --- | --- | --- | --- | --- |
|  | WT + *col-7* RNAi |  | 8 | -20.0% |
|  | WT + *cut-2* RNAi |  | 9 | -10.0% |
|  | WT + *col-88* RNAi |  | 9 | -10.0% |
|  | WT + *grl-21* RNAi |  | 8 | -20.0% |
|  | WT + *c42d4.3* RNAi |  | 9 | -10.0% |
| Fig.S10A | *WT* + EV RNAi | 25°C | 8 | control |
|  | *WT* + *skn-1* RNAi |  | 9 | 12.5% |
|  | *npr-8 (ok1439)* + EV RNAi |  | 12 | control |
|  | *npr-8 (ok1439)* + *skn-1* RNAi |  | 12 | 0.0% |
| Fig.S10B | *WT* | 25°C | 8 | control |
|  | *daf-16 (mu86)* |  | 6 | -25.0% |
|  | *npr-8 (ok1439)* |  | 12 | 50.0% |
|  | *daf-16;npr-8* |  | 7 | -12.5% |
| Fig.S11 | WT | 35°C | 10.5 (hr) | control |
|  | *npr-8 (ok1439)* |  | 12 (hr) | 14.3% |

# Supplementary material for: The longevity response to warm temperature is neurally controlled via the regulation of collagen genes
**Source:** Aging Cell. 2023 Mar 9;22(5):e13815. doi: 10.1111/acel.13815
**Supplement:** Supplementary file 8 — Table S7

**Table S7. Attenuated molecular functions in 9-day-old wild-type animals grown at 20°C relative to 1-day-old adult animals (RNA-seq analysis with 5% FDR)**

**(A) Attenuated molecular functions**

**(B) Downregulated genes related to the reduced cuticle structure activity**

^#^ P-value is computed according to the mHG model (Eden *et al.* 2007 PLoS Comp Bio 3(3):e39). * FDR q-value is the correction of the above p-value for multiple testing using the Benjamini and Hochberg method (Benjamini and Hochberg 1995 J R Statist Soc B 57(1):289-300). ^§^ Enrichment (N, B, n, b) is defined as follows: N - total number of genes; B - total number of genes associated with a specific GO term; n - number of genes in the target set; b - number of genes in the intersection;Enrichment = (b/n) / (B/N). ^ψ^Adjusted *P* value is the correction of the P value for multiple testing using the Benjamini and Hochberg method (Benjamini and Hochberg 1995 J R Statist Soc B 57 (1):289–300).

# Supplementary material for: The longevity response to warm temperature is neurally controlled via the regulation of collagen genes
**Source:** Aging Cell. 2023 Mar 9;22(5):e13815. doi: 10.1111/acel.13815
**Supplement:** Supplementary file 13 — Table S12

**Table S12. Attenuated molecular functions in 9-day-old wild-type animals grown at 20°C relative to 1-day-old adult animals (RNA-seq analysis with 1% FDR)**

**(A) Attenuated molecular functions**

**(B) Downregulated genes related to the reduced cuticle structure activity**

^#^ P-value is computed according to the mHG model (Eden *et al.* 2007 PLoS Comp Bio 3(3):e39). * FDR q-value is the correction of the above p-value for multiple testing using the Benjamini and Hochberg method (Benjamini and Hochberg 1995 J R Statist Soc B 57(1):289-300). ^§^ Enrichment (N, B, n, b) is defined as follows: N - total number of genes; B - total number of genes associated with a specific GO term; n - number of genes in the target set; b - number of genes in the intersection;Enrichment = (b/n) / (B/N). ^ψ^Adjusted *P* value is the correction of the P value for multiple testing using the Benjamini and Hochberg method (Benjamini and Hochberg 1995 J R Statist Soc B 57 (1):289–300).

# Supplementary material for: The longevity response to warm temperature is neurally controlled via the regulation of collagen genes
**Source:** Aging Cell. 2023 Mar 9;22(5):e13815. doi: 10.1111/acel.13815
**Supplement:** Supplementary file 15 — Table S14

**Table S14. Attenuated molecular functions in 1-day-old wild-type adults grown at 25°C relative to those grown at 20°C (RNA-seq analysis with 1% FDR)**

**(A) Attenuated molecular functions**

**(B) Downregulated genes related to the reduced cuticle structure activity**

| Genes | Fold change | Adjusted *P* value^ψ^ | Genes | Fold change | Adjusted *P* value^ψ^ |
| --- | --- | --- | --- | --- | --- |
| col-88 | 2341.3 | 9.74E-05 | col-146 | 239.8 | 9.74E-05 |
| col-49 | 1800.4 | 9.74E-05 | col-12 | 200.8 | 9.74E-05 |
| rol-1 | 1672.2 | 9.74E-05 | col-38 | 186.1 | 9.74E-05 |
| col-161 | 1505.4 | 9.74E-05 | col-110 | 170.8 | 9.74E-05 |
| cut-2 | 1377.2 | 9.74E-05 | col-169 | 165.9 | 9.74E-05 |
| col-63 | 1318.0 | 9.74E-05 | col-180 | 162.8 | 9.74E-05 |
| col-156 | 1299.9 | 9.74E-05 | col-7 | 151.6 | 9.74E-05 |
| col-120 | 1229.9 | 9.74E-05 | bli-6 | 150.3 | 9.74E-05 |
| col-138 | 1172.0 | 9.74E-05 | col-89 | 141.7 | 9.74E-05 |
| col-73 | 1124.8 | 9.74E-05 | col-111 | 107.1 | 9.74E-05 |
| col-91 | 1089.5 | 9.74E-05 | bli-1 | 97.2 | 9.74E-05 |
| col-137 | 1066.7 | 0.003494 | col-113 | 87.7 | 9.74E-05 |
| dpy-5 | 1002.6 | 9.74E-05 | col-62 | 70.9 | 9.74E-05 |
| col-77 | 974.0 | 9.74E-05 | col-61 | 64.0 | 9.74E-05 |
| col-145 | 963.3 | 9.74E-05 | col-13 | 60.9 | 9.74E-05 |
| col-109 | 926.0 | 9.74E-05 | sqt-3 | 48.8 | 9.74E-05 |
| col-65 | 920.6 | 9.74E-05 | ram-2 | 42.6 | 9.74E-05 |
| col-60 | 843.2 | 9.74E-05 | col-144 | 37.8 | 9.74E-05 |
| dpy-13 | 823.2 | 9.74E-05 | col-186 | 37.3 | 9.74E-05 |
| sqt-2 | 812.6 | 9.74E-05 | col-10 | 33.3 | 9.74E-05 |
| col-14 | 811.7 | 9.74E-05 | cut-4 | 32.8 | 9.74E-05 |
| col-162 | 787.5 | 9.74E-05 | col-69 | 23.7 | 0.001077 |
| col-97 | 779.7 | 9.74E-05 | dpy-8 | 22.0 | 9.74E-05 |
| col-170 | 777.2 | 9.74E-05 | col-150 | 18.1 | 9.74E-05 |
| sqt-1 | 735.1 | 0.002925 | col-34 | 16.3 | 0.001503 |
| col-157 | 706.7 | 9.74E-05 | bli-5 | 15.7 | 0.000643 |
| col-107 | 693.9 | 9.74E-05 | dpy-7 | 15.6 | 9.74E-05 |
| col-154 | 670.5 | 9.74E-05 | col-147 | 13.8 | 9.74E-05 |
| col-130 | 657.6 | 9.74E-05 | col-68 | 12.1 | 9.74E-05 |
| dpy-4 | 624.1 | 9.74E-05 | cut-5 | 11.3 | 9.74E-05 |
| col-104 | 617.0 | 9.74E-05 | col-159 | 11.0 | 9.74E-05 |
| rol-6 | 540.3 | 9.74E-05 | col-166 | 9.4 | 9.74E-05 |
| col-71 | 446.1 | 9.74E-05 | col-155 | 8.8 | 9.74E-05 |
| col-58 | 411.6 | 9.74E-05 | col-149 | 6.9 | 9.74E-05 |
| col-133 | 406.4 | 9.74E-05 | col-118 | 6.2 | 9.74E-05 |
| col-125 | 397.6 | 9.74E-05 | dpy-9 | 5.9 | 9.74E-05 |
| col-172 | 395.3 | 0.004226 | col-139 | 5.6 | 9.74E-05 |
| col-79 | 340.7 | 9.74E-05 | dpy-2 | 5.2 | 9.74E-05 |
| rol-8 | 339.6 | 9.74E-05 | col-129 | 4.2 | 9.74E-05 |
| col-90 | 337.2 | 9.74E-05 | col-99 | 3.1 | 9.74E-05 |
| col-167 | 316.9 | 9.74E-05 | col-76 | 3.0 | 9.74E-05 |
| col-168 | 309.3 | 9.74E-05 | col-141 | 2.9 | 9.74E-05 |
| col-48 | 279.6 | 9.74E-05 | col-64 | 2.8 | 9.74E-05 |
| col-173 | 279.4 | 9.74E-05 | col-153 | 2.0 | 9.74E-05 |
| col-174 | 260.1 | 9.74E-05 |  |  |  |

^#^ P-value is computed according to the mHG model (Eden *et al.* 2007 PLoS Comp Bio 3(3):e39). * FDR q-value is the correction of the above p-value for multiple testing using the Benjamini and Hochberg method (Benjamini and Hochberg 1995 J R Statist Soc B 57(1):289-300). ^§^ Enrichment (N, B, n, b) is defined as follows: N - total number of genes; B - total number of genes associated with a specific GO term; n - number of genes in the target set; b - number of genes in the intersection;Enrichment = (b/n) / (B/N). ^ψ^Adjusted *P* value is the correction of the P value for multiple testing using the Benjamini and Hochberg method (Benjamini and Hochberg 1995 J R Statist Soc B 57 (1):289–300).

# Supplementary material for: The longevity response to warm temperature is neurally controlled via the regulation of collagen genes
**Source:** Aging Cell. 2023 Mar 9;22(5):e13815. doi: 10.1111/acel.13815
**Supplement:** Supplementary file 16 — Table S15

**Table S15. Enriched molecular functions in 1-day-old adult *npr-8(ok1439)* animals grown at 20°C relative to wild-type animals**

**(A) Enriched molecular functions**

| GO term | Description | P-value^#^ | FDR q-value* | Enrichment (N, B, n, b)^§^ |
| --- | --- | --- | --- | --- |
| GO:0042302 | structural constituent of cuticle | 3.08E-06 | 7.93E-03 | 3.91 (10882,139,320,16) |
| GO:0004867 | serine-type endopeptidase inhibitor activity | 1.79E-05 | 2.30E-02 | 5.23 (10882,65,320,10) |
| GO:0008061 | chitin binding | 3.43E-05 | 2.94E-02 | 12.15 (10882,14,320,5) |
| GO:0004866 | endopeptidase inhibitor activity | 6.39E-05 | 4.11E-02 | 4.53 (10882,75,320,10) |
| GO:0030246 | carbohydrate binding | 8.95E-05 | 4.61E-02 | 2.88 (10882,201,320,17) |
| GO:0061135 | endopeptidase regulator activity | 8.97E-05 | 3.85E-02 | 4.36 (10882,78,320,10) |
| GO:0030414 | peptidase inhibitor activity | 1.11E-04 | 4.10E-02 | 4.25 (10882,80,320,10) |

**(B) Upregulated genes related to the enriched cuticle structure activity**

| Genes | Fold change | Adjusted *P* value^ψ^ | Genes | Fold change | Adjusted *P* value^ψ^ |
| --- | --- | --- | --- | --- | --- |
| col-98 | 10.7 | 2.95E-02 | col-176 | 5.6 | 4.91E-04 |
| col-143 | 8.6 | 4.91E-04 | let-653 | 4.9 | 4.91E-04 |
| dpy-8 | 7.5 | 4.91E-04 | col-101 | 3.9 | 4.91E-04 |
| dpy-2 | 7.1 | 4.91E-04 | col-41 | 3.9 | 4.91E-04 |
| dpy-7 | 6.9 | 4.91E-04 | bli-1 | 3.7 | 3.05E-02 |
| dpy-9 | 6.7 | 4.91E-04 | col-149 | 3.6 | 4.91E-04 |
| Y69H2.14 | 6 | 4.91E-04 | col-142 | 3.2 | 4.91E-04 |
| col-103 | 5.9 | 4.91E-04 | col-147 | 2.2 | 4.91E-04 |

^#^ P-value is computed according to the mHG model (Eden *et al.* 2007 PLoS Comp Bio 3(3):e39). * FDR q-value is the correction of the above p-value for multiple testing using the Benjamini and Hochberg method (Benjamini and Hochberg 1995 J R Statist Soc B 57(1):289-300). ^§^ Enrichment (N, B, n, b) is defined as follows: N - total number of genes; B - total number of genes associated with a specific GO term; n - number of genes in the target set; b - number of genes in the intersection;Enrichment = (b/n) / (B/N). ^ψ^Adjusted *P* value is the correction of the P value for multiple testing using the Benjamini and Hochberg method (Benjamini and Hochberg 1995 J R Statist Soc B 57 (1):289–300).

# Supplementary material for: The longevity response to warm temperature is neurally controlled via the regulation of collagen genes
**Source:** Aging Cell. 2023 Mar 9;22(5):e13815. doi: 10.1111/acel.13815
**Supplement:** Supplementary file 18 — Table S17

**Table S17. Enriched molecular functions in 1-day-old adult *npr-8(ok1439)* animals grown at 25°C relative to wild-type animals**

**(A) Enriched molecular functions**

| GO term | Description | P-value^#^ | FDR q-value* | Enrichment (N, B, n, b)^§^ |
| --- | --- | --- | --- | --- |
| GO:0042302 | structural constituent of cuticle | 7.76E-43 | 1.97E-39 | 6.56 (9614,122,841,70) |
| GO:0004721 | phosphoprotein phosphatase activity | 1.91E-26 | 2.43E-23 | 4.70 (9614,146,841,60) |
| GO:0004725 | protein tyrosine phosphatase activity | 1.76E-23 | 1.49E-20 | 6.01 (9614,78,841,41) |
| GO:0016791 | phosphatase activity | 5.68E-18 | 3.60E-15 | 3.30 (9614,215,841,62) |
| GO:0140096 | catalytic activity, acting on a protein | 7.24E-18 | 3.67E-15 | 1.87 (9614,1069,841,175) |
| GO:0004672 | protein kinase activity | 4.96E-17 | 2.10E-14 | 2.69 (9614,340,841,80) |
| GO:0042578 | phosphoric ester hydrolase activity | 5.50E-15 | 1.99E-12 | 2.89 (9614,245,841,62) |
| GO:0004715 | non-membrane spanning protein tyrosine kinase activity | 7.28E-15 | 2.31E-12 | 6.57 (9614,40,841,23) |
| GO:0016773 | phosphotransferase activity, alcohol group as acceptor | 1.24E-13 | 3.49E-11 | 2.34 (9614,395,841,81) |
| GO:0005198 | structural molecule activity | 3.24E-13 | 8.23E-11 | 2.45 (9614,336,841,72) |
| GO:0016301 | kinase activity | 7.34E-11 | 1.69E-08 | 2.07 (9614,452,841,82) |
| GO:0004674 | protein serine/threonine kinase activity | 2.81E-10 | 5.95E-08 | 2.44 (9614,258,841,55) |
| GO:0004713 | protein tyrosine kinase activity | 5.00E-10 | 9.77E-08 | 4.03 (9614,71,841,25) |
| GO:0016788 | hydrolase activity, acting on ester bonds | 2.20E-08 | 4.00E-06 | 1.88 (9614,474,841,78) |
| GO:0016772 | transferase activity, transferring phosphorus-containing groups | 6.50E-07 | 1.10E-04 | 1.71 (9614,548,841,82) |
| GO:0004722 | protein serine/threonine phosphatase activity | 2.65E-06 | 4.20E-04 | 3.37 (9614,61,841,18) |
| GO:0005102 | signaling receptor binding | 1.62E-05 | 2.42E-03 | 2.14 (9614,182,841,34) |

**(B) Upregulated genes related to the enriched cuticle structure activity**

| Genes | Fold change | Adjusted *P* value^ψ^ | Genes | Fold change | Adjusted *P* value^ψ^ |
| --- | --- | --- | --- | --- | --- |
| col-7 | 36.1 | 2.07E-04 | col-162 | 12 | 2.07E-04 |
| col-88 | 27 | 2.07E-04 | rol-6 | 11.9 | 2.07E-04 |
| cut-2 | 24.2 | 2.07E-04 | col-147 | 11.9 | 2.07E-04 |
| col-146 | 23.8 | 2.07E-04 | col-14 | 11.8 | 2.07E-04 |
| col-170 | 22.8 | 5.67E-04 | col-97 | 11.8 | 3.85E-03 |
| col-161 | 21.7 | 2.07E-04 | col-137 | 11.4 | 2.80E-02 |
| rol-1 | 21.7 | 3.09E-02 | col-125 | 11.1 | 2.07E-04 |
| col-133 | 21.4 | 2.07E-04 | col-130 | 11.1 | 2.07E-04 |
| col-49 | 21.3 | 2.07E-04 | col-60 | 10.9 | 2.07E-04 |
| col-63 | 19.7 | 1.95E-03 | col-180 | 10.8 | 2.07E-04 |
| col-145 | 19.2 | 2.07E-04 | col-169 | 10.7 | 2.07E-04 |
| col-156 | 18.3 | 5.67E-04 | col-58 | 9.6 | 2.07E-04 |
| col-154 | 17.6 | 2.07E-04 | col-79 | 8.6 | 1.72E-02 |
| col-91 | 17.6 | 3.93E-04 | rol-8 | 8.2 | 2.07E-04 |
| col-73 | 17.5 | 2.07E-04 | col-104 | 8.2 | 1.43E-02 |
| col-167 | 17.3 | 2.07E-04 | col-13 | 8.2 | 2.07E-04 |
| col-149 | 16.8 | 2.07E-04 | col-139 | 6.4 | 2.07E-04 |
| col-172 | 16.6 | 2.41E-02 | col-173 | 5.3 | 2.07E-04 |
| sqt-2 | 16.6 | 2.07E-04 | col-129 | 5.2 | 2.07E-04 |
| dpy-5 | 16 | 2.07E-04 | bli-6 | 4.8 | 2.07E-04 |
| col-109 | 15.8 | 2.79E-03 | col-110 | 4.6 | 2.07E-04 |
| col-168 | 15.6 | 2.07E-04 | col-150 | 4.5 | 2.07E-04 |
| col-77 | 15.5 | 2.07E-04 | col-89 | 4.1 | 2.07E-04 |
| sqt-1 | 15.4 | 3.20E-03 | col-159 | 4 | 2.07E-04 |
| col-62 | 15.2 | 2.07E-04 | dpy-8 | 3.6 | 2.07E-04 |
| dpy-13 | 15.1 | 2.79E-03 | col-141 | 3.5 | 2.07E-04 |
| col-138 | 15 | 2.07E-04 | col-113 | 3.1 | 2.07E-04 |
| col-12 | 14.4 | 2.07E-04 | col-10 | 3.1 | 2.07E-04 |
| lon-3 | 14.4 | 1.77E-02 | col-144 | 3 | 2.07E-04 |
| col-65 | 14 | 2.07E-04 | col-38 | 3 | 2.07E-04 |
| dpy-4 | 13.1 | 2.07E-04 | col-142 | 2.8 | 2.07E-04 |
| col-120 | 13.1 | 2.07E-04 | dpy-7 | 2.7 | 2.07E-04 |
| col-107 | 12.7 | 1.05E-03 | col-111 | 2.5 | 2.07E-04 |
| col-157 | 12.6 | 2.07E-04 | cut-4 | 2.4 | 2.07E-04 |
| col-90 | 12.2 | 2.07E-04 | col-166 | 2 | 2.07E-04 |

^#^ P-value is computed according to the mHG model (Eden *et al.* 2007 PLoS Comp Bio 3(3):e39). * FDR q-value is the correction of the above p-value for multiple testing using the Benjamini and Hochberg method (Benjamini and Hochberg 1995 J R Statist Soc B 57(1):289-300). ^§^ Enrichment (N, B, n, b) is defined as follows: N - total number of genes; B - total number of genes associated with a specific GO term; n - number of genes in the target set; b - number of genes in the intersection;Enrichment = (b/n) / (B/N). ^ψ^Adjusted *P* value is the correction of the P value for multiple testing using the Benjamini and Hochberg method (Benjamini and Hochberg 1995 J R Statist Soc B 57 (1):289–300).

# Supplementary material for: The longevity response to warm temperature is neurally controlled via the regulation of collagen genes
**Source:** Aging Cell. 2023 Mar 9;22(5):e13815. doi: 10.1111/acel.13815
**Supplement:** Supplementary file 21 — Table S20

**Table S20. Enriched molecular functions in *npr-8(ok1439)* animals relative to wild-type animals at 25°C but not at 20°C in Day 1**

**(A) Enriched molecular functions**

| GO term | Description | P-value^#^ | FDR q-value* | Enrichment (N, B, n, b)^§^ |
| --- | --- | --- | --- | --- |
| GO:0042302 | structural constituent of cuticle | 5.11E-39 | 1.30E-35 | 6.53 (9627,122,785,65) |
| GO:0004721 | phosphoprotein phosphatase activity | 3.48E-27 | 4.43E-24 | 4.96 (9627,146,785,59) |
| GO:0004725 | protein tyrosine phosphatase activity | 1.16E-24 | 9.86E-22 | 6.45 (9627,78,785,41) |
| GO:0140096 | catalytic activity, acting on a protein | 9.05E-20 | 5.76E-17 | 1.97 (9627,1066,785,171) |
| GO:0004672 | protein kinase activity | 7.21E-19 | 3.67E-16 | 2.89 (9627,340,785,80) |
| GO:0016791 | phosphatase activity | 7.95E-19 | 3.37E-16 | 3.48 (9627,215,785,61) |
| GO:0042578 | phosphoric ester hydrolase activity | 7.79E-16 | 2.83E-13 | 3.05 (9627,245,785,61) |
| GO:0004715 | non-membrane spanning protein tyrosine kinase activity | 1.57E-15 | 5.00E-13 | 7.05 (9627,40,785,23) |
| GO:0016773 | phosphotransferase activity, alcohol group as acceptor | 2.37E-15 | 6.69E-13 | 2.51 (9627,395,785,81) |
| GO:0016301 | kinase activity | 1.66E-12 | 4.21E-10 | 2.23 (9627,451,785,82) |
| GO:0005198 | structural molecule activity | 3.28E-12 | 7.60E-10 | 2.44 (9627,337,785,67) |
| GO:0004674 | protein serine/threonine kinase activity | 1.88E-11 | 3.99E-09 | 2.61 (9627,258,785,55) |
| GO:0004713 | protein tyrosine kinase activity | 1.12E-10 | 2.19E-08 | 4.32 (9627,71,785,25) |
| GO:0016788 | hydrolase activity, acting on ester bonds | 5.01E-09 | 9.10E-07 | 1.97 (9627,474,785,76) |
| GO:0016772 | transferase activity, transferring phosphorus-containing groups | 2.62E-08 | 4.45E-06 | 1.84 (9627,546,785,82) |
| GO:0004722 | protein serine/threonine phosphatase activity | 4.57E-06 | 7.27E-04 | 3.42 (9627,61,785,17) |
| GO:0005102 | signaling receptor binding | 2.49E-05 | 3.72E-03 | 2.16 (9627,182,785,32) |

**(B) Upregulated genes related to the enriched cuticle structure activity**

| Gene | Fold change | Adjusted *P* value^ψ^ | Gene | Fold change | Adjusted *P* value^ψ^ |
| --- | --- | --- | --- | --- | --- |
| col-7 | 36.1 | 2.07E-04 | col-90 | 12.2 | 2.07E-04 |
| col-88 | 27 | 2.07E-04 | col-162 | 12 | 2.07E-04 |
| cut-2 | 24.2 | 2.07E-04 | rol-6 | 11.9 | 2.07E-04 |
| col-146 | 23.8 | 2.07E-04 | col-14 | 11.8 | 2.07E-04 |
| col-170 | 22.8 | 5.67E-04 | col-97 | 11.8 | 3.85E-03 |
| col-161 | 21.7 | 2.07E-04 | col-137 | 11.4 | 2.80E-02 |
| rol-1 | 21.7 | 3.09E-02 | col-125 | 11.1 | 2.07E-04 |
| col-133 | 21.4 | 2.07E-04 | col-130 | 11.1 | 2.07E-04 |
| col-49 | 21.3 | 2.07E-04 | col-60 | 10.9 | 2.07E-04 |
| col-63 | 19.7 | 1.95E-03 | col-180 | 10.8 | 2.07E-04 |
| col-145 | 19.2 | 2.07E-04 | col-169 | 10.7 | 2.07E-04 |
| col-156 | 18.3 | 5.67E-04 | col-58 | 9.6 | 2.07E-04 |
| col-154 | 17.6 | 2.07E-04 | col-79 | 8.6 | 1.72E-02 |
| col-91 | 17.6 | 3.93E-04 | rol-8 | 8.2 | 2.07E-04 |
| col-73 | 17.5 | 2.07E-04 | col-104 | 8.2 | 1.43E-02 |
| col-167 | 17.3 | 2.07E-04 | col-13 | 8.2 | 2.07E-04 |
| col-172 | 16.6 | 2.41E-02 | col-139 | 6.4 | 2.07E-04 |
| sqt-2 | 16.6 | 2.07E-04 | col-173 | 5.3 | 2.07E-04 |
| dpy-5 | 16 | 2.07E-04 | col-129 | 5.2 | 2.07E-04 |
| col-109 | 15.8 | 2.79E-03 | bli-6 | 4.8 | 2.07E-04 |
| col-168 | 15.6 | 2.07E-04 | col-110 | 4.6 | 2.07E-04 |
| col-77 | 15.5 | 2.07E-04 | col-150 | 4.5 | 2.07E-04 |
| sqt-1 | 15.4 | 3.20E-03 | col-89 | 4.1 | 2.07E-04 |
| col-62 | 15.2 | 2.07E-04 | col-159 | 4 | 2.07E-04 |
| dpy-13 | 15.1 | 2.79E-03 | col-141 | 3.5 | 2.07E-04 |
| col-138 | 15 | 2.07E-04 | col-113 | 3.1 | 2.07E-04 |
| col-12 | 14.4 | 2.07E-04 | col-10 | 3.1 | 2.07E-04 |
| lon-3 | 14.4 | 1.77E-02 | col-144 | 3 | 2.07E-04 |
| col-65 | 14 | 2.07E-04 | col-38 | 3 | 2.07E-04 |
| dpy-4 | 13.1 | 2.07E-04 | col-111 | 2.5 | 2.07E-04 |
| col-120 | 13.1 | 2.07E-04 | cut-4 | 2.4 | 2.07E-04 |
| col-107 | 12.7 | 1.05E-03 | col-166 | 2 | 2.07E-04 |
| col-157 | 12.6 | 2.07E-04 |  |  |  |

^#^ P-value is computed according to the mHG model (Eden *et al.* 2007 PLoS Comp Bio 3(3):e39). * FDR q-value is the correction of the above p-value for multiple testing using the Benjamini and Hochberg method (Benjamini and Hochberg 1995 J R Statist Soc B 57(1):289-300). ^§^ Enrichment (N, B, n, b) is defined as follows: N - total number of genes; B - total number of genes associated with a specific GO term; n - number of genes in the target set; b - number of genes in the intersection;Enrichment = (b/n) / (B/N). ^ψ^Adjusted *P* value is the correction of the P value for multiple testing using the Benjamini and Hochberg method (Benjamini and Hochberg 1995 J R Statist Soc B 57 (1):289–300).

How the deposited data were processed for this re-analysis (not part of the article)

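RNA was sequenced from 40 libraries of *C. elegans*, 5 for each of 8 groups given by genotype (wild type or *npr-8(ok1439)*), age (young or old adults) and growth temperature (20°C or 25°C). The young animals are 1-day-old adults in the paper and 0-day-old adults in the sample labels, and the old animals are 9-day-old in both. The genotype of a library was taken from its label.

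The authors aligned the reads to the ce10 build with HISAT2 and ran Cuffquant and Cuffdiff on the 2 groups of each comparison. For 5 comparisons the tables give, for each of 41560 genes and each library, the fragments as the authors' Cuffdiff run estimated them (expected counts, not scaled) and the FPKM, which the authors' Cuffdiff run scaled within the table. For old animals at 20°C the table used gives these values for 49823 transcripts. In addition, 6 tables by the authors give the FPKM of each group, its log2 fold change as Cuffdiff computed it, and the p-value and q-value of Cuffdiff's test with the false discovery rate controlled over the genes of the table. For both comparisons of the genotypes in old animals the column of log2 fold changes made by the authors' Cuffdiff run was treated as a score, since vanishing FPKM in a few genes give values beyond any real range. All but 62 to 70 genes per gene table have whole numbers of fragments, and 79.2% of the transcript values are whole. In all, 12 columns of fragments scaled by Cuffdiff were not used here.

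Fragments were rounded to whole numbers. For old animals at 20°C, transcripts were summed to genes. They were assigned to genes by their accession in the reference list and, where that failed, by an exact match of the 5 wild-type values to the gene table that holds the same libraries, within 1 fragment or 1%. Matches by counts were dropped where the summed FPKM departed by over 2% from the authors' table, which removed 30. Of the 13851 genes with a mean of at least 10 fragments in the wild-type libraries, 10819 were matched by accession and 1596 by counts, so that 12415 (89.6%) entered the comparison. These genes hold 83.4% of the wild-type fragments. For 99.4% of the genes matched by accession, the *npr-8(ok1439)* FPKM was within 2% of the authors' table. Genes that Cuffdiff marked as failed or as too deep in a gene table (8 to 104 per table) were left out of the comparisons that use it. The names of 11 genes had been turned into dates by a spreadsheet and were left as they are. Positions are those of the authors' tables in ce10, and no position of another build was used. In these tables 3597 genes span over 100000 bases, so that their intervals overlap other genes.

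The libraries held between 18690583 and 36883662 fragments on genes, with a median of 26451138, and the 10 genes with most fragments held 4.73% to 12.74% of them. Where a gene had no fragment in any library of a group, its fold change is a bound computed against 3 fragments in the median library of that group. Where it had 1 to 3 fragments in the whole group, the ratio of the groups is given with an exact Clopper-Pearson interval (95%), computed from both counts and scaled by the library sizes after TMM. Bounds and intervals cover counting error only. No molecular identifiers are given, so fragments are not independent molecules.

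Genes were tested with edgeR 4.0.16 in R 4.3.3: its filterByExpr function (minimum count 10, minimum total 15), TMM scaling, estimated dispersions, robust quasi-likelihood fits and the quasi-likelihood F test, two-sided. P was adjusted by the Benjamini-Hochberg method over all genes tested in a comparison. A gene was called higher or lower at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. The prior count for fold changes was 0.125. The standard error given is the size of the log2 fold change divided by the square root of F. The comparisons were 25°C against 20°C in young wild-type animals, old against young in wild-type animals at each temperature, *npr-8(ok1439)* against wild type in young and old animals at each temperature, and 4 interactions of 2 of these factors over 20 libraries each. Genes named *col-* and a number (156 in the gene tables) were compared with all other tested genes by Fisher's exact test, two-sided, adjusted over 14 tests. The study's own lists were also adjusted over the list alone. Principal components were computed from log2(CPM + 1), with CPM the fragments per 1000000 of the library,, centred, over 19738 genes.

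A total of 14 sets of genes, fixed beforehand, were tested in each of the 11 comparisons and interactions with camera (preset correlation 0.01) and fry from limma 3.58.1, with Benjamini-Hochberg adjustment over the 154 tests. They were cell cycle, oocyte and embryo, P granule, vitellogenin, sperm, sperm kinase and phosphatase, molting, body wall muscle, pan-neuronal, neuropeptide, chemoreceptor, heat shock, ribosomal protein and *col-* genes. Gene ontology terms were not analysed here.

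The genes named in the text were set by a rule. They are 16 genes the study names (*npr-8*, *rol-1*, *col-49*, *col-77*, *col-139*, *col-179*, *col-98*, *col-7*, *col-88*, *cut-2*, *grl-21*, C42D4.3, *meg-1*, *meg-2*, *daf-16* and *skn-1*), and in each comparison the 2 genes with the largest and the 2 with the smallest log2 fold change among called genes with a mean of at least 50 fragments per library in the higher group and no overlap between the groups. Members of a set are named only where the set is reported, and the genes of Tables 3b and S15B were compared between ages. Genes named outside this rule are marked where they appear.

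The alternatives were DESeq2 1.42.0, RLE size factors in edgeR, library size alone, no filter on low counts, an adjusted p under 0.01, a term for the replicate number, each library left out in turn (replicate numbers give the order of the libraries in the authors' tables, which nothing ties to the replicates of the sample labels), and limma's trend method on log2(FPKM + 1) and log2(FPKM + 0.1). For the counts of genes with log2 fold changes of at least 5, an unadjusted p at or under 10e-100 by DESeq2 or edgeR was tried. For the principal components, the 500 most variable genes, log2(FPKM + 1) and scaled genes were tried. These choices, the sets, the comparisons and the rule for naming genes were made before the data were examined. Chosen after that were limma's test on rescaled FPKM, on the FPKM without the libraries whose FPKM depart from their fragments, and the comparison of old animals at 20°C with genes matched by accession only. Each comparison was also repeated on 100 splits of its libraries into groups of the same sizes, the real one included.

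The procedure was tested on simulated data with 200 changed genes per comparison or interaction. It recovered 198 to 200 of them, with 0 to 3 false calls. On simulated sets, camera called 5 of 5 changed sets and 0 of 65 unchanged ones, and fry 5 of 5 and 1 of 65. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and data.table 1.17.8, and figures were drawn with matplotlib 3.10.9. The list of Table S19 was not tested here, since the copy used holds 1 gene fewer than the paper counts.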

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

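The tests of explanations in this part, the splits of the libraries and limma's test without the libraries whose FPKM depart were chosen only after the results were seen, whereas the comparisons, the interactions and the gene sets were planned.

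In each of the 8 groups, 7 measures were checked for a library that lay far from the other 4, given the range of the group. These were the number of fragments, the first and second principal components, the scale of the FPKM against the fragments, the slope of the fragments on gene length, and the median log2(CPM + 1) of *col-* genes and of vitellogenin genes. Of the 56 checks, 9 singled out a library, where chance gives about 2.8.

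The FPKM of replicate 4 of young wild-type animals at 25°C lay at −3.01 relative to its CPM on the log2 scale (median over 8573 genes), against 0.14 to 0.24 in the other replicates. Those of replicate 3 of young *npr-8(ok1439)* animals at 25°C lay at −3.01, against −0.52 to −0.02. The departure was not a single factor for all genes. Over 7291 genes the SD of the log2 ratio was 0.93 and 0.88 in these libraries and between 0.05 and 0.16 in the other libraries. The slope on gene length of the first of these libraries, −0.0151 against 0.00249 to 0.00593 in its group, and the FPKM scale of replicate 1 of old *npr-8(ok1439)* animals at 25°C, 0.0399 against −0.05 to −0.03, also stood apart, by amounts small beside these. If the FPKM of these libraries are why limma's test on log2(FPKM + 1) called fewer higher genes, leaving them out should bring the counts up. Without them it called 3566 genes higher at 25°C than at 20°C in young wild-type animals, against 1322 with them and 3198 from the fragments. Its count of lower genes went the other way, from 4639 with them to 4118 without them, against 5213 from the fragments. In young *npr-8(ok1439)* against wild-type animals at 25°C it called 880 genes higher without them, against 110 with them and 2014 from the fragments. Both counts of higher genes go with this explanation, which leaves open the rest of the distance to 2014 and the lower genes of the first comparison. How the FPKM came to depart is not shown by the values, and no biological explanation was tested, since the fragments come from the same libraries.

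Replicate 1 of young *npr-8(ok1439)* animals at 25°C had a slope of −0.287 on gene length, against −0.0167 to 0.0442 in the other replicates, and a median of 10.65 for the vitellogenin genes, against 12.71 to 13.02. Over genes, its deviation from the other replicates had a Spearman correlation of −0.574 with relative gene length, outside the range of the other 39 libraries (−0.351 to 0.423), so that a bias against long genes may account for part of the difference. With the trend on length taken out, its vitellogenin genes were still lower by a median of −1.44, so length does not account for all of it. After this correction 13 of 14 sets had a negative median deviation, among them the molting genes at −0.72, which an earlier stage of these animals should raise, and the oocyte and embryo genes at −0.76, which it should lower. An earlier stage and what lowers most sets in this library cannot be told apart, since these sets fell together. Its distance to its own group was 0.726 of that to the nearest other group, which argues against a label of another group. Without this library, 1973 genes were higher and 413 lower in young *npr-8(ok1439)* animals at 25°C, and 80 *col-* genes were higher and 1 lower. What set the length trend in this library stays open.

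Replicate 2 of young wild-type animals at 20°C had a median of 5.07 for *col-* genes, against 6.30 to 6.74 in the other replicates, and of 5.36 for vitellogenin genes, against 8.14 to 8.99. Taken gene by gene over the 107 *col-* genes with a mean of at least 20 fragments and an FPKM over 0 in each library, its median deviation from the other replicates was only 0.03, within their range of −0.08 to 0.09, so the typical gene among these was not lower. Its distance to its own group was 0.693 of that to the nearest other group, which argues against a label of another group. Its molting genes deviated by a median of 0.40 from the other replicates, so that an earlier stage of these animals is a candidate explanation, found and tested on the same library, although its oocyte and embryo genes, at −0.09, lay within the range of the other replicates (−0.18 to 0.22). Without this library, 3232 genes were higher and 5285 lower at 25°C in young wild-type animals, and in old relative to young wild-type animals at 20°C 4128 were higher and 5687 lower. Other differences between the cultures of this group were not tested.

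Replicate 1 of old *npr-8(ok1439)* animals at 25°C lay at 55.18 on the first principal component, against 61.19 to 63.33 in the other replicates. Its distance to its own group was 0.522 of that to the nearest other group, which argues against a label of another group. It had 18690583 fragments, the fewest of the 40 libraries, and whether depth accounts for its place was not tested, nor was a biological explanation. Without it, 9 *col-* genes were lower in old *npr-8(ok1439)* animals at 25°C, against 5 with it.

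The effect of *npr-8(ok1439)* in young animals differed between the temperatures, with an interaction of genotype and temperature that was positive for 2453 genes and negative for 852, and for 84 and 10 of the 126 *col-* genes tested. Of 100 splits that regrouped the libraries by one factor within each level of the other, the real one included, 1 gave as many genes and 1 as many *col-* genes. Such splits also mix the main effect of the regrouped factor into the term and the spread. They therefore cannot show how often an interaction this large would arise without one. The most that another split gave was 514 genes and 18 *col-* genes. A scaling factor moves all genes of a library alike, whereas the median term of the *col-* genes lay 2.29 above that of the other genes (from 2.10 to 2.45 across the 20 fits that each left out 1 library), which argues against the scaling as the cause. With library size alone in place of TMM, 86 *col-* genes had a positive term, and the median of all genes moved by 0.21. A change of the genotype's effect with temperature stays open, as does a difference in the stage of the young animals.

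At 20°C the effect of *npr-8(ok1439)* differed between the ages, with an interaction that was positive for 1639 genes and negative for 1848, and for 4 and 69 of the 124 *col-* genes tested. Only 1 of 100 such splits gave as many genes, and 1 as many *col-* genes, the real one in both cases. The same limit holds for what these splits can show. Other splits reached 565 genes and 10 *col-* genes. The median term of the *col-* genes differed from that of the other genes by −1.71 (from −1.84 to −1.60 without 1 library), which no scaling of the libraries gives. A change of the effect with age, or with what differs between cultures of different ages, stays open and was not tested further.

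In old animals the effect of *npr-8(ok1439)* differed between the temperatures for fewer genes, with a positive interaction for 631 and a negative one for 343. Of the 103 *col-* genes tested, 56 had a positive term and 0 a negative one (61 and 0 at an unadjusted p under 0.05). Of 100 such splits, 3 gave as many genes, the real one included, with up to 2123 in another split. For *col-* genes, 2 of 100 gave as many, with up to 71. Since these splits mix in the main effect of the genotype, they cannot decide for or against the interaction. The median term of the *col-* genes lay 1.59 above that of the other genes (from 1.37 to 1.71 without 1 library), which argues against the scaling as the cause. Library size alone gave 61 *col-* genes with a positive term, moved the median of all genes by 0.11 and gave counts of 820 and 261. Temperature as a condition of the effect stays open, untested beyond this.

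Age and temperature also interacted in wild-type animals, a result the paper does not report. The effect of age was more positive at 25°C than at 20°C for 4998 genes and more negative for 3427, and for 82 and 26 of 127 *col-* genes, with a median term of 4.55 for the family. Of 100 splits, 2 gave as many genes, with up to 9314 in another split, and 1 gave as many *col-* genes, the real one, with up to 98 in another. These splits mix in the main effect of age, so they cannot test the interaction either. The family's median lay 4.49 above that of the other genes (from 4.25 to 4.69 without 1 library), which argues against the scaling. Library size alone moved the median of all genes by 0.15. The 24 genes of oocytes and embryos all had a negative term, with a median of −3.78, and 28 of 29 cell cycle genes did, with a median of −1.82.

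The effect of age in wild-type animals at 25°C is in data that the paper does not report on as a comparison. Of 13851 genes tested by edgeR's quasi-likelihood test, 1255 were higher and 2135 lower in old animals, and of 98 *col-* genes 15 were higher and 47 lower. With library size alone 1606 genes were higher and 1742 lower, and the median of all genes moved by 0.22. Of 100 splits, 1 gave as many genes, the real one, and 1 as many *col-* genes. No other split gave more than 2 genes. Among the *col-* genes the share of lower genes was 48.0%, against 15.2% of other genes (Fisher's exact test, two-sided, odds ratio 5.15, adjusted p = 8.2e-14). Sperm genes had a median of −4.55 (39 of 40 lower, camera adjusted p = 9.0e-20), body wall muscle genes −2.50 (14 of 16 lower, camera adjusted p = 6.4e-40), ribosomal protein genes −0.65 (camera adjusted p = 1.4e-10) and vitellogenin genes −1.90 (3 of 4 lower, camera adjusted p = 7.1e-14). Heat shock genes had a median of 2.60 (4 of 5 higher, camera adjusted p = 0.0133). None of these directions changed with RLE size factors or library size alone. The largest increases were in *lips-11* (chromosome II, 1108848 to 1110999), at 4.74 ± 0.496 CPM (SD, n = 5), and *clx-1* (chromosome IV, 7734636 to 7736312), at 2.50 ± 1.13 CPM (SD, n = 5), which had no fragment in young animals and were at least 38.4-fold and 20.3-fold higher. The largest decreases were in *col-93*, listed over 1320020 bases of chromosome III, at a log2 fold change of −8.08 (standard error 0.13), and Y47D7A.6 (chromosome V, 4417802 to 4418202), with 397 fragments in young and 2 in old animals, a ratio of 246.7 (95% counting interval from 67.9 to 2044).

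The median log2 fold change of *col-* genes with age was −0.61 at 25°C, against −6.25 at 20°C. This is consistent with young wild-type animals at 20°C standing apart from the other wild-type groups in these genes, whose median log2(CPM + 1) had a mean of 6.60 there and of 1.01 to 1.38 in the other 3 wild-type groups, and it argues against a decline with age of the same size at both temperatures. Young *npr-8(ok1439)* animals were as high at 20°C, at 6.95, and lay between at 25°C, at 3.66. Whether temperature or the stage of the young animals sets the wild-type groups apart stays open.

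Sperm genes, which the text of the paper does not mention while its Tables S16 and S18 list sperm motility among the enriched processes of old *npr-8(ok1439)* animals, were higher in *npr-8(ok1439)* than in wild-type animals, with a median log2 fold change of 3.22 in old animals at 20°C, 3.19 in old animals at 25°C and 1.26 in young animals at 25°C (40 of 43 genes higher). Young animals mixed into the old *npr-8(ok1439)* samples would raise *col-* genes too, but the medians of these genes were −1.92 at 20°C and −0.28 at 25°C, which argues against such a mixture. The medians of the sperm genes in old animals lay 3.25 (20°C, from 3.01 to 3.68 without 1 library) and 3.20 (25°C, from 3.16 to 3.33) above those of the other genes, and a scaling factor moves all genes of a library alike, which argues against the scaling as the cause. A lasting difference between the genotypes in these genes may remain, as a hypothesis, and a difference in the timing of reproduction between the genotypes was not tested.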

How the results depend on the processing

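The alternatives of this part were set before the data were examined, apart from the tests on rescaled FPKM, on FPKM without the departing libraries and with genes matched by accession only, which were chosen only after the results were seen.

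Over all alternatives run for each comparison, 0 genes were called in one direction with edgeR and in the opposite direction in an alternative. No set called by camera had the opposite direction with fry, and no named gene reversed in the comparisons of groups. Set medians that changed sign with the scaling are given further on. Of the counts and shares, 296 values of alternatives other than leaving out a library lay within 1.5 times the reported value or within its spread, 49 were smaller, 10 larger and 2 shares moved. Of the tests of sets, 264 stayed on their side of the threshold, 43 passed it that had not and 1 no longer passed. Of the 43, 41 come from limma's fry test in place of camera.

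With DESeq2, RLE size factors, library size alone, no filter, an adjusted p under 0.01, the replicate number as a block or the 2 tests on FPKM, and with each library left out, genes higher at 25°C in young wild-type animals ran from 1322 to 4081 and genes lower from 4639 to 6160. With age at 20°C they ran from 4093 to 5320 and from 4845 to 6390. For *npr-8(ok1439)* they ran from 528 to 860 and 122 to 281 in young animals at 20°C, from 1317 to 1769 and 756 to 1576 in old animals at 20°C, from 110 to 2805 and 9 to 592 in young animals at 25°C, and from 1053 to 2093 and 309 to 636 in old animals at 25°C. The *col-* genes ran from 87 to 98 lower with temperature, from 97 to 109 lower with age, from 11 to 14 higher in young animals at 20°C, from 39 to 82 lower in old animals at 20°C and from 43 to 87 higher in young animals at 25°C. The interactions were not fitted with DESeq2 or on FPKM, and with the other alternatives the positive interaction of genotype and temperature covered 78 to 86 *col-* genes in young and 42 to 63 in old animals, and the negative interaction of genotype and age at 20°C covered 61 to 73. Genes of Table S4 lower at 25°C numbered 417 with DESeq2 and 486 with library size alone.

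Limma's test on log2(FPKM + 1) gave 1322 genes higher with temperature. In young *npr-8(ok1439)* animals at 20°C it gave 122 genes lower, with 1 *col-* gene lower. In old animals at 20°C it gave 756 genes lower, with 0 *col-* genes higher and 39 lower. At 25°C it gave 110 genes higher and 9 lower in young animals, with 43 *col-* genes higher and 0 lower, and 309 genes lower in old animals, with 1 *col-* gene higher and 2 lower. With log2(FPKM + 0.1) the values were 1585 genes higher with temperature, 4 *col-* genes higher in old animals at 20°C, 137 genes higher and 19 lower in young animals at 25°C, with 45 *col-* genes higher and 0 lower, and 5 *col-* genes higher and 3 lower in old animals at 25°C. The departing FPKM of 1 library in each group of young animals at 25°C are part of the cause, since without them 3566 genes were higher with temperature, and 880 were higher and 329 lower in young *npr-8(ok1439)* animals at 25°C, with 59 *col-* genes higher (0 were lower with and without them). For the other counts the cause was not tested.

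Limma's test on FPKM rescaled to the fragments gave 116 genes lower and 1 *col-* gene lower in young *npr-8(ok1439)* animals at 20°C, and 758 genes lower with 0 *col-* genes higher and 39 lower in old animals at 20°C. At 25°C it gave 402 genes higher and 191 lower with 47 *col-* genes higher and 0 lower in young animals, and 267 genes lower with 1 *col-* gene higher and 1 lower in old animals. The cause was not tested.

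The counts of *col-* genes that rest on a few genes moved with the test, the scaling and the filter, and the cause was not tested. With DESeq2, 5 were higher in old animals at 20°C, 3 lower in young animals at 25°C and 6 higher in old animals at 25°C. With library size alone, 0 were lower in young animals at 25°C, and 4 were higher and 3 lower in old animals at 25°C. Without the filter, 4 were higher in old animals at 20°C, 3 lower in young animals at 25°C and 8 higher in old animals at 25°C, and 2131 genes were higher with age in wild-type animals at 25°C. Across the 10 fits that each left out 1 library, from 1 to 2 *col-* genes were lower in young animals at 25°C. In old animals at 25°C, from 2 to 5 were higher and from 3 (without *npr-8(ok1439)* replicate 4) to 9 (without replicate 1) were lower.

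For the remaining counts, leaving out a library gave 592 values within 1.5 times the reported one. From 3204 to 3314 genes were higher and 5229 to 5394 lower with temperature, and 4107 to 4149 and 5655 to 5744 with age at 20°C. The genes called in every such fit were 2988 higher and 4970 lower with temperature and 3898 and 5431 with age. For *npr-8(ok1439)* they were 529 and 148 in young animals at 20°C, 1353 and 1098 in old animals at 20°C, 1543 and 343 in young animals at 25°C and 1361 and 390 in old animals at 25°C.

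The counts of genes with log2 fold changes of at least 5 depended on the p required. DESeq2's p at or under 10e-100 left 74 higher and 221 lower genes with temperature, with 4 *col-* genes higher, and 112 and 623 with age, with 1 *col-* gene higher. With edgeR's p at that level, the counts of higher genes, lower genes, higher *col-* genes and lower *col-* genes were 0 with temperature and 0 with age, where 13374 and 13950 genes had an unadjusted p under 0.05. The smaller p that this level requires is part of the alternative's own construction. The first principal component held 46.1% of the variance with scaled genes, and the second 19.4% from log2(FPKM + 1).

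Scaling moved the median log2 fold change of all genes by over 0.1 in several comparisons, as given with each, and also in wild-type animals of both ages, where library size alone moved the interaction of age and temperature by 0.15. Of the set medians, 15 changed sign between TMM, RLE size factors and library size alone, and 1 of these belonged to a set that camera called, the cell cycle genes in the interaction of genotype and temperature in old animals (−0.10 with TMM and 0.01 with library size alone). Setting genes with no fragment in a group at their bound moved 2 of 133 set medians by more than 0.01, at most by 0.26.

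Replicate numbers give the order of the libraries in the authors' tables, which nothing ties to the replicates of the sample labels. They do not pair the libraries, whose deviations had correlations from −0.384 to 0.309 over pairs of like number. With the replicate number as a block, all counts stayed within 1.5 times the reported ones (1998 higher and 402 lower in young *npr-8(ok1439)* animals at 25°C). The block took the ribosomal protein genes with age at 20°C past the threshold to an adjusted p of 0.0592, and brought the heat shock genes for *npr-8(ok1439)* in old animals at 25°C to 0.0451 and the molting genes with age at 25°C to 0.0387.

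Among named genes in the comparisons of groups, 725 values with a library left out kept their side of the threshold and 5 changed, all of *col-98* at 25°C. In young animals the log2 fold change of *col-98* of 1.05 fell to 0.97 without wild-type replicate 5, 1.00 without *npr-8(ok1439)* replicate 2 and 0.95 without replicate 3, and was 0.96 with DESeq2 and 0.78 with limma on log2(FPKM + 1). In old animals that of *col-98* of 0.92 rose to 1.02 without *npr-8(ok1439)* replicate 3 and 1.01 without replicate 4. The interactions of named genes are not among these values, and that of *col-49* in old animals passed in only 6 of the 20 fits that each left out 1 library. Of the other alternatives for named genes, 132 kept their side and 6 changed, 5 of them weaker with DESeq2 or with limma on log2(FPKM + 1) and 1 stronger with the latter. In the comparison of old animals at 20°C, the genes matched by accession only gave 1306 higher and 1099 lower genes. Depth limits the genes without fragments in a group, whose fold changes are bounds, and the genes with fewer than about 10 fragments per library, which were not tested.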

Differences from the paper's values

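The tests of this part were planned, apart from the lists of genes of Table S13, which were compared after the values were seen.

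For genes with a log2 fold change of at least 5 in size with age in wild-type animals at 20°C, the paper's counts are 126 higher and 687 lower, and the counts here were 558 and 1525 at an adjusted p under 0.05. With DESeq2's p at or under 10e-100, an alternative set before the data were examined, the counts were 112 and 623, within 1.5 times the paper's. With edgeR's p at or under 10e-100, the other such alternative, they were 0 and 0 and did not close the gap (13950 genes had an unadjusted p under 0.05).

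For temperature in young wild-type animals, the paper's counts of such genes are 85 higher and 234 lower, against 381 and 763 here. DESeq2's p at or under 10e-100 gave 74 and 221, within 1.5 times the paper's, and edgeR's p at or under 10e-100 gave 0 and 0 and did not close the gap (13374 genes had an unadjusted p under 0.05). Both were set before the data were examined.

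The second principal component holds 7% of the variance in the paper and 11.5% here. Of the alternatives set before the data were examined, the 500 most variable genes gave 7.78%, which closes the gap, while log2(FPKM + 1) gave 19.4% and scaled genes gave 11.6%, which do not.

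The paper excepts *col-98* from the collagen genes changed in young *npr-8(ok1439)* animals at 20°C that were also regulated in old ones, and here *col-98* was higher in young animals, with a log2 fold change of 3.19, and lower in old animals, with one of −1.99. The paper states that samples of old animals clustered together whatever their genotype and growth temperature, and here the old *npr-8(ok1439)* libraries lay at −52.25 (20°C) and −33.61 (25°C) on the second principal component, apart from the old wild-type libraries at −0.03 and −0.18. With log2(FPKM + 1) and with scaled genes they also lay apart. With the 500 most variable genes the old groups lay closer on the second component, at −14.85 and −11.61 for *npr-8(ok1439)* and −3.86 and −10.11 for the wild type. At 25°C the libraries of both genotypes overlapped on it (−13.70 to −8.82 and −10.39 to −9.65). On the first component of these genes the old genotypes did not overlap. They lay at 27.29 to 35.11 (*npr-8(ok1439)*) and 41.22 to 46.74 (wild type) at 25°C, and at 32.89 to 35.0 and 36.69 to 45.25 at 20°C. With these genes young and old libraries were not apart on the first component, where the highest young library lay at 31.64 and the lowest old one at 27.29. The paper parts the genotypes on the first component only in young animals at 25°C. Here, over all 19738 genes, they did not overlap on it at either age or temperature. With scaled genes they overlapped in all but young animals at 25°C, and with log2(FPKM + 1) in young animals at 20°C.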

Other observations

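The tests of the stage of young animals and of tissue proportions were planned, with 1 change of reading given below, and the splits of the libraries, the tests of shared fragments, of library-wide differences between the genotypes and of the lists in Table S13 outside the comparison that made them, and the thresholds on the authors' deposited tables were chosen only after the results were seen.

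Young wild-type animals at 25°C and at 20°C differed in 8411 genes by edgeR. If the animals at 20°C had been collected at an earlier stage, molting and sperm genes should be higher in them and vitellogenin and oocyte and embryo genes lower. Of these 4 sets, 3 moved that way at a camera adjusted p under 0.05, and the vitellogenin genes moved that way without passing. The result is consistent with a difference in stage, and a test that could have come out otherwise did not exclude it. Growth temperature itself stays open, since it could change the same sets or the speed of development.

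If young *npr-8(ok1439)* animals at 25°C had been collected at an earlier stage than wild-type animals, the same 4 sets should part the genotypes. Of the 4 sets, 2 did so at a camera adjusted p under 0.05, the sperm genes (median 1.26) and the oocyte and embryo genes (median −0.64, with 1 of 24 genes lower by the threshold). The vitellogenin genes had a median of −0.60 (camera adjusted p = 0.258), and the molting genes one of 0.45 with 8 genes higher and 4 lower (camera adjusted p = 0.475). In replicate 1 of *npr-8(ok1439)* the median log2(CPM + 1) of the vitellogenin genes was 10.65. It was 12.71 to 13.02 in the other replicates and 13.07 to 13.23 in the wild type. The value of this set without replicate 1 was not computed. By the criterion set beforehand, 2 unchanged sets count against the explanation. None of the 4 moved the opposite way and the sets that did not pass hold few genes or go both ways, so after the result was seen it was read as open. A difference in stage and an effect of the genotype cannot be told apart here, because these sets do not decide between them. No other genes were tested as markers of stage. Across 13812 genes, the effect of *npr-8(ok1439)* in young animals at 25°C and that of temperature in young wild-type animals had a Pearson correlation of −0.788 and a Spearman correlation of −0.773, and 2033 of the 2099 genes called in both went in opposite directions. Both share the wild-type libraries at 25°C, and in 20 simulations with no gene changed that alone gave a mean correlation of −0.511. Genes are not independent replicates.

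Signaling genes were lower at 25°C in young wild-type animals. If a larger share of germline and embryo RNA lowered all somatic tissues alike, pan-neuronal and body wall muscle genes should fall together. Their medians, −1.15 and −1.08, differed by 0.065, which is consistent with a change in tissue proportions. The *col-* genes, with a median of −6.24, and the chemoreceptor genes, with one of −0.45, did not fall to the same degree, and whether expression in neurons also changed stays open.

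Other splits of the libraries of each comparison rarely came near the real one. Of 100 splits into groups of the same sizes, only the real one, 1 of 100, gave as many genes, and 1 of 100 as many *col-* genes, in each of the comparisons of temperature, of age at 20°C and of genotype in young and old animals at both temperatures. The same held for the genes with log2 fold changes of at least 5 with temperature and with age (1 of 100 each), for the lower genes of Table S4 (1 of 100) and for the genes higher in young *npr-8(ok1439)* animals at 25°C and not at 20°C (1 of 100). The most that another split gave was 373 genes, 32 *col-* genes and 316 genes of the last kind in young animals at 25°C, and 93 genes in old animals at 25°C.

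The *col-* genes are a family of similar sequences. If the authors' counting had divided fragments between similar genes, some *col-* genes should have fragment counts that are not whole. Of the 89 genes with such counts in any gene table, 0 were *col-* genes, which argues against divided fragments. Whether a fragment was counted in full at more than 1 gene stays open. No biological explanation was tested with it.

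Since the level of *npr-8* did not part the genotypes across all 40 libraries, all 14258 genes with a mean of at least 5 fragments were searched for those whose 20 *npr-8(ok1439)* libraries lie all above or all below the 20 wild-type libraries. The search found 3 lower genes and 1 higher gene, named here after their values were seen. Y102A5C.36 had no fragment in any *npr-8(ok1439)* library and 10 to 127 in the wild-type ones. The level of *glt-4* (chromosome X, 6403393 to 6406766) was at most 3.51 CPM in *npr-8(ok1439)* and at least 8.49 CPM in wild-type libraries. For *haf-6*, listed over an interval of chromosome I from 942260 to 1655335 that overlaps other genes, the means were 12.2 and 44.5 CPM. F56G4.6 (chromosome I, 11333210 to 11416411) was higher, with means of 48.0 and 20.4 CPM. That these genes follow the labels in all 40 libraries argues against a swap of genotypes between libraries, and where in the genome the strains differ was not tested.

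By edgeR's quasi-likelihood test, *npr-8* itself had log2 fold changes between *npr-8(ok1439)* and wild type of 0.12 (standard error 0.12, adjusted p = 0.457) in young animals at 20°C, 0.19 (0.18, adjusted p = 0.375) in young animals at 25°C and 0.29 (0.12, adjusted p = 0.046) in old animals at 25°C, and it was not among the genes tested in old animals at 20°C. Those of *daf-16* were 0.19 (adjusted p = 0.0136), 0.26 (adjusted p = 0.233) and 0.14 (adjusted p = 0.0122) in the same order. For *skn-1* they were 0.23 (adjusted p = 0.0043), −0.38 (adjusted p = 0.101) and −0.26 (adjusted p = 9.4e-06), and 0.04 (adjusted p = 0.345) in old animals at 20°C. None of these genes changed by 1 or more on the log2 scale in these comparisons.

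In young animals at 25°C, *rol-1*, *col-49*, *col-77* and *col-139* were higher in *npr-8(ok1439)*, with log2 fold changes from 2.87 to 4.70, and none of them passed the threshold in young animals at 20°C. In young animals at 25°C *col-98* was higher by 1.05 (standard error 0.17), and *col-179* changed by 0.55 (standard error 0.11). In young *npr-8(ok1439)* animals at 20°C, *meg-1* and *meg-2* were higher by 2.70 (standard error 0.22) and 2.10 (standard error 0.26).

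The genes that Table S13 lists for the wild type also parted the genotypes. Of its genes lower with age, 589 were tested in old animals at 20°C and 430 of them were higher and 75 lower in *npr-8(ok1439)*, with a median log2 fold change of 3.74. At 25°C, 458 of 641 were higher and 6 lower, with a median of 3.04. Of its genes higher at 25°C, 80 of the 82 tested were higher in young *npr-8(ok1439)* animals at 20°C, with a median of 2.40. At 20°C these lists were chosen by the study on libraries that include the wild-type ones compared here, so a value that is extreme by chance in those libraries would move both comparisons. The comparison of old animals at 25°C shares no library with the list.

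The authors' deposited tables list 16135 genes with a test for temperature, 16944 for age and, for *npr-8(ok1439)*, 16156 in young animals at 20°C, 16178 in old animals at 20°C, 14061 in young animals at 25°C and 16127 in old animals at 25°C. At a q-value under 0.05 and at least a doubling, the authors' deposited table gives 2162 genes higher and 4998 lower for temperature and 3708 and 4868 for age. For *npr-8(ok1439)* the authors' deposited tables give 619 and 174 in young animals at 20°C, 1459 and 1030 in old animals at 20°C, 1396 and 305 in young animals at 25°C and 1276 and 469 in old animals at 25°C. With a fold, up or down, of 2.0 or more after rounding to 1 decimal, found after the values were seen, the authors' deposited tables give 2265 and 5069 genes for temperature and 3792 and 4937 for age. With that fold for higher genes and a ratio of the groups under 0.55 for lower ones, also found after the values were seen, the authors' deposited tables give 643 and 272, 1487 and 1304, 1482 and 419, and 1305 and 631 genes for *npr-8(ok1439)* in the order above. Across genes, the log2 fold changes of the authors' deposited tables had correlations of 0.982 to 0.999 with those of edgeR. Their medians differed from those of edgeR by −0.12 for temperature, 0.13 for age and −0.08 for *npr-8(ok1439)* in young animals at 25°C in the authors' deposited tables. At least a doubling and a q-value under 0.05 in the authors' deposited tables were shared with the edgeR calls for 2086 higher and 4452 lower genes for temperature, and 3200 and 4664 for age, with no gene called in opposite directions.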
